# A functional genomics predictive network model identifies regulators of inflammatory bowel disease

**DOI:** 10.1038/ng.3947

**Published:** 2017-09-11

**Authors:** Lauren A Peters, Jacqueline Perrigoue, Arthur Mortha, Alina Iuga, Won-min Song, Eric M Neiman, Sean R Llewellyn, Antonio Di Narzo, Brian A Kidd, Shannon E Telesco, Yongzhong Zhao, Aleksandar Stojmirovic, Jocelyn Sendecki, Khader Shameer, Riccardo Miotto, Bojan Losic, Hardik Shah, Eunjee Lee, Minghui Wang, Jeremiah J Faith, Andrew Kasarskis, Carrie Brodmerkel, Mark Curran, Anuk Das, Joshua R Friedman, Yoshinori Fukui, Mary Beth Humphrey, Brian M Iritani, Nicholas Sibinga, Teresa K Tarrant, Carmen Argmann, Ke Hao, Panos Roussos, Jun Zhu, Bin Zhang, Radu Dobrin, Lloyd F Mayer, Eric E Schadt

## Abstract

A major challenge in inflammatory bowel disease (IBD) is the integration of diverse IBD data sets to construct predictive models of IBD. We present a predictive model of the immune component of IBD that informs causal relationships among loci previously linked to IBD through genome-wide association studies (GWAS) using functional and regulatory annotations that relate to the cells, tissues, and pathophysiology of IBD. Our model consists of individual networks constructed using molecular data generated from intestinal samples isolated from three populations of patients with IBD at different stages of disease. We performed key driver analysis to identify genes predicted to modulate network regulatory states associated with IBD, prioritizing and prospectively validating 12 of the top key drivers experimentally. This validated key driver set not only introduces new regulators of processes central to IBD but also provides the integrated circuits of genetic, molecular, and clinical traits that can be directly queried to interrogate and refine the regulatory framework defining IBD.

Crohn's disease and ulcerative colitis are the predominant forms of IBD and are characterized by relapsing and remitting inflammation of the intestine. While Crohn's disease and ulcerative colitis are marked by distinct clinical phenotypes and some overlap in molecular pathways, they largely have a shared genetic architecture. Despite GWAS having identified more than 200 IBD-associated loci thus far, these known genetic variants only contribute approximately 26% of Crohn's disease and 19% of ulcerative colitis heritability^1–6^. In susceptible individuals, the interaction of genetics with a wide range of environmental factors triggers a cascade of excessive and chronic inflammation, tissue damage, and impaired intestinal function.

For IBD, the construction of causal network models provides a way to organize large-scale, diverse data by statistically inferring causal relationships among any set of traits of interest, providing a comprehensive characterization of the architecture of disease. Genes associated with IBD susceptibility loci have been demonstrated to at least partially organize into coherent networks defining complex biological processes. In particular, IBD-related genes have been shown to organize into regulatory networks that are significantly enriched for immune and inflammatory processes. One such example was an immune-enriched network identified as enriched for genes associated with IBD susceptibility and immune function, and was suggestive of dynamic interactions relevant to IBD pathogenesis^2^. This network has been loosely associated with many different diseases, including obesity and diabetes, asthma, chronic obstructive pulmonary disease (COPD), and Alzheimer's disease^7–10^. However, thus far, no IBD network models have been proposed that are derived from the relevant molecular states of IBD, in IBD-relevant tissues, across different disease stages, which collectively reflect the full spectrum of disease.

Here we sought to integrate large-scale DNA and RNA variation data in the context of active IBD to construct a model of the pathological inflammatory component of IBD, which can aid in distinguishing between the inflammatory component causally associated with IBD and the homeostatic background function of the intestine. Using the existing state of knowledge around the immune network as a seed to construct instances of this model, we generated three causal networks defining IBD and identified the conserved inflammatory component (CIC) in each, which we consider as homologous networks given that they are highly conserved and derived from a single immune network seed.

These homologous intestine-derived CIC IBD networks were enriched for genes associated with known Crohn's disease and ulcerative colitis susceptibility loci contained within cell-type-specific epigenetic regulatory regions. Key driver genes (KDGs) predicted to modulate the regulatory states of these networks were identified and prioritized for experimental validation in a human macrophage cell system and mouse models of IBD to demonstrate the impact on IBD pathophysiology and for molecular validation of the network predictions. Our results not only validate the notion that perturbations in master regulators of the CIC IBD network model impact the pathogenesis of disease, but also elucidate how this model is regulated. The construction and validation of a predictive model that hierarchically organizes genomic and functional genomic data in an accessible way, and that identifies the components that modulate molecular states causally associated with IBD, is a first step in creating a more sustainable and accessible framework that leverages extensive data sets, enabling a more complete understanding of the regulatory components of IBD.

## Results

### Defining an immune gene seed set for the CIC IBD model

To construct the different representations of the CIC IBD model (Fig. 1), we identified a previously described macrophage-enriched immune network (referred to here as the immune network) that is not only enriched for IBD susceptibility genes and IBD-associated inflammatory processes^2^, but also has been implicated in a broad range of human diseases^9^. This immune network reflects the existing states of knowledge related to the immune component of the IBD network and so was chosen to serve as a seed set of genes that could be used to identify a homologous set of genes in an IBD-tissue-specific context. To define this IBD-tissue-specific context, we used gene expression data generated from intestinal tissues isolated from three independent populations of patients with IBD representing different stages of disease: treatment-naive pediatric patients (RISK cohort)^11^, patients refractory to anti–tumor necrosis factor (TNF)-α treatment who have participated in an ustekinumab clinical trial (CERTIFI cohort)^12,13^, and patients with advanced disease (novel MSH population) (Supplementary Table 1). A polygenic risk score was calculated on patients with IBD in the three independent populations, with no significant difference in risk score distributions across the adult and pediatric IBD populations detected (Supplementary Fig. 1 and Supplementary Table 2).

### Identifying causal IBD genes to annotate the CIC IBD network model

Genes assigned to reported IBD-associated loci are speculative^14^, and much of the variation in these loci resides in noncoding regions. Thus, we identified candidate causal IBD genes by integrating IBD risk SNPs, expression quantitative trait loci (eQTLs), and *cis*-regulatory element (CRE) data (Fig. 1a). Because of the highly context-specific nature of eQTLs^15^, we curated an IBD-focused data set of eQTLs derived from the RISK, MSH (Supplementary Table 3), and CERTIFI populations. In total, we identified a combination of genes associated with ulcerative colitis and Crohn's disease GWAS CRE expression SNPs (eSNPs) (IBD-associated eSNPs located in CREs) and CRESNPs (IBD-associated SNPs in CREs) (Supplementary Table 4 and Supplementary Note). CREs specific to innate immune cell types were found to have the highest amount of shared genetic architecture between Crohn's disease and ulcerative colitis (Supplementary Table 5). When comparing the expression of Crohn's disease and ulcerative colitis GWAS genes in data from non-inflamed and inflamed tissues across different intestinal regions from the CERTIFI population, we found distinct cell-type-specific enhancer regions significantly enriched for variants associated with Crohn's disease and ulcerative colitis (Supplementary Fig. 2 and Supplementary Tables 5–7).

For all cell types considered, the gene sets associated with the ulcerative colitis and Crohn's disease CRESNPs were assembled and intersected with modules in the coexpression networks generated from the MSH, CERTIFI, and RISK data sets (Fig. 1b and Supplementary Tables 8 and 9). We identified modules in these networks that were significantly enriched for the immune network and formed super-modules by taking the union of the tagged modules within each population-specific network (Supplementary Tables 10–12). By intersecting the super-modules, we identified a core immune activation module (IAM) (Supplementary Table 13). This core IAM represented a set of immune genes conserved across all IBD populations and was among the most enriched for genes in the immune network, for known IBD causal genes, and for macrophage-specific genes (Supplementary Table 14). Therefore, we considered the core IAM as the most highly informed seed set of genes obtained from an IBD-specific context from which to construct the CIC IBD network model. To support the assumption that the core IAM is specific to immune-related disorders such as IBD, we examined whether genes identified from large-scale schizophrenia GWAS were enriched in this module, given that schizophrenia has not been as significantly associated with immune and inflammation processes, unlike diseases such as IBD, asthma, COPD, and Alzheimer's disease. No significant enrichment of schizophrenia-associated genes was detected in the core IAM (fold enrichment = 1.09, Fisher's exact test, *P* = 0.48)^16^.

### Constructing the CIC IBD network model

We used the core IAM to derive specific representations of the CIC IBD model from three Bayesian networks we constructed across the three stages of disease (collectively referred to as the IBD networks). We constructed three independent, but homologous, probabilistic causal gene networks from intestinal tissues isolated from patients with IBD in each population (Fig. 1c). To identify each CIC IBD network instance, we projected the core IAM onto the RISK, MSH, and CERTIFI Bayesian networks. Each network projection consisted of overlapping nodes (genes) from the intersection of this core IAM seed set with all nodes in the respective Bayesian networks, identifying all nodes in each network within a path length of two of the nodes in this overlap, and then identifying the largest connected graph from this set of nodes and all associated edges.

### Identification and prioritization of key drivers of the CIC IBD networks

To elucidate the regulatory framework of the CIC IBD model and its impact on IBD pathogenesis, we sought to identify and prospectively validate the master regulators predicted to modulate the state of the three CIC IBD networks. Using a previously defined KDG algorithm to determine these master regulators^10^, we identified 133 KDGs across all three intestinal CIC IBD networks (Supplementary Table 15). To prioritize these for experimental validation, we annotated them using four different categories of IBD-focused data sets: (i) genes identified in genetic studies as associated with IBD or very early onset (VEO) IBD; (ii) IBD-specific ileum and colon gene expression signatures from the MSH population; (iii) correlation signatures between clinical traits associated with IBD and gene expression data from the CERTIFI population; and (iv) the original immune network. We projected each of these IBD gene sets onto each of the CIC IBD networks and identified the KDG signatures most enriched for the IBD gene and trait signatures (Supplementary Tables 15 and 16). We then rank-ordered the 133 KDGs on the basis of a composite score that considered all lines of evidence supporting the KDGs in an IBD-informative context, thus providing a quantitative measure of the importance and degree of causal association each KDG had to IBD. From the top 10% of the KDGs in this rank-ordered list (Figs. 1d and 2, and Supplementary Table 15), we identified five KDGs that had not previously been validated as an IBD-associated gene: *DOCK2* (encoding dedicator of cytokinesis 2), *GPSM3* (G-protein-signaling modulator-3), *AIF1* (allograft inflammatory factor 1), *NCKAP1L* (NCK-associated protein 1 like), and *DOK3* (downstream of kinase 3).

Each of these five KDGs was predicted to be a master regulator of the network, given that each was predicted to significantly modulate the transcriptional state of the CIC IBD networks and thus impact the IBD-associated genes enriched in these networks, as well as effector-inflammation-associated traits. The KDGs we identified were all upregulated in the inflamed intestinal signatures but were not upregulated in the uninflamed intestinal signatures (Supplementary Table 7). In addition, they were all correlated with clinical variables such as disease duration, C-reactive protein (CRP), fecal calprotectin, and lactoferrin in blood and intestine (Supplementary Table 17).

According to published reports, the selected KDGs are primarily immune cell specific. *NCKAP1L*^17^, *DOCK2* (ref 18), and *AIF1* (ref 19) have roles in actin cytoskeleton organization via Rac activation, with *NCKAP1L* functioning in phagocytosis, migration, and formation of the immunological synapse for multiple immune cell types. *DOCK2*, an atypical guanine nucleotide exchange factor (GEF), has variants associated with immunodeficiency in T cells, B cells, and natural killer (NK) cells^20–25^. *DOCK2* and *AIF1* are also directly implicated in inflammatory cytokine secretion through RAC activation^26^. *GPSM3*, which has previously been linked to autoimmunity and chronic inflammation through GWAS^27^, is a negative regulator of the NLRP3 inflammasome affecting IL-1β levels^28^ and, like *AIF1*, impacts monocyte recruitment and cytokine secretion^19,29,30^. Finally, *DOK3*, a negative regulator of lipopolysaccharide (LPS) sensing through TLR4–ERK signaling in macrophages, regulates TLR3 signaling through TRAF3–TBK1–IRF3 and influences interferon (IFN)-β secretion^31–35^. Four of the KDGs we identified had not been experimentally linked to IBD but are disrupted in IBD pathology.

### Identification and prioritization of key drivers of the macrophage component of the IBD networks

Macrophages have a sentinel role in intestinal homeostasis and contribute to inappropriate inflammatory responses in IBD^36,37^. Previous studies^2^ have demonstrated that host–microbial interactions shape the genetic architecture of IBD. Given the macrophage enrichment^2^ of the original immune network and that the core IAM used to derive the homologous CIC IBD networks reflected this strong enrichment for macrophage-specific expression (Supplementary Tables 14 and 18), we more precisely identified this component of the IBD network.

The IBD networks were constructed from whole-tissue isolates involving a diversity of cell types but still largely reflected immune cell function and macrophage function in particular. However, the mixed cell types that constitute the IBD networks make it difficult to resolve the macrophage-specific components from the non-macrophage-specific components. To better resolve the macrophage component of these networks and identify KDGs serving as master regulators of this component, we leveraged a macrophage-specific gene signature (MSG; Supplementary Table 14). The CERTIFI CIC IBD network was the most enriched of the three CIC IBD networks for the macrophage signatures (Supplementary Table 18). To construct a more macrophage-specific IBD network, we projected genes in the MSG onto the CERTIFI IBD network and, from this projection, identified the largest connected subnetwork comprising nodes within a path length of three of these genes. We designated the resulting network as the macrophage-specific component of the IBD network.

To identify the master regulators of the macrophage component of the IBD network, we carried out KDG analysis and identified 133 KDGs, 59 of which were present in the independent human macrophage signature (MSS) gene set (Online Methods). Of these 59 genes, 38 were correlated with fecal calprotectin and differentially expressed in Crohn's disease and ulcerative colitis versus control disease signatures (Supplementary Table 19). Of these 38 KDGs, we identified 10 genes (including 4 of the 5 CIC IBD KDGs also included as macrophage KDGs) for experimental validation that were significantly correlated with clinical variables (Supplementary Table 17) and that have a role in macrophage function relevant to colitis: (i) *GPR65*, an IBD risk gene that has been shown to inhibit proinflammatory cytokine production in macrophages^38^; (ii) *GBP5*, which promotes NLRP3 inflammasome activation in response to pathogenic bacteria^39^; (iii) *MAFB*, a transcription factor controlling macrophage self-renewal^40^; (iv) *FPR1*, a gene involved in chemotaxis, phagocytosis, and reactive oxygen species (ROS) production in M1 macrophages^41^; (v) *SLAMF1*, a regulator of NADPH oxidase and phagolysosomal maturation^42^; and (vi) *TNFAIP3*, an IBD risk gene expressed in macrophage that inhibits the NLRP3 inflammasome^43^ and TNF-α-induced NF-κB. We identified an additional KDG, *LAPTM5*, a KDG in the macrophage component of the RISK network, given it is a macrophage-expressed gene known to modulate proinflammatory cytokine secretion in macrophages^44^.

To annotate the local network structure of the 11 macrophage KDGs, we identified the largest connected subnetwork in each CIC IBD network comprising these 11 KDGs, plus all genes within a path length of three of these KDGs. This macrophage-KDG-specific subnetwork was significantly enriched for IBD-associated macrophage/monocyte CRESNPs. Further, genes in this subnetwork downstream of the 11 KDGs are 2.72-fold (Fisher's exact test, *P* = 0.003) enriched for genes associated with monocyte and macrophage IBD CRESNPs (Supplementary Table 20). This statistically significant enrichment of macrophage IBD susceptibility genes was greater than the enrichment of macrophage-expressed genes in the MSS set, highlighting the predicted causal regulatory role of the macrophage KDGs in modulating genes linked to IBD susceptibility, beyond what was observed in genes that are expressed in macrophages. In addition, the increased enrichment of gene nodes in the macrophage KDG subnetwork for IBD macrophage and monocyte CRESNPs, as compared to IBD T cell CRESNP-associated genes, highlights the macrophage specificity of the CIC IBD networks.

### *In vitro* molecular network validation of the macrophage KDGs

We performed molecular validation of the selected macrophage KDGs by profiling primary human monocyte-derived macrophages treated with non-targeting control small interfering RNA (siRNA) versus siRNAs targeting each of the 11 KDGs (Supplementary Fig. 3), under LPS stimulation conditions, given that LPS stimulation yielded the largest differential expression signature and the majority of the KDGs were responsive to LPS stimulation (Fig. 3a, Supplementary Table 21, and Supplementary Note). We found significant enrichment of the macrophage KDG-knockdown differential expression signatures in the networks. The macrophage-specific KDG-knockdown signature was well predicted by the corresponding KDG in the macrophage-specific component of the IBD network for 10 of the 11 macrophage KDGs tested. For example, the macrophage *MAFB*-knockdown signature was 2.2-fold enriched (Fisher's exact test, *P* = 6.1 × 10^−8^) in the macrophage-specific component of the network from which *MAFB* was originally identified. In addition, most of the knockdown signatures were significantly enriched within their respective KDG neighborhoods in the macrophage component of the other IBD networks as well as in the core IAM (Fig. 3b and Supplementary Tables 22 and 23).

### Experimental validation of KDG impact on inflammation

To assess the direct functional outcome of KDG perturbations in the macrophage, we measured cytokine levels in the supernatants of the LPS-stimulated macrophage with KDG knockdown versus non-targeted controls (Supplementary Fig. 4). We identified significant differential expression for IL-1RA and CXCL10 with *GPSM3* knockdown and for IL-6, CCL4, and CXCL10 with *NCKAP1L* and *FPR1* knockdown and found changes in IL-6, TNF-α, CCL4, and CXCL10 with *GPB5* knockdown, while *TNFAIP3* knockdown resulted in the strongest differential expression of cytokines (Fig. 3c). Many of these cytokines (or their receptors or ligands) have been associated with genetic susceptibility to IBD or have been suggested as drug targets for IBD, including TNF-α (ref 45), IL-6 (ref 46), IL-1RA^47^, CXCL10 (ref 48), and IL-12Rp40 (ref. 12) (Supplementary Table 24).

### *In vivo* molecular network validation of the intestinal KDGs

We sought to determine whether KDGs from the CIC IBD network model influence susceptibility to intestinal inflammation and to validate the KDGs *in vivo*. To this end, we employed a dextran sulfate sodium (DSS) mouse model of colitis. We performed RNA-seq profiling on distal colon tissue sampled from KDG-knockout and wild-type control animals exposed to DSS treatment. 

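The RNA-seq data comprised 160 distal colon samples from 4 knockout lines and their wild-type controls: *Nckap1l* (16 knockout and 15 wild type), *Dock2* (18 and 24), *Gpsm3* (20 and 20) and *Dok3* (26 and 21). *Aif1*-/- samples were not in the files analysed here. The *Gpsm3* and *Dok3* samples were all labelled male, whereas the *Nckap1l* samples included 4 knockout and 8 wild-type females and the *Dock2* samples 8 knockout and 12 wild-type females. DSS is a polymer that injures the colonic epithelium when given in drinking water. The paper gives a dose of 2.8% for *Nckap1l*, 3% for *Dock2* and *Gpsm3*, and 3.5% for *Dok3* after a first round at 3%; the sample labels give 3% for *Dock2* and *Gpsm3*, 3.5% for *Dok3* and no dose for *Nckap1l*. Treatment lasted 5 days, and tissue was taken on day 12 in the *Nckap1l* line and on day 10 in the other lines. Neither the labels nor the paper says which samples received DSS and which were untreated, so treated and untreated animals were analysed together and only knockout and wild type were compared. The authors mapped the reads to mm10 with STAR and counted them on genes with featureCounts, and deposited the counts without normalization for 39179 Ensembl genes. Total counts on genes ranged from 4344988 to 19993833 per sample with a median of 15989625. The supplement states a depth of 25000000 to 30000000 reads, which are reads sequenced; all values here use the counts on genes. In the *Nckap1l* line totals ranged from 15129793 to 17754898 in knockout samples (median 16680012) and from 15539460 to 18498086 in wild-type samples (median 16410654). The corresponding ranges were 14209313 to 17091483 (median 15995763) and 9863590 to 17227216 (median 15923916) in the *Dock2* line. In the *Gpsm3* line they were 14601777 to 19429267 (median 16877495) and 4344988 to 19993833 (median 16765447), and in the *Dok3* line 7514233 to 16689971 (median 14690390) and 9661856 to 16618215 (median 12376361). At these totals, 3 counts, taken as the smallest detectable amount, corresponded to between 0.15 and 0.69 CPM, the count of a gene scaled to a common library size. Counts were normalized by the TMM method, genes with few counts were removed with edgeR's filterByExpr, and each line was tested separately with edgeR's quasi-likelihood test, with sex as a covariate in the *Nckap1l* and *Dock2* lines. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 formed the signature of a line. No pair of samples of the same condition differed by as little as sampling noise: the smallest chi-square per gene was 4.43.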

KDG gene expression signatures for each mouse model were constructed for DSS and baseline conditions by identifying genes that were differentially expressed between the knockout and wild-type animals. 

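Knockout and wild-type samples were compared without regard to DSS, since the treatment of each sample is not known. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 0 of 17947 genes differed in the *Nckap1l* line, 6 of 17648 in the *Dock2* line, 1 of 17560 in the *Gpsm3* line and 0 of 17612 in the *Dok3* line. The single gene of the *Gpsm3* signature was *Gpsm3* itself. In the *Dock2* line 1 gene was raised, *Ang4* (ENSMUSG00000060615), with a log2 fold change of 2.59 (standard error 0.401, adjusted p = 0.00164). Among the 5 lowered genes were *Igkv4-72* (ENSMUSG00000076545) with a log2 fold change of -3.43 (standard error 0.628, adjusted p = 0.0127), *Cr2* (ENSMUSG00000026616) with -1.53 (standard error 0.282, adjusted p = 0.0127), *Irf4* (ENSMUSG00000021356) with -0.79 (standard error 0.159, adjusted p = 0.0403) and ENSMUSG00000094924, a gene without a name in the annotation, with -1.73 (standard error 0.352, adjusted p = 0.0403), all from the same test. Reads of *Igkv4-72*, an immunoglobulin variable segment, can be shared with similar segments, so its count is uncertain. Each count moved most with another choice of model: with 2 surrogate variables as covariates, 93 genes passed in the *Nckap1l* line and 94 in the *Dock2* line, whereas without a filter on low counts 32 genes passed in the *Gpsm3* line and 15 in the *Dok3* line. With the block of sample numbers as a covariate the counts stayed at 0, 1 and 0 in the *Nckap1l*, *Gpsm3* and *Dok3* lines, and the *Dock2* samples form a single block.
The knocked-out genes were detected in the knockout samples of every line. *Nckap1l* (ENSMUSG00000022488, GRCm38 chromosome 15 from 103453794 to 103498810) had 20.86 ± 18.24 CPM in 16 knockout samples and 43.1 ± 32.04 CPM in 15 wild-type samples (SD), a log2 fold change of -1.09 (standard error 0.405, edgeR adjusted p = 1.0). *Dock2* (ENSMUSG00000020143, chromosome 11 from 34226815 to 34783892) had 24.39 ± 10.18 CPM in 18 knockout and 37.49 ± 13.56 CPM in 24 wild-type samples (SD), a log2 fold change of -0.62 (standard error 0.168, edgeR adjusted p = 0.21). *Gpsm3* (ENSMUSG00000034786, chromosome 17 from 34589806 to 34591754) fell from 3.35 ± 1.39 CPM in 20 wild-type to 0.79 ± 0.84 CPM in 20 knockout samples (SD), a log2 fold change of -2.06 (standard error 0.281, edgeR adjusted p = 0.0001). *Dok3* (ENSMUSG00000035711, chromosome 13 from 55523231 to 55529296) had 4.42 ± 7.52 CPM in 26 knockout and 6.16 ± 6.02 CPM in 21 wild-type samples (SD), a log2 fold change of -0.48 (standard error 0.389, edgeR adjusted p = 1.0). In a permutation test of the knocked-out gene alone, p was 0.0041 for *Nckap1l*, 0.00038 for *Dock2*, 1e-05 for *Gpsm3*, the smallest value the test can give, and 0.108 for *Dok3*. This test pools the sample-number blocks of a line, and a test of each block, added after seeing the data, moved *Dok3* most. In the first block *Dok3* was not lowered, with 5.8 ± 9.06 CPM in 17 knockout and 3.85 ± 3.14 CPM in 13 wild-type samples (SD, permutation p = 0.512). This knockout mean includes 1 sample at 40.253 CPM (8006577798), and no other knockout sample of the block exceeded 7.539 CPM. How far the direction rests on that sample was not tested. In the second block *Dok3* was lowered, with 1.81 ± 0.89 CPM in 9 knockout and 9.9 ± 7.8 CPM in 8 wild-type samples (SD, exact permutation p = 0.000452). The difference between the blocks was not tested. *Gpsm3* was lowered in both of its blocks (permutation p = 0.00013 and 0.00026) and *Dock2* in females (exact permutation p = 0.00613) and males (permutation p = 0.0345). *Nckap1l* was lower in each of its 3 blocks (exact permutation p = 0.138, 0.333 and 0.0179). The ranges of the genotypes overlapped in every line. With 2 surrogate variables the adjusted p became 0.0424 for *Nckap1l* and 0.00194 for *Dock2*.

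**Figure D1:**
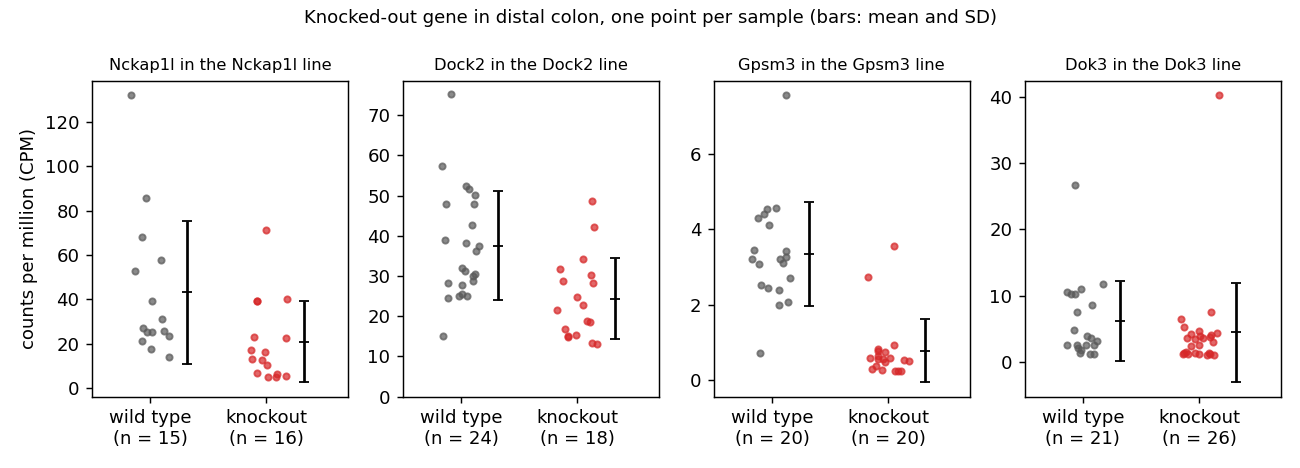
CPM of the knocked-out gene in each sample of its line, wild type in grey and knockout in red, with the mean and SD of each group beside the points. The knockout mean lies below the wild-type mean in every line, from 0.79 against 3.35 CPM for Gpsm3 to 4.42 against 6.16 CPM for Dok3, and the points of the genotypes overlap.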

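Pathway genes were examined in the *Gpsm3*, *Dock2* and *Dok3* lines with gene lists written by hand before the files were opened, since the gene lists behind the folds of the paper are not in the files analysed here. The knocked-out gene was left out. Of 41 interferon-γ response genes and 25 TNF response genes tested in the *Gpsm3* line, 0 were in the signature, as were 0 of 28 adenylate cyclase activation genes in the *Dock2* line and 0 of 9 genes of retinoic acid receptor negative regulation in the *Dok3* line. With *Gpsm3* itself set aside, the *Gpsm3* signature was empty, and so was the *Dok3* signature, so no enrichment could be computed for them. The interferon-γ response gene with the smallest p was *Cxcl10*, with a log2 fold change of 1.53 (standard error 0.429, edgeR adjusted p = 0.936). For the TNF response it was *Tnfaip2*, with a log2 fold change of 0.806 (standard error 0.293, edgeR adjusted p = 0.936). *Cyp26b1* in the *Dok3* line had a log2 fold change of -1.16 (standard error 0.397, edgeR adjusted p = 1.0). The largest move came from a looser signature chosen after seeing the data: at an unadjusted p under 0.05, 20 interferon-γ and 11 TNF response genes were in the *Gpsm3* signature, all of them raised. The interferon-γ overlap was not particular to the *Gpsm3* line, although it was not seen in every line. At the same threshold 22 of 40 such genes were included in the *Dock2* line, all raised (Fisher's exact test, adjusted p = 2.12e-17, against 3.53e-15 in the *Gpsm3* line). Only 2 of 41 were included in the *Nckap1l* line and 0 of 40 in the *Dok3* line. With 2 surrogate variables, 5 of 41 were in the *Nckap1l* signature (adjusted p = 3.29e-05) but 0 of 40 in the *Dock2* signature. Of the TNF response genes 1 was included in the *Dock2* line at the unadjusted threshold. Genes of one response rise and fall together between samples, so the mean log2 CPM of each list was also compared sample by sample, a test likewise added after seeing the data. The interferon-γ response mean was 4.824 ± 0.958 in 20 *Gpsm3* knockout and 4.391 ± 0.664 in 20 wild-type samples (SD), a difference of 0.434 over 41 genes (permutation p = 0.105, adjusted p = 0.554 over 16 tests). Within the sample-number blocks it was 0.21 (permutation p = 0.619) and 0.657 (permutation p = 0.0601). The TNF response mean over 29 genes differed by 0.327 (permutation p = 0.173, adjusted p = 0.554), and by 0.233 (permutation p = 0.503) and 0.421 (permutation p = 0.235) within the blocks. The adenylate cyclase mean over 34 genes in the *Dock2* line differed by -0.051 (permutation p = 0.382, adjusted p = 0.764), by 0.003 in females (exact permutation p = 0.977) and by -0.091 in males (permutation p = 0.189). For the retinoic acid receptor mean over 10 genes in the *Dok3* line the difference was -0.104 (permutation p = 0.253, adjusted p = 0.675), and within the blocks -0.025 (permutation p = 0.832) and -0.237 (exact permutation p = 0.118). None of these differences exceeded the spread between samples. The paper reports that each of its own knockout signatures was enriched for IBD-relevant pathways, and names pathways for *Aif1*, *Gpsm3*, *Dock2* and *Dok3*.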

Each of the knockout differential expression signatures was enriched for molecular pathways relevant to IBD: the *Aif1*^−/−^ signature was 7.8-fold enriched for antigen receptor-mediated signaling genes (Fisher's exact test, *P* = 1 × 10^−7^); the *Gpsm3*^−/−^ signature was 6.2-fold (Fisher's exact test, *P* = 1 × 10^-5^) and 4.4-fold (Fisher's exact test, *P* = 0.00017) enriched for genes involved in the response to IFN-γ and TNF-α, respectively; the *Dock2*^−/−^ signature was 9.7-fold enriched for positive regulation for adenylate cyclase (Fisher's exact test, *P* = 0.00056), and the *Dok3*^−/−^ signature was 8-fold enriched for genes involved in the negative regulation of retinoic acid receptor (Fisher's exact test, *P* = 4.1 × 10^−12^). These knockout signatures were also enriched for IBD-related genes and clinical trait signature genes (Supplementary Tables 25 and 26). 

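A coexpression network was computed over all 160 samples from log2 CPM with the mean of each line removed, using the 5000 most variable genes and the KDGs, signed Pearson correlation raised to the power 12, topological overlap and average linkage cut into 20 clusters. The supplement describes its networks as built from Pearson correlations raised to the smallest power that gives an approximately scale-free network, with topological overlap, average linkage and a dynamic tree cut. All 11 KDGs in the network fell in 1 module (Fisher's exact test, p = 0.0416), but this module held 3484 of 5002 genes, so the cut left most of the network undivided. *Gbp5* was not in the network. Of the 6 genes of the *Dock2* signature, 3 were in the module (adjusted p = 0.405 over 14 lists), and the other signatures held no gene to test. Of the *Nckap1l* signature obtained with 2 surrogate variables, 49 of 57 genes in the network were in the module (adjusted p = 0.0189), and of the corresponding *Dock2* signature 64 of 81 (adjusted p = 0.0793). All 30 interferon-γ response genes lay in the module, but so did all 14 striated muscle genes. With the 3000 most variable genes the module held 2211 genes (KDGs, Fisher's exact test, p = 0.0779), and the *Dock2* genes were depleted from it, with 21 of 74 inside (adjusted p = 3.13e-15) and 0 of the 6 genes of the main signature (adjusted p = 0.00155). The power rule of the supplement was applied after these results had been seen: unsigned correlations reached a scale-free fit index of 0.878 at the power 4, and 20 clusters then left 4862 of the 5002 genes in the module (KDGs, p = 1.0). The dynamic tree cut was not run. Cuts into 100 and 300 clusters were tried after the undivided module had been seen: the module then held 3384 and 1329 genes, respectively, with all 11 KDGs in either (KDGs, Fisher's exact test, p = 0.0207 and 4.52e-07). In the cut into 300 clusters, which moved the result most, the module contained 62 of the 81 *Dock2* genes (adjusted p = 2e-20), 30 of the 57 *Nckap1l* genes and 0 of the striated muscle genes. The paper found a single module enriched for the KDG signatures, for genes linked to Crohn's disease and very early onset IBD, and for the core IAM. From this it reasons that the core of the IBD networks is conserved between mouse and human.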

A single module (brown) was identified in a coexpression network generated from the mouse gene expression data (Supplementary Table 27) that was enriched for the KDG signatures, Crohn's disease GWAS and VEO IBD genes, and the core IAM, demonstrating a core conservation of the CIC IBD networks between species (Supplementary Fig. 5).

To determine whether the different IBD networks could accurately predict the genes that would change in response to perturbations of the KDGs, we tested whether the observed knockout signature for a given KDG significantly overlapped with the set of genes the network predicted would be under the control of that KDG (referred to as the KDG signature). The knockout signatures for *Gpsm3*, *Nckap1l*, *Dock2*, and *Aif1* were all significantly enriched in the corresponding KDG signatures predicted by the network, providing direct experimental validation of the network predictions (Supplementary Table 28). 

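The gene sets predicted by the networks are not in the files analysed here, and the only list of network genes at hand was the readable node labels of Fig. 4b,c. The signatures to set against them were small: 0 genes in the *Nckap1l* line, 6 in the *Dock2* line and *Gpsm3* alone in the *Gpsm3* line (edgeR quasi-likelihood test, adjusted p-value under 0.05). An overlap with the *Nckap1l* and *Gpsm3* signatures therefore could not be tested at this threshold. With limma-voom, the method named in the paper, the signatures held 0, 0 and 1 genes in the *Nckap1l*, *Dock2* and *Gpsm3* lines. The widest change came with 2 surrogate variables, which gave 93 genes in the *Nckap1l* line, 67 of them raised, and 94 genes in the *Dock2* line, 89 of them lowered. Of the nodes of Fig. 4c, 10 were in that *Dock2* signature, and so were 9 of the 95 nodes of Fig. 4b, the subnetwork of another KDG. The paper takes the enrichment of each knockout signature in the corresponding predicted set as evidence for the network predictions.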

For example, *DOCK2* was identified as a KDG in the IBD networks and the differential expression signature in *Dock2*^−/−^ was 4.59-fold enriched (*P* = 7.91 × 10^−8^) for genes in the *DOCK2* signature predicted by the MSH IBD network. 

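The readable nodes of Fig. 4c stood in for the *DOCK2* signature of the network. Of 111 readable labels, 96 had a mouse gene that was tested in the *Dock2* line. None was among the 6 genes of the *Dock2* signature (Fisher's exact test, p = 1.0). With 2 surrogate variables as covariates, the alternative that moved the overlap most among those set in advance, 10 of the 96 nodes were in the signature of 94 genes (adjusted p = 6.26e-10 over 16 tests), all of them lowered in the knockout. At an unadjusted p under 0.05, a threshold chosen after seeing the data, 22 nodes were included (adjusted p = 6.55e-09), as were 16 of the 95 nodes of Fig. 4b (adjusted p = 5.15e-05). Fisher's exact test treats genes as independent, and the nodes vary together between samples. When the mean log2 CPM of all nodes was compared sample by sample, it was 3.555 ± 0.249 in 18 knockout and 3.698 ± 0.22 in 24 wild-type samples (SD), a difference of -0.142 over 98 nodes (permutation p = 0.0581, adjusted p = 0.335 over 16 tests). It was -0.21 in females (exact permutation p = 0.029) and -0.083 in males (permutation p = 0.481). The paper concludes from its enrichment that the network predicted the genes changed by loss of *Dock2*.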

Overall, the experimental perturbation signatures for each KDG, with the exception of *Dok3* in the intestine, were significantly enriched for the network signature predicted by the IBD networks (Supplementary Fig. 6 and Supplementary Table 28).

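In the *Dok3* line 0 of 17612 genes had an adjusted p-value under 0.05 (edgeR quasi-likelihood test), so no overlap with network genes could be tested. At an unadjusted p under 0.05, a threshold chosen after seeing the data, 386 genes were included. Among them were 0 of 96 nodes of Fig. 4b and 0 of 97 nodes of Fig. 4c (Fisher's exact test, p = 0.278 and 0.28). So few would also be found often if the nodes were no different from other genes. These nodes belong to the *GPSM3* and *DOCK2* subnetworks, so they do not bear on the set predicted for *DOK3*. The mean log2 CPM of the Fig. 4b nodes was 2.963 ± 0.635 in 26 *Dok3* knockout and 3.076 ± 0.542 in 21 wild-type samples (SD), a difference of -0.113 over 97 nodes that lay inside the spread between samples (permutation p = 0.523, adjusted p = 0.676 over 16 tests). Within the sample-number blocks it was 0.021 (permutation p = 0.928) and -0.331 (exact permutation p = 0.219). Without a filter on low counts, the setting that moved it most, the *Dok3* signature held 15 genes. The paper reasons from the overlaps in the other lines that the networks predicted the response to each KDG except *Dok3* in the intestine.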

For each of the IBD networks, the KDGs were all linked via these KDG signatures, as seen in a representative example on the CERTIFI IBD network (Fig. 4a). Furthermore, we identified transcription factors in active regulatory regions of immune cells that have known roles in IBD-associated biology and that are enriched for regulating genes in the KDG subnetworks, suggesting that the KDGs may serve as master regulators of clusters of transcriptional regulators (Supplementary Fig. 7 and Supplementary Tables 29 and 30). Genes in the KDG subnetworks that overlapped with the KDG gene expression signature were also significantly enriched for IBD susceptibility genes that were correlated with clinical traits such as CRP, lactoferrin, and calprotectin in the CERTIFI cohort (Fig. 4b,c and Supplementary Tables 25 and 31).

### *In vivo* validation of intestinal KDGs

To validate the relevance of the intestinal KDGs to IBD, we first examined whether perturbing these genes would disrupt immune homeostasis. For T cells, we evaluated IFN-γ and IL-17A production in CD4^+^ T cells (Fig. 5a,b), as both have been implicated in Crohn's disease pathology^49,50^. *Nckap1l*^−/−^, *Dock2*^−/−^, and *Gpsm3*^−/−^ mice exhibited significant differences in the frequencies of IL-17A^+^ and/or IFN-γ^+^ CD4^+^ T cells in the intestinal lamina propria as compared to wild-type littermate controls. For the myeloid panel, we defined functional subsets of intestinal dendritic cells (DCs) and macrophages using antibodies against CD103, CD11b, and CD64 (refs. 51,52). *Nckap1l*^−/−^ mice had elevated frequencies of CD103^+^CD11b^+^ cells, while both *Nckap1l*^−/−^ and *Dock2*^−/−^ mice exhibited reduced frequencies of CD11b^+^ single-positive DCs and *Nckap1l*^−/−^ mice exhibited reduced CD103^+^ DCs and elevated CD64^+^ macrophages, which could be indicative of an altered IFN-γ or T regulatory response (Fig. 5c)^52^. *Dok3*^−/−^, *Gpsm3*^−/−^, and *Aif1*^−/−^ mice did not have a significantly different immune cell ratio of these myeloid subsets in the colon.

To determine whether the KDGs influenced susceptibility to intestinal inflammation, we employed both innate and adaptive immune mouse models of IBD, including the DSS model and the trinitroben-zenesulphonic acid (TNBS) and T cell (CD45RB^hi^) transfer models of colitis. Wild-type littermate control mice developed signs of intestinal inflammation after treatment (Fig. 6 and Supplementary Figs. 8 and 9). In comparison to littermate controls, *Nckap1l*^−/−^ and *Gpsm3*^−/−^ mice had more severe weight loss and endoscopy scores in response to DSS treatment. *Dock2*^−/−^ mice exhibited significantly greater weight loss in response to treatment with TNBS but less weight loss with DSS treatment.*Aif1*^−/−^ and *Dok3*^−/−^ mice treated with DSS were significantly protected from weight loss (Fig. 6a,b).

We evaluated several parameters of intestinal inflammation in response to colitis in the KDG knockouts: (i) endoscopy score, (ii) histology, (iii) colon weight/length ratio, and (iv) stool score. Homozygotes of the *Dock2*^−/−^ DSS, *Gpsm3*^−/−^ DSS, *Dok3*^−/−^ DSS, and *Nckap1l*^−/−^ DSS mice all exhibited a significantly worse endoscopy score as compared to wild-type littermate controls (Fig. 6c,d). *Dok3*^−/−^ and *Gpsm3*^−/−^ mice exhibited significantly worse histology scores, whereas *Aif1*^−/−^ mice showed a significantly reduced pathology score, as compared to wild-type controls (Fig. 6e-k). In the *Gpsm3*^−/−^and *Dock2*^−/−^ colitis models, the colon weight/length ratio was significantly higher than that in wild-type mice (Supplementary Fig. 8). For stool score, both *Dock2*^−/−^ DSS and TNBS mice, *Dok3*^−/−^ mice, and *Gpsm3*^−/−^ mice presented with a significantly higher score than wild-type mice (Supplementary Fig. 9). To evaluate the contributions of the key regulators in T cell–mediated colitis, we generated the adoptive T cell transfer model for each KDG knockout mouse expected to have altered T cell functions (Supplementary Fig. 10). Results suggested involvement of the KDGs in both T cell and myeloid functions in colitis, with a dominant role in the myeloid compartment; the exception was *Dock2*^−/−^ mice, in which the KDG was demonstrated to have a more dominate role in the T cell compartment. Overall, every KDG-knockout mouse we examined in colitis exhibited a significant weight loss phenotype and an intestinal inflammation phenotype in at least one modality (Table 1 and Supplementary Table 32).

## Discussion

The CIC IBD model validated in this study is unique in having been derived directly from transcriptional variation present in IBD intestinal tissues. By constructing multiple independent network instances of this CIC IBD model across different stages of disease, we were able to independently validate regulatory features conserved across these instances as well as identify conserved patterns of connectivity among them. The premise for our work was to construct a working model of IBD that could in turn be leveraged to identify key drivers of IBD susceptibility genes contributing to active inflammation. The transcriptional profiling of the KDG-knockout mice and the siRNA-mediated knockdowns of KDGs in primary human macrophages validated the network predictions. While our results demonstrate reasonable sensitivity in selecting KDGs (given almost all predictions validated), understanding the specificity is a difficult task. Making formal predictions around genes that do not alter the regulatory states of the network remains a challenging problem, given the familiar saying that absence of evidence is not evidence of absence.

There is support for the mechanistic roles of KDGs in disease being driven by the altered regulatory states of the network resulting from well-defined impacts on processes that are mechanistically associated with immunity (Fig. 7)^24,30,35,53–57^. A unifying theme among the KDGs we identified is RAC activation and cytoskeleton rearrangement, a central mediator in immune processes that has been linked to inflammation in Crohn's disease^58^, experimental colitis^59^, and ulcerative colitis^56,60^. We found significant differences in the myeloid and T cell compartments in ratios of cell subsets at baseline in mouse and in human macrophage function. While there are differences in response between lamina propria–resident macrophages and peripheral blood mononuclear cell (PBMC)-derived macrophages, it is undetermined how these differences compare in homeostasis and inflammatory disease. In our experimental colitis validations with the KDG-knockout mice, all of the knockout models exhibited significantly altered weight loss and an intestinal inflammation phenotype in comparison to wild-type mice. As none of the mutations give rise to spontaneous colitis, these KDGs may not be individually causal but rather may more subtly modulate the regulatory states of the CIC IBD model. The CIC IBD network instances that were enriched for genetic susceptibility and clinical inflammation are disrupted by directed perturbations of the KDGs. Our results demonstrate the high degree of connectivity even among the KDGs, where many of the KDGs had their expression altered by perturbations in other KDGs, highlighting a significant degree of feedback control that will be among the more important refinements that need to be made as the CIC IBD model is evolved.

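Of the 12 KDGs studied, 11 could be tested in at least 1 line; *Gbp5* was filtered out in all 4 and *Fpr1* in 3. Leaving out the knocked-out gene, 0 of 10 KDGs in the *Nckap1l* line and 0 of 9 in each of the *Dock2*, *Gpsm3* and *Dok3* lines had an adjusted p-value under 0.05 (edgeR quasi-likelihood test), and the smallest adjusted p was 0.936. In the *Gpsm3* knockout all 9 were raised, with log2 fold changes from 0.171 for *Tnfaip3* to 0.494 for *Slamf1*. In the *Nckap1l* knockout 9 of 10 were lowered, the largest change being that of *Slamf1* at -0.592 (standard error 0.505). These directions depended on the model. With 2 surrogate variables *Slamf1* was at -0.0246, and *Aif1*, *Gpr65*, *Fpr1* and *Laptm5* were raised. In the *Dock2* knockout *Slamf1* had a log2 fold change of -0.584 (standard error 0.283, edgeR adjusted p = 0.966), and in the *Gpsm3* knockout *Nckap1l* had 0.431 (standard error 0.201, edgeR adjusted p = 0.936). The counts of KDGs past the threshold stayed at 0 with limma-voom and with 2 surrogate variables; an unadjusted p under 0.05, chosen after seeing the data, gave 1 KDG in the *Dock2* line and 1 in the *Gpsm3* line. Across samples the KDGs varied together. Their mean pairwise Pearson correlation of log2 CPM was 0.782 in the 31 *Nckap1l* samples, 0.563 in the 42 *Dock2* samples, 0.652 in the 40 *Gpsm3* samples and 0.722 in the 47 *Dok3* samples, and the mean Spearman correlation was 0.729, 0.537, 0.626 and 0.649, respectively. For each of these, 10000 random gene sets of matched expression gave p = 0.0001, the smallest they can give (adjusted p = 0.000109 over 24 relations). This p permutes genes, not samples. The random sets were matched for expression only, whereas the paper describes its selected intestinal KDGs as mainly specific to immune cells. Genes of the same cells can vary together with the amount of those cells in a sample. The p-values therefore cannot tell a link between KDGs from shared cell content. Without the 2 samples farthest from the median, the Pearson values were 0.718, 0.451, 0.583 and 0.642. Within blocks of sample numbers the Pearson correlation was 0.81, 0.86 and 0.437 in the *Nckap1l* line, 0.556 and 0.768 in the *Gpsm3* line and 0.72 and 0.746 in the *Dok3* line, while the *Dock2* samples form a single block. The lowest of these (permutation p = 0.0002 against the random sets, adjusted p = 0.000209, n = 8) fell to 0.049 without the 2 farthest samples and so rests on them. These samples include DSS-treated and untreated mice that the labels do not separate. From the altered expression of KDGs on perturbation of others, the paper reasons that the KDGs are connected by feedback. Its perturbations include knockdowns in human macrophages, which were not analysed here.

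**Figure D2:**
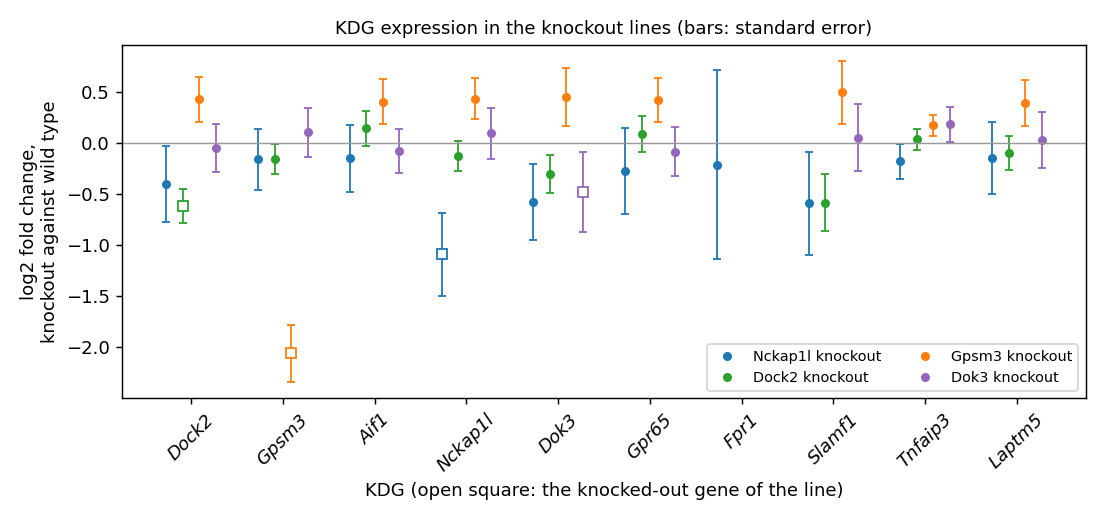
Log2 fold change of 10 KDGs, knockout against wild type, with the standard error, in the 4 knockout lines (colours); an open square marks the knocked-out gene of a line. Apart from the squares, the points lie between -0.592 and 0.494, with all 8 points of the Gpsm3 line above 0.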

We believe that the CIC IBD network is the first demonstration of a model constructed from IBD intestinal tissue sourced from three distinct patient populations, providing a unique view into the landscape of disease architecture. The hierarchical organization of the genetic architecture of IBD in a causal network framework, the CIC IBD model, constructed directly from independent populations of patients with IBD, and the identification of the genes that modulate the state of this model, including the discovery of four new regulators of IBD described herein, demonstrate the utility of the CIC IBD model as a resource that others can build upon as the IBD knowledgebase expands. We do not need to have 100% of the genes involved in immune components of IBD in the network for the model to be a useful construct. We just need enough of the pattern to be able to identify the key control points. While differences between specific molecular mechanisms and subsets of disease are of great interest for further exploration of our IBD network, the focus of this work was on identifying and validating master regulators of the CIC network. Identifying the core molecular basis between Crohn's disease and ulcerative colitis at various stages of severity and drug treatment to capture the conserved causal network of susceptibility linked to clinical and pathological inflammation can provide molecular genetic rationale for potentially enrolling patients from both subsets of disease in a single trial for evaluation of a therapeutic target.

### URLs

MSH eQTLs, http://gatkforums.broadinstitute.org/gatk/ discussion/3891/calling-variants-in-rnaseq; RIMBANET (Bayesian network reconstruction), http://research.mssm.edu/integrative-network-biology/Software.html; epigenetic regulatory regions, http://www.ncbi.nlm.nih.gov/geo/roadmap/epigenomics/; visualization for KDG ranking, https://www.synapse.org/#!Synapse:syn7898789; Interactive networks, source data, and source code are publicly available on the Synapse platform at Sage Bionetworks https://www.synapse.org/IBDNetworks.

## Online Methods

### MSH population specimen collection and profiling

Surgical specimens from 134 patients undergoing bowel resection for IBD and non-IBD controls at Mount Sinai Medical Center were collected as the source of tissue. Control samples were collected from normal, non-inflamed bowel located more than 10 cm away from the tumor from patients undergoing bowel resection for sporadic colon cancer. Samples from patients with ulcerative colitis and patients with Crohn's disease were all isolated from areas containing moderate to severe inflammation. The diagnostic pathology report for each specimen was provided by the Mount Sinai Hospital (MSH) Pathology Department. Patients with ulcerative colitis and patients with Crohn's disease had medications in common, including corticosteroids, infliximab, azathioprine, and mesalamine. Samples were collected fresh, and tissue was further processed for isolation. A representative 0.5-cm-wide tissue fragment was isolated from the collected surgical specimen samples, flash frozen, and stored at −80 °C. Tissue was homogenized in TRIzol following the manufacturer's protocol (Life Technologies), and RNA extraction was performed. Specimens with RIN scores >7 were used for poly(A) RNA-seq.

### MSH RNA-seq library preparation and sequencing

About 1 μg of total RNA was used for preparation of the sequencing library using the TruSeq mRNA Seq kit supplied by Illumina (1 FC-122-1001). The protocol followed was according to the manufacturer's instructions. Briefly, mRNA was isolated from total RNA using oligo(dT) on magnetic beads. The mRNA was then fragmented in the presence of divalent cations at 94 °C. The fragmented RNA was converted into double-stranded cDNA. After polishing of the ends of the cDNA, adenine bases were added at the 3′ ends, after which Illumina-supplied specific adaptors were ligated. The adaptor-ligated DNA was amplified by 15-cycle PCR. The PCR DNA was purified on AMPure beads to prepare the final sequencing library. The insert size and DNA concentration of the sequencing library were determined on an Agilent Bioanalyzer. Each RNA-seq library was layered onto one of the eight lanes of an Illumina flow cell at an appropriate concentration and bridge amplified to obtain around 350 million raw reads. The cDNA reads on the flow cell were then sequenced on the HiSeq 2500 platform using a 100-bp single-end protocol. Five barcoded samples were pooled to sequence in one lane. Base calling from images and fluorescence intensities of the reads was done *in situ* on the HiSeq 2500 computer using Illumina software. Various quality control parameters such as the intensities of individual bases and the visual and graphic focus quality of the images were monitored periodically to assess the quality of the ongoing run. Sequence quality was monitored in terms of a colored graphic representation of Q30 values (a measure of errors per 1,000 bases), and error rates at 35 and 75 cycles of sequencing were observed to assess the quality of the ongoing run. The sequencing data generated were simultaneously transferred (in a real-time manner) to a high-performance computer cluster. Short reads from RNA-seq runs were processed and mapped to genes on the basis of the GRCh37/hg19 assembly (UCSC Genome Browser). Short reads in fastQ format were processed using RAPiD, which is a RNA-seq analysis framework developed and maintained by the Technology Development group at the Icahn Institute for Genomics and Multi-scale Biology. RAPiD uses STAR^61^ to map short reads to the [HUMAN: hg19 | MOUSE: mm10] reference, and the resultant alignment map in BAM format is quantified for gene-level expression using featureCounts of the subreads^62^ package. Detailed quality control metrics were generated using the RNASeQC^63^ package. The sequence data were processed for primary analysis to generate quality control values and analyzed using the TopHat and Cufflink pipelines to generate differential expression profiles.

### MSH population eQTL identification

We performed variant calling to identify genetic variants from RNA-seq for eQTL generation^64^ (see URLs).

For each gene-SNP pair, a simple linear regression was used to detect eQTLs

$$y_{i}=\alpha +\beta x_{i}+\varepsilon_{i,1}\leq i\leq n,\varepsilon_{i}\sim N(0,\sigma^{2})$$

where *i* is the subject index, *x* is the effective allele copy number, and *y_i_* is the inverse-normal-transformed gene expression value for subject *i*. The significance of *cis* (SNP within ±1 Mb of the gene location) and *trans* (all others gene–SNP pairs) eQTL effects was quantified with a Wald test on the ordinary least-squares (OLS) estimator of the coefficient *β*. The distribution of the Wald test *P* values under the null hypothesis of no correlation between genotype and gene expression was estimated by rerunning the same analysis on a null data set obtained by permuting the expression sample identifiers. Three permutation rounds were used to construct the null distribution.

### CERTIFI trial

The protocol was approved by the institutional review board at each study center. The study was conducted and reported in accordance with the protocol and statistical analysis plan, available at http://NEJM.org/. All patients provided written informed consent^12^ (Supplementary Table 1).

### Generation of a polygenic risk score for each IBD cohort

An IBD polygenic score^65^ was computed on the basis of a list of IBD-associated SNPs and coefficients^1,2^ and on the basis of 1000 Genomes Project–imputed genotype calls. The list of SNPs used to compute the polygenic risk score was trimmed down to 86 SNPs that were measured in all three cohorts.

### Construction and analysis of coexpression networks

The omental fat coexpression network was generated previously, as described in ref. 8. Coexpression networks were generated for (i) the MSH population: ileum-specific and colon-specific, and ileum and colon combined, coexpression networks; (ii) the CERTIFI network: a pan-intestine network comprising ileum, ascending colon, descending colon, sigmoid colon, and rectum inflamed and non-inflamed tissue; and (iii) an ileum coexpression network from the RISK cohort (see URLs). Additionally, all KDG-knockout and DSS-treated mice were included in the generation of a mouse-specific coexpression network (Supplementary Table 33). See the Supplementary Note.

### The core IAM

We constructed gene coexpression networks for the RISK, CERTIFI, and MSH data sets (Synapse folder) and then calculated the enrichment scores of the resulting coexpression modules for genes in the original immune network^2^. We identified modules across the three cohorts that were statistically significantly enriched for genes in the immune network (*P* < 0.05) and found that they were also highly significantly enriched for immune activation pathways (Supplementary Table 12). The individual coexpression modules comprising the super-immune modules were again among the most enriched for IBD GWAS variants associated with eQTL and/or localized to CREs in immune or digestive tissues. We took the union of genes across these ‘tagged’ modules (referred to as immune super-modules) for each cohort as the most supportive of the immune network (Supplementary Tables 9–11). We purposely employed this less constrained approach to constructing the super-immune modules given that we were seeking to identify a more common set of immune module genes across the networks (see below) and given that this set was to serve simply as a seed set of genes from which to derive a more robust immune-centered IBD network model.

Given our primary aim of constructing a common immune network for IBD across different stages of disease, we identified the most conserved components of the super-modules by taking the intersection across the three IBD populations. This core IAM was dramatically more enriched for the immune network genes, IBD-associated genes, and macrophage-related genes as compared to the individual modules (Supplementary Tables 9–11).

### Reconstruction of the Bayesian networks

The MSH network was generated in the same approach as the CERTIFI and pediatric RISK networks, as previously described^13^.

Bayesian network reconstruction was conducted using the algorithm implemented by RIMBAnet software^66–69^ and visualized by Cytoscape 3.4. The RIMBANET software for constructing Bayesian networks is freely available (see URLs) and comes complete with instructions on how to run the software and specific examples with step-by-step instructions on reproducing previously published results with this software. See the Supplementary Note.

### Identification of disease traits for key driver ranking

We generated the following IBD trait signatures to determine key driver ranking (Supplementary Table 34). See the Supplementary Note.

### Key driver identification

Key driver analysis (KDA) to identify KDGs takes as input a set of genes (*G*) and a directed gene network (*N*; for example, a Bayesian network)^22,23,54,70,71^. The objective is to identify the key regulators for the gene sets with respect to the given network. KDA first generates a subnetwork *NG*, defined as the set of nodes in *N* that are no more than *h* layers away from the nodes in *G*, and then searches the *h*-layer neighborhood (*h* = 1, …, *H*) for each gene in *NG* (HLN_*g*,*h*_) for the optimal h*, such that

$${{\text{ES}}_{h}}^{*}=\max({\text{ES}}_{h,g})\forall g\in N_{g},h\in \{1,\ldots ,H\}$$

where ES*_h,g_* is the computed enrichment statistic for HLN_*g*,*h*_. A node becomes a candidate driver if its HLN is significantly enriched for the nodes in *G*. Candidate drivers without any parent node (i.e., root nodes in directed networks) are designated as global drivers and the rest are local drivers.

#### Macrophage KDGs

The MSG subnetwork was identified with the macrophage-specific gene (MSG) signature. Overlap with the MSG signature was used to identify the macrophage-specific component of the CERTIFI network. Key driver identification was performed by projection of the MSG signature onto the CERTIFI network, the most macrophage-enriched network, and extending out three additional path lengths from the nodes in the network overlapping with the MSG signature. *LAPTM5* was identified as a macrophage KDG through KDG analysis performed by direct projection of the MSS set on the RISK network.

#### Intestine KDGs

We performed KDG identification for the core IAM, extending out two path lengths from the projection of the core IAM on the RISK, CERTIFI, and MSH networks.

### Intestine KDG ranking

The strategy for ranking the KDGs identified in the MSH, CERTIFI, and RISK IBD networks involved assessing the degree to which a KDG was identified in the different IBD signatures that were enriched in our IBD networks. KDGs were ranked in two different ways. See the Supplementary Note for further details.

### Enrichment of variants in CRE regions in cell types and expressed in inflamed and non-inflamed tissue

The significance of the overlap between the gene lists by cell type and anatomical region derived from the CERTIFI patients was assessed using Fisher's exact test, with the full list of causal IBD genes as the background. Once we constructed the immune-cell- and digestive-tissue-specific GWAS signatures described above, we projected them onto networks to identify the largest connected subnetwork associated with each signature. These subnetworks were then tested for enrichment of IBD GWAS genes. See the Supplementary Note.

### KDG transcription factor activity

#### Weight matrices

We downloaded 205 position-specific weight matrices (PWMs) that are supposed to represent individual transcription factors from the JASPAR CORE database^72^. See the Supplementary Note.

#### Enrichment of functional target genes in the subnetwork of KDGs

Inferred transcription factor activity was used to determine the functional target genes for each transcription factor, defined as the genes with the highest total binding affinity for that transcription factor and significant expression correlation with the inferred transcription factor activity. We identified subnetworks for KDGs by searching the neighboring genes (layers 2–4) for each KDG. For each transcription factor and each KDG, the significance level of enrichment for functional target genes and genes in the subnetwork was measured by Fisher's exact test.

### Macrophage KDG-knockdown experimental protocol

#### Differentiation of human monocyte-derived macrophages

Monocytes from three donors were received from Biological Specialty Corporation, and aliquots were frozen using standard procedures. For each experiment, 20 million cells from each donor were thawed, washed with complete medium, and cultured in two T75 flasks with 30 ml of X-VIVO 10 medium (Lonza) supplemented with 10% FBS (Corning), penicillin-streptomycin (Gibco), and 20 ng/ml GM-CSF (R&D Systems). The medium was changed on day 3 and day 7. On day 10, cells were trypsinized and any remaining cells were scraped from the flask. Cells were centrifuged, resuspended in complete medium without GM-CSF, and counted before plating.

#### Macrophage stimulation and siRNA-mediated knockdown

To determine the optimal stimulation conditions for testing network predictions in macrophages, 20,000 cells were plated per well of a 96-well plate and treated with the following stimuli in triplicate wells: 10 ng/ml TNF-α (BioLegend), 20 ng/ml IL-6 (Peprotech), 10 ng/ml IL-1β (eBioscience), or 1 μg/ml LPS. Twenty-four hours after stimulation, cells were lysed in RLT buffer (Qiagen) and processed for RNA isolation and microarray analysis as described below (Supplementary Table 35). For siRNA-mediated knockdown experiments, cells were transfected with siRNAs (Dharmacon) by reverse transfection using Lipofectamine RNAiMAX reagent (Life Technologies). Briefly, cells were plated at 20,000 cells per well in 96-well plates with the indicated siRNA at a final concentration of 10 μM. Three unique siRNAs, each in triplicate, were assayed per targeted gene. Twenty-four hours after transfection, cells were treated with LPS at 1 μg/ml. Twenty-four hours after LPS treatment, the supernatants were transferred to a new 96-well plate and cells were lysed with RLT buffer (Qiagen) + β-mercaptoethanol (Sigma-Aldrich). Lysate and supernatant plates were placed in a −80 °C freezer until they were processed.

#### Cytokine measurement and analysis

To determine the effect of KDG perturbation on cytokine expression, experiments were carried out as above with three separate donors and two independent experiments per donor. Milliplex MAP Human Cytokine/Chemokine Magnetic Bead Panel (38plex from Millipore) assays were set up according to standard procedures using undiluted and 5× diluted supernatants. All out-of-range values were removed, and, for any cytokine, if fewer than 60% of the samples were within range, no analysis was performed. Cytokine response was scaled by dividing over the average for the non-target control by treatment (LPS^+^ or LPS^−^), donor and experiment, or plate. The difference (fold change) in cytokine concentration relative to the non-target control for each siRNA was tested using linear mixed modeling. Fixed effects consisted of a categorical variable for siRNA, and random effects reflected the replicates within each donor and experiment in the first data set and the replicates within each plate in the second.

#### RNA isolation and microarray analysis

RNA was isolated with the Qiagen RNeasy 96-well RNA isolation kit using the standard spin procedure. On-column DNase I digestion was performed, and RNA was eluted using 50 μl of water. A 5-μl aliquot was removed and quantified using the Labchip Pico kit (PerkinElmer). The remaining RNA samples were sent to BioStorage Technologies for microarray analysis using the Axiom U133 Affymetrix GeneTitan Platform. To assess the level of knockdown of each of the targeted macrophage KDGs and the non-target controls, we used the probe sets represented on the Affymetrix microarray used to profile the knockdown experiments that are listed in Supplementary Table 35. Array Studio software (OmicSoft) was used for data analysis. The microarray data were preprocessed and normalized using RMA. Data were log_2_ transformed before analysis to provide normalized intensities. A minimum intensity cutoff of 4.5 was applied to exclude the 40% of probe sets falling below this threshold. A general linear model (GLM) was applied to identify differences in gene expression induced by each stimulation condition.

### Mouse knockout models for KDGs

Male KDG-knockout mice from existing models for *Nckap1l*^17^, *Dock2* (ref. 26), *Dok3* (ref. 42), *Aif1* (ref. 73), and *Gpsm3* (ref. 53) were re-derived at Charles River Laboratories (CRL) with wild-type C57BL6/J female mice purchased from CRL. All mice were crossed heterozygote × heterozygote to maintain litters with mixed genotypes. Mice were co-housed according to age and sex with mixed genotypes (homozygotes, heterozygotes, and wild-type littermates) for a given KDG knockout in a *Helicobacter*- and pathogen-free environment at CRL. See the Supplementary Note.

### Lamina propria immune cell characterization with flow cytometry

Lamina propria lymphocytes were isolated as described^74,75^. Briefly, the intestines devoid of Peyer's patches were incubated in EDTA-supplemented Hank's balanced salt solution (HBSS) without Ca^2+^ and Mg^2+^ (Gibco) for 15–20 min at 37 °C with mild agitation. The epithelial cell layer was removed by vortexing. Remaining sheets of lamina propria were digested in collagenase (Sigma), DNase I (Sigma), and Dispase (BD Biosciences). The cells were resuspended in three 5-ml volumes of 40% Percoll (GE Healthcare) and overlaid onto 5 ml of 80% Percoll in a 15-ml tube. Lymphocytes were collected at the interface of the Percoll gradient, washed once, and resuspended in medium. Flow cytometry experiments were conducted with the following numbers of mice: wild-type littermates, 9; *Aif1*, 5; *Gpsm3*, 5; *Dock2*, 3; *Dok3*, 3; *Nckap1l*, 7. Isolated cells were surface stained in FACS buffer (PBS without Ca^2+^ and Mg^2+^ supplemented with 2% heat-inactivated FBS and 5 mM EDTA) for 20–30 min on ice. Multiparameter analysis was performed on a FACSCanto II (BD), LSR II (BD), or Fortessa (BD), and results were analyzed with FlowJo software (Tree Star). DAPI^+^ cells and doublets were excluded from all analysis. *Ex vivo* stimulations were carried out in the presence of brefeldin A (Sigma), phorbol 12-myristate, 13-acetate (PMA) (Sigma), and ionomycin (Sigma) for 4 h in complete RPMI medium containing 10% FBS (Gibco) at 37 °C. Staining with antibodies to IFN-γ and IL-17A was performed in FACS buffer containing 0.5% saponin (Sigma). DAPI^+^ cells and doublets were excluded from all analysis. Dead cells were excluded using LIVE/DEAD Fixable Violet Dead Cell Stain (Invitrogen) (Supplementary Table 36). See the Supplementary Note.

### Mouse colitis experiments

Mice were used at 8–10 weeks of age. Experiments were carried out using age- and sex-matched groups. The number of mice was determined on the basis of the group size in colitis models required for the models to be well powered to detect a sufficiently large effect size. The numbers of male and female mice used for each KDG colitis model in two independent experiments are given in Supplementary Table 37. See the Supplementary Note.

#### DSS experiments

Colitis was induced by administration of 2.8–3.5% DSS (MP Biomedicals, 10156; molecular weight = 36,000–50,000) to the drinking water from days 0–5. The percentage of DSS was varied depending on the expected susceptibility to DSS-induced colitis, based on the role of the KDG. *Nckap1l*^−/−^ mice were anticipated to be potentially more immune deficient, and a slightly lower dose of 2.8% was therefore used. *Dok3*^−/−^ mice (129sw strain) were more resistant to DSS, and treatment with 3.5% DSS was thus used after treatment with 3% in the first round of experiments. The rest of the experiments were conducted with 3% DSS. Fresh DSS/water solutions were again made on day 3, and any of the remaining original DSS solution was discarded. Beginning on day 5, all animals received fresh filtered water for the remainder of the study. The animals were weighed daily and monitored for signs of distress as well as rectal bleeding. Any animal exhibiting weight loss greater than 30% was killed. Pre-established exclusion criteria included any adverse events and unanticipated deaths, which were reported to the veterinarian immediately. To evaluate colitis severity, animals were anesthetized with isoflurane and subjected to video endoscopy of the lower colon. On days 7 and 10 (days 7 and 12 for *Nckap1l*^−/−^ mice), colitis severity was assessed in all animals using video endoscopy with a small-animal endoscope (Karl Storz Endoskope), where images were taken and colitis severity was scored with blinding to mouse group on days 7 and 10 (or 12) Supplementary Table 38. Mice were killed for histological analysis on day 10 or 12 (*Nckap1l*^−/−^ mice) for DSS^76^.

#### TNBS experiment

The TNBS model was only applied to *Dock2*^−/−^ mice after DSS did not result in a strong phenotype. Colitis was induced by administration of 100 μl of TNBS (4 mg) in 50% ethanol under isoflurane anesthesia on day 0. Colitis was induced by exposure to TNBS, or ethanol for controls, administered intrarectally on day 0. All animals were weighed daily and assessed visually for the presence of diarrhea and/or bloody stool at the time of dosing. On days 3 and 5, colitis severity was assessed in all animals using video endoscopy, where images were taken and colitis severity was scored with blinding to mouse group^76^.

#### Adoptive T cell transfer colitis experiments

The adoptive T cell transfer colitis experiments were carried out as previously described^77^. Briefly, T cells were isolated from the spleens of 8- to 12-week-old knockout and wild-type littermate mice by magnetic cell sorting using the Dynabeads Untouched Mouse CD4 cells kit according to the manufacturer's instructions (Life Technologies). Cells were then sorted on the BD FACS Aria II Cell Sorter (BD Biosciences) at 99% purity for CD4^+^CD25^−^CD45RB^hi^ cells, and 7.5 × 10^5^ cells were injected intraperitoneally into sex-matched *RAG12M* (Taconic) recipients for *Dock2*^−/−^, *Nckap1l*^−/−^, and wild-type littermate control mice and *Rag1^tm1Mom^* (Jackson Laboratory) recipients for *Gpsm3*^−/−^, *Aif1*^−/−^, and wild-type littermate control mice. Mice were weighed weekly until clinical signs of disease were apparent. Antibodies to TCR-β (PerCP-Cy5.5) and CD4 (APC) were used in staining of splenocytes on the day of sacrifice to test for T cell engraftment, which ranged from 3–15% for all mice except *Dock2*^−/−^ mice. Mouse intestine was evaluated at sacrifice for gross anatomical signs of disease.

### Statistical analyses for weight differences in the mouse colitis experiments

Weight loss was a key determinant in assessing the severity of colitis in the mouse models. Given that the experimental design for assessing weight differences between wild-type and knockout animals involved multiple repeated measures over a number of time points for each animal, we leveraged these longitudinal data to enhance the power to detect differences at any given time point using the autoregressive model^78^.

Error bars represent the standard error margin of samples within a group, with *P* < 0.05 indicating significance. The data met the assumption of a normal distribution for all weight and inflammation scores. Variance was measured by s.e.m. The variance between groups was not necessarily similar, but our analysis allowed for differences in variation between groups.

### Statistical analysis for inflammation scores

To assess the statistical significance of differences between knockout and wild-type mice treated with DSS or TNBS, for colon weight/length ratio and stool score, an unpaired two-tailed *t* test was used, and for endoscopy scores (aMann–Whitney test was used). For assessment of the significance for histology, two-way ANOVA and *post hoc* analysis were used, with *P* < 0.05 indicating significance. Significance for flow cytometry was determined using ANOVA and Bonferroni correction and was calculated using PRISM/GraphPad 6.0. Error bars represent the standard error margin of samples within a group.

### Signature enrichments in the Bayesian networks

Fishers exact test was used to evaluate the enrichment of signatures according to a *P* value of <0.05 in the coexpression and Bayesian networks. For Bayesian network enrichment of the mouse colon KDG perturbation signatures, the networks were tested for enrichment and considered significant if Fisher's exact test *P* < 0.05 within the nodes of two path lengths from the KDG within the IBD networks. For the macrophage KDGs, macrophage KDG perturbation signatures with or without LPS were evaluated for enrichment in the networks in which they were identified as described. Signatures enriched with Fisher's exact test *P* < 0.05 were considered significant. See the Supplementary Note.

All human subject research was carried out in accordance with the policies and procedures of Mount Sinai Hospital and its IRB (04-1048 (0002)/HSM 14-00568). The CERTIFI study IRB approval number is CO743T26, and the ClinicalTrials.gov ID is NCT00771667. All patients provided written informed consent.

All animal experimentation was performed in compliance with MSSM (IACUC-2013-1425 PR) and Biomodels (12-1231-2) Institutional Animal Care and Use Committee protocols.

### Data availability

The expression data reported in this paper are available under the following accession codes: Mount Sinai Hospital patient data, GSE83687 (GEO); CERTIFI cohort, GSE100833 (GEO); KDG-knockout mouse intestine expression data, GSE83550 (GEO). All code, data sets, and networks are publicly available on Synapse at Stage Bionetworks (see URLs). A **Life Sciences Reporting Summary** is available.

## Supplementary Material

Supplemental Information

## Figures and Tables

**Figure 1:**
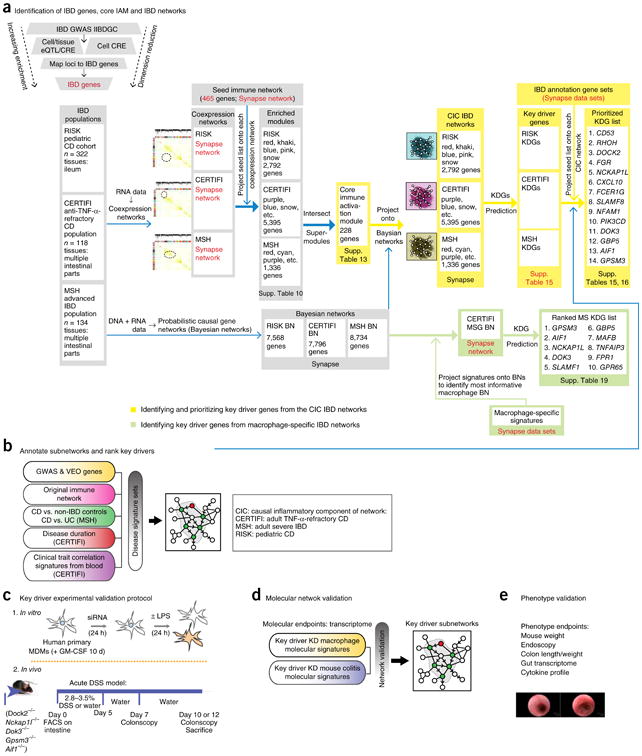
An integrative approach for constructing a predictive network model of IBD, and identifying and validating master regulators of these networks. (**a**) Identification of causal IBD genes. We identified IBD-associated DNA variants in immune cells and digestive-tissue-derived CRE regions, some of which also corresponded to eQTLs derived from patients with IBD. Identification of a core IAM. Three different populations representing distinct states of disease were profiled, and the resulting data were integrated to build predictive molecular networks of the intestine. The core IAM was derived from coexpression modules from pediatric and adult patients with moderate and advanced IBD who were screened to link the immune network to active IBD in a disease-relevant context. The core IAM from all three populations was identified as the most highly enriched for genes in the immune network but then also highly enriched for causal IBD GWAS genes and macrophage expression. (**b**) Identification and annotation of IBD networks. Subnetworks for each IBD cohort representing the core IAM were identified as different instances of the CIC IBD network model and annotated using a diverse set of data. Identification and ranking of KDGs. KDGs were identified from the CIC IBD networks and prioritized by the size of their effect on the network as well as the degree of disease subnetwork support. (**c**) KDG experimental validation. To validate the utility of the CIC IBD model as a regulatory framework for modeling IBD, the top KDGs were experimentally validated in IBD mouse models and human macrophage cell systems. (**d**) Molecular validation of the CIC IBD model. Signatures from mouse intestine and human macrophages were projected onto the CIC IBD model to evaluate the degree to which the model predicted KDG perturbation signatures. (**e**) Phenotype validations. *In vitro* and *in vivo* phenotypes of inflammation were measured to evaluate the functional role of the KDGs in the context of IBD. CD, Crohn's disease; UC, ulcerative colitis; KD, knockdown.

**Figure 2:**
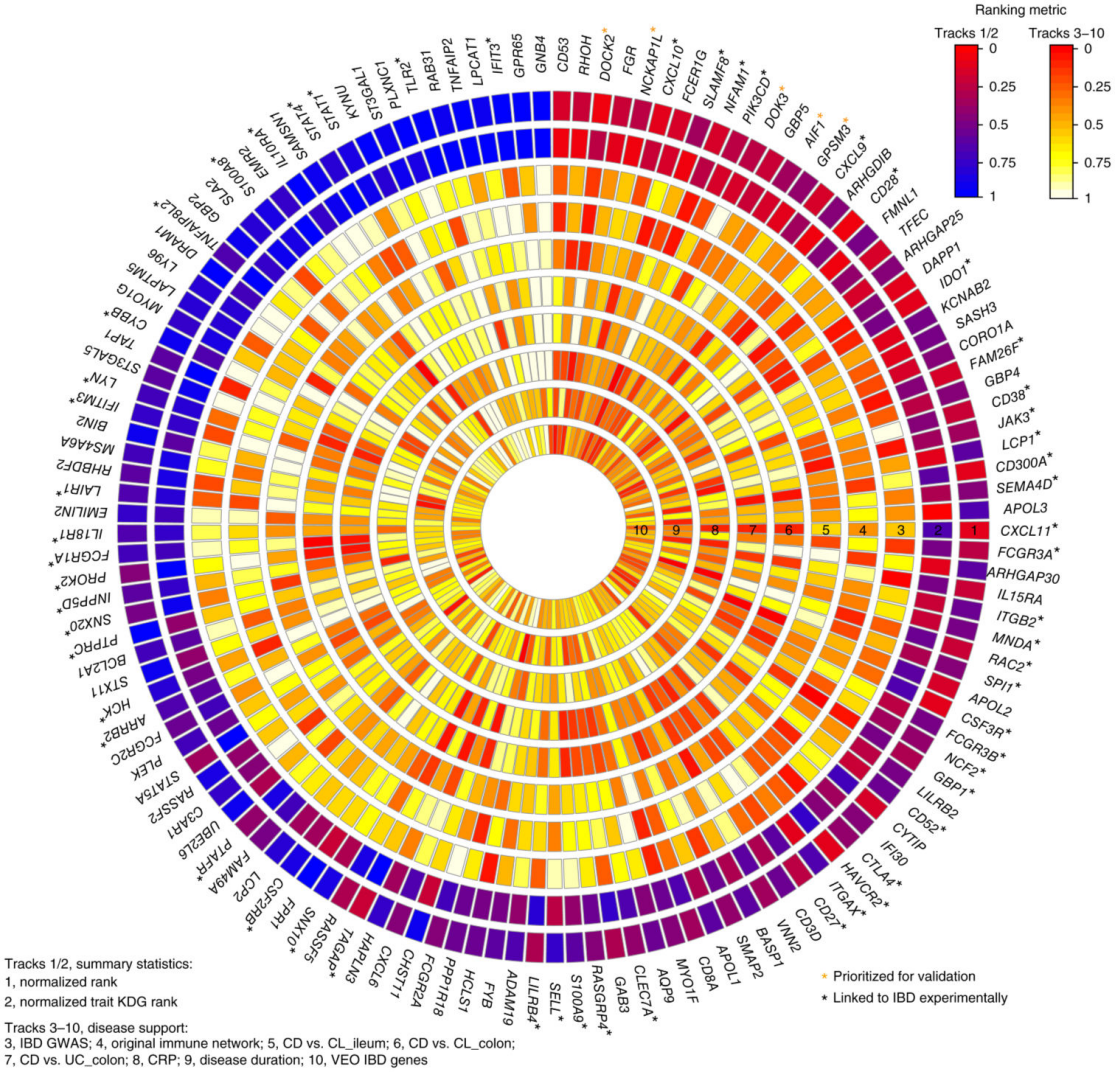
Ranking KDGs of the CIC IBD networks. One hundred and thirty-three KDGs were identified and scored with respect to genetic association to IBD, involvement in inflammatory processes associated with IBD, and association with IBD-related clinical traits. The KDGs are listed clockwise around the disk in rank order, starting with the top ranked KDG at the top of the disc. Each of the internal rings represents either a summary statistic used in the ranking or a type of disease support used to form the summary statistics for the ranking. The first two tracks are normalized rank and rank by disease trait enrichment, respectively, and the remaining tracks 3–10 are KDG rankings per trait (Supplementary Table 16): track 3, IBD GWAS; track 4, original immune network; track 5, Crohn's disease versus control (CL)_ileum; track 6, Crohn's disease versus CL_colon; track 7, Crohn's disease versus ulcerative colitis colon; track 8, CRP; track 9, disease duration; track 10, VEO IBD genes. The color depicted in each element signifies the degree of support provided by the trait rank for the corresponding KDG, with cooler colors reflecting weaker support and hotter colors reflecting stronger support. Black asterisks denote KDGs that have already been linked to IBD experimentally. Orange asterisks indicate prioritized KDGs for experimental validation.

**Figure 3:**
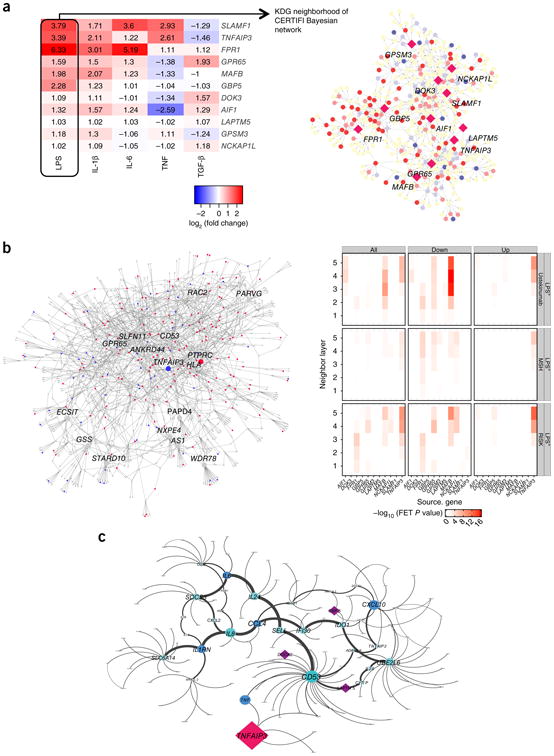
Transcriptional responses in stimulated macrophages to perturbations in macrophage KDGs are predicted by the IBD networks. (**a**) Table values represent fold change in expression of the indicated KDG in stimulated versus unstimulated macrophages. The network image illustrates the LPS-induced gene expression changes (red increased expression; blue decreased expression; intensity indicates magnitude of fold change) in the CERTIFI KDG (diamond nodes) network neighborhoods. (**b**) The heat map represents the −log_10_ *P* value for the enrichment of genes whose expression levels change in response to siRNA-mediated knockdown of the KDGs. The CERTIFI IBD network adjacent to the heat map is a representative example of genes that were upregulated (blue nodes) and downregulated (red nodes) in response to knockdown of the macrophage KDG *TNFAIP3*. The network-predicted TNFAIP3 signature was 1.84-fold enriched for genes in the *TNFAIP3* macrophage knockdown signature (Fisher's exact test (FET) *P* = 0.003). (**c**) Subnetwork of cytokines whose protein levels change in response to siRNA knockdown of *TNFAIP3* siRNA in macrophage. This subnetwork of differential protein cytokine expression contains *TNFAIP3* as well as other KDGs including *LAPTM5, DOCK2*, and *GBP5*. The red node represents the macrophage KDG *TNFAIP3*; blue nodes represent cytokines significantly differentially expressed in response to siRNA knockdown of *TNFAIP3*; purple nodes represent KDGs.

**Figure 4:**
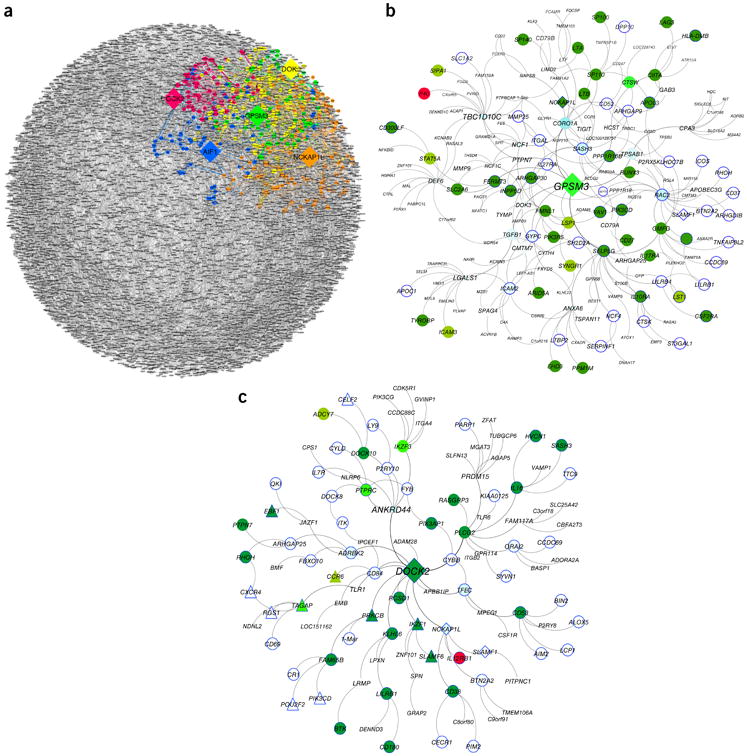
Enrichment analysis of KDG subnetworks. (**a**) Predicted transcriptional signature of 5 KDGs in the adult IBD networks. (**b**) The KDG (diamond) *GPSM3* subnetwork is 2.76-fold enriched (Fisher's exact test, *P* < 0.008) for monocyte and macrophage IBD CRESNPs (light green) and 3.58-fold enriched (Fisher's exact test, *P* < 1.89 × 10^−9^) for differentially expressed nodes in the *Gpsm3* DSS knockout signature (forest green) or both (bright green). Nodes present in the CRP, calprotectin, and lactoferrin trait signatures (blue border) are represented. The *GPSM3* subnetwork reflects genes involved in macrophage function. *C1orf228* (encoding p40, the molecular target of ustekinumab) is also present in this subnetwork (red). (**c**) The KDG (diamond) *DOCK2* subnetwork is 2.2-fold enriched (Fisher's exact test, *P* = 0.02) for T cell IBD CRESNPs (light green), 5.13-fold enriched in T cell expression (Fisher's exact test, *P* = 1.84 × 10^−7^), and 4.59-fold enriched for genes upregulated in the *DOCK2* perturbation signature (Fisher's exact test, *P* = 7.91 × 10^−18^) (forest green) or both (bright green). The *DOCK2* subnetwork contains many genes represented in the CRP, calprotectin, and lactoferrin trait signatures from the CERTIFI cohort (blue border). Also represented is the IL-12Rβ1 receptor chain (in red) that comprises a chain in the IL-12 and IL-23 receptor and binds p40, the ligand to ustekinumab. The *DOCK2* subnetwork is also 2.2-fold enriched (Fisher's exact test, *P* = 0.005) in a ROR-γT knockout differential expression signature (triangle). Each circular node represents an expressed gene, and the directed edges connecting genes represent causal or correlative relationships among the genes in the populations from which the network was built.

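For the *DOCK2* subnetwork, 23 green and 73 other readable nodes of Fig. 4c were tested in the *Dock2* line. In the main signature, 0 green and 0 other nodes had an adjusted p-value under 0.05. Of the 23 green nodes, 22 were lowered in the knockout and 1 was raised, with a median log2 fold change of -0.347 and a range from -0.816 to 0.435. The green nodes were selected by the paper for differing in the *Dock2* perturbation, so they are not an independent set. The tests of them given here partly restate that selection. Adding 2 surrogate variables put 9 green and 1 other node in the signature (Fisher's exact test, p = 5.39e-06). An unadjusted p under 0.05, chosen after seeing the data, moved the counts most, to 17 green and 5 other nodes (p = 5.82e-10). The mean log2 CPM of the green nodes was 3.468 ± 0.338 in 18 knockout and 3.79 ± 0.335 in 24 wild-type samples (SD), a difference of -0.322 (permutation p = 0.00403, adjusted p = 0.0645 over 16 tests). Within the sexes it was -0.453 in females (exact permutation p = 0.00257, 8 knockout and 12 wild type) and -0.208 in males (permutation p = 0.225, 10 knockout and 12 wild type).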

**Figure 5:**
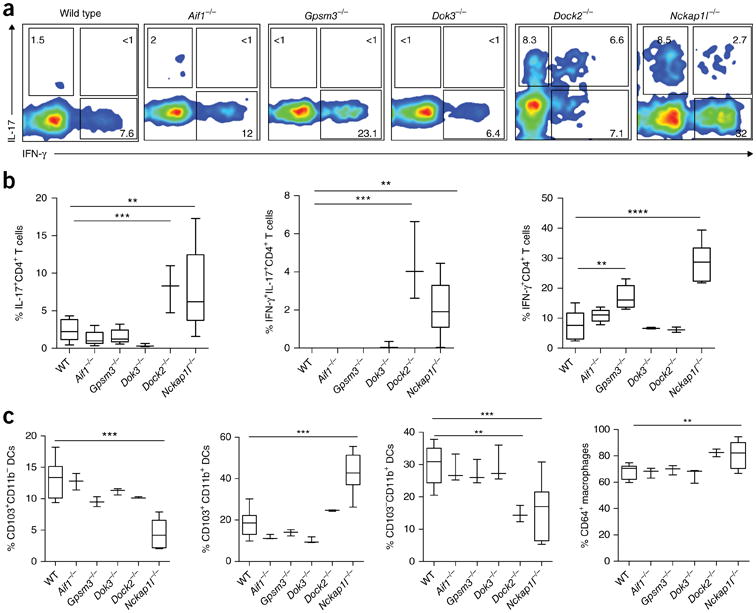
FACS analysis of immune cells in the colonic lamina propria of KDG-knockout mice as compared to wild-type littermate controls. (**a**) Events are electronically gated on CD45^+^CD3^+^CD4^+^ cells, and cells within colored contour plots show staining for IFN-γ and IL-17A. (**b**) Box plots show percentages of CD4^+^ T cells producing IL-17, IL-17 and IFN-γ, or IFN-γ in the KDG-knockout mice. (**c**) Colonic lamina propria cells were isolated from the indicated knockout strains and wild-type controls and stained with anti-CD45, anti-CD11c, anti-CD11b, anti-CD103, anti-CD64, and anti–MHC II antibodies. Cells were electronically gated on CD45^+^CD11^+^MHC II^+^ cells and further subdivided by staining for CD103, CD11b, and CD64. Box plots show the percentages of CD103^+^ DCs, CD103^+^CD11b^+^ DCs, CD103^−^CD11b^+^ DCs, and CD64^+^ macrophages. Data shown are representative of four independent experiments. One-way ANOVA with Bonferroni's multiple comparison was performed. Box limits, first and third quartiles; line, median; whiskers, minimum and maximum values. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
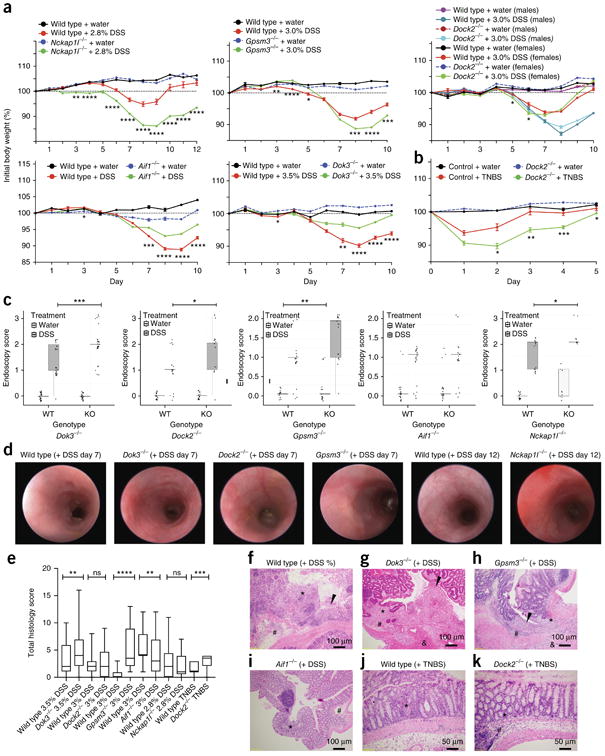
Differential weight loss and intestinal inflammation of KDG-knockout models as compared to sex-matched wild-type littermate controls. (**a,b**) Weight-loss curves for the KDG models. *Nckap1l*^−/−^, *Gpsm3*^−/−^, *Dock2*^−/−^, *Aif-1*^−/−^, and *Dok3*^−/−^ mice under DSS colitis conditions (**a**) and *Dock2*^−/−^ mice under TNBS conditions (**b**) relative to wild-type littermate controls. Comparisons were performed using an autoregressive model to maximize use of the time-series data. (**c**) Colonoscopy severity score on day 7 or 12. Pairwise comparison of endoscopy results was performed using the Mann–Whitney test. (**d**) Images shown are representative of endoscopy scoring performed with blinding to mouse group. (**e**) Histology scores. (**f–k**) Images of sections stained with hematoxylin and eosin. (**f**) A DSS-treated wild-type littermate shows mucosal inflammation, submucosal inflammation, and focal erosion (black arrowhead). (**g**) A DSS-treated *Dok3*^−/−^ mouse shows marked mucosal, submucosal, and muscularis inflammatory infiltrate and ulceration (black arrowhead). (**h**) A DSS-treated *Gpsm3*^−/−^ mouse shows more pronounced inflammation with involvement of the mucosa, submucosa, and muscularis propria and erosion (black arrowhead) as compared to the DSS-treated wild-type mouse. (**i**) Mild mucosal and submucosal inflammation in a DSS-treated *Aif1*^−/−^ mouse. (**j**) A representative TNBS-treated wild-type mouse displaying only focal mucosal inflammation. (**k**) A TNBS-treated *Dock2*^−/−^ mouse shows additional submucosal edema and inflammation as compared to the TNBS-treated wild-type control. *, mucosal inflammation; #, submucosal inflammation; &, muscularis inflammation. Images taken at 10× magnification have a scale bar representing 100 μm, while those taken at 20× magnification have a scale bar representing 50 μm. Data shown represent pooled results from males and females with two independent experiments for each KDG unless otherwise stated. Data are expressed as mean ± s.e.m. Box limits, first and third quartiles; line, median; whiskers, minimum and maximum values; asterisks, significant difference between mice homozygous null for the KDG and wild-type littermate controls treated with DSS: *P < 0.05; **P < 0.01; ***P < 0.001, ****P < 0.0001.

**Figure 7:**
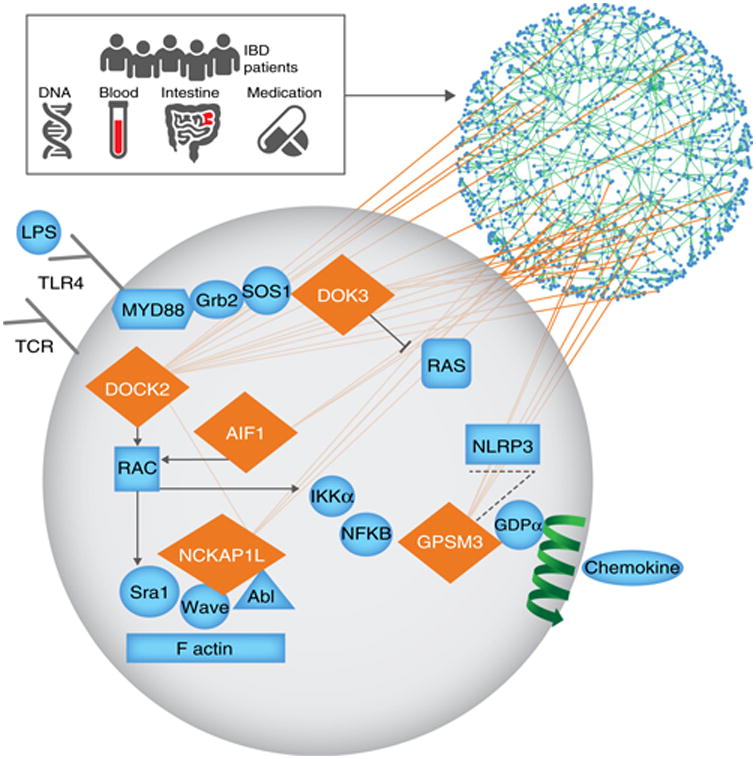
Schematic of crosstalk of KDG molecular and network pathways. The icons represent multiscale datastreams from populations of patients with IBD, including DNA, RNA, and protein collected from blood and intestine of patients across different disease stages. KDG network nodes (diamonds) regulate other network nodes in subnetworks defined by the orange edges, depicting causal regulatory relationships among the network nodes. For example, the NF-κB pathway, RAC, and its actin cytoskeleton rearrangement, RAS, the NLRP3 inflammasome pathways, and TLR and chemokine receptors are modulated by the KDGs we identified, and all have been reported as associated with IBD.

**Table 1:** Summary table of KDG phenotypes

KDG-knockout mouse	KDG expression in IBD patient significantly correlated to CRP, fecal calprotectin, and/or lactoferrin	KDG expression in the intestine correlated with disease duration	Baseline FACS	Endoscopy score	Stool score	Colon weight/length ratio	H&E histology	Colitis model weight loss	Differential cytokine in macrophage KDG knockout	Network validation with enrichment of KDG knockout and knockdown signatures
*Aif1*^−/−^	✓						✓	✓		✓
*Dock2*^−/−^	✓		✓	✓	✓	✓	✓	✓		✓
*Dok3*^−/−^	✓	✓		✓	✓		✓	✓		✓
*Gpsm3*^−/−^	✓		✓	✓	✓	✓	✓	✓	✓ (IL-1RA, CXCL10)	✓
*Nckap1l*^−/−^	✓	✓	✓	✓				✓	✓ (IL-6, CCL4, CXCL10)	✓

H&E, hematoxylin and eosin.

# Supplementary material for: A functional genomics predictive network model identifies regulators of inflammatory bowel disease
**Source:** Nat Genet. Author manuscript; Available in PMC 2018 Oct 1.
**Supplement:** Supplemental Information

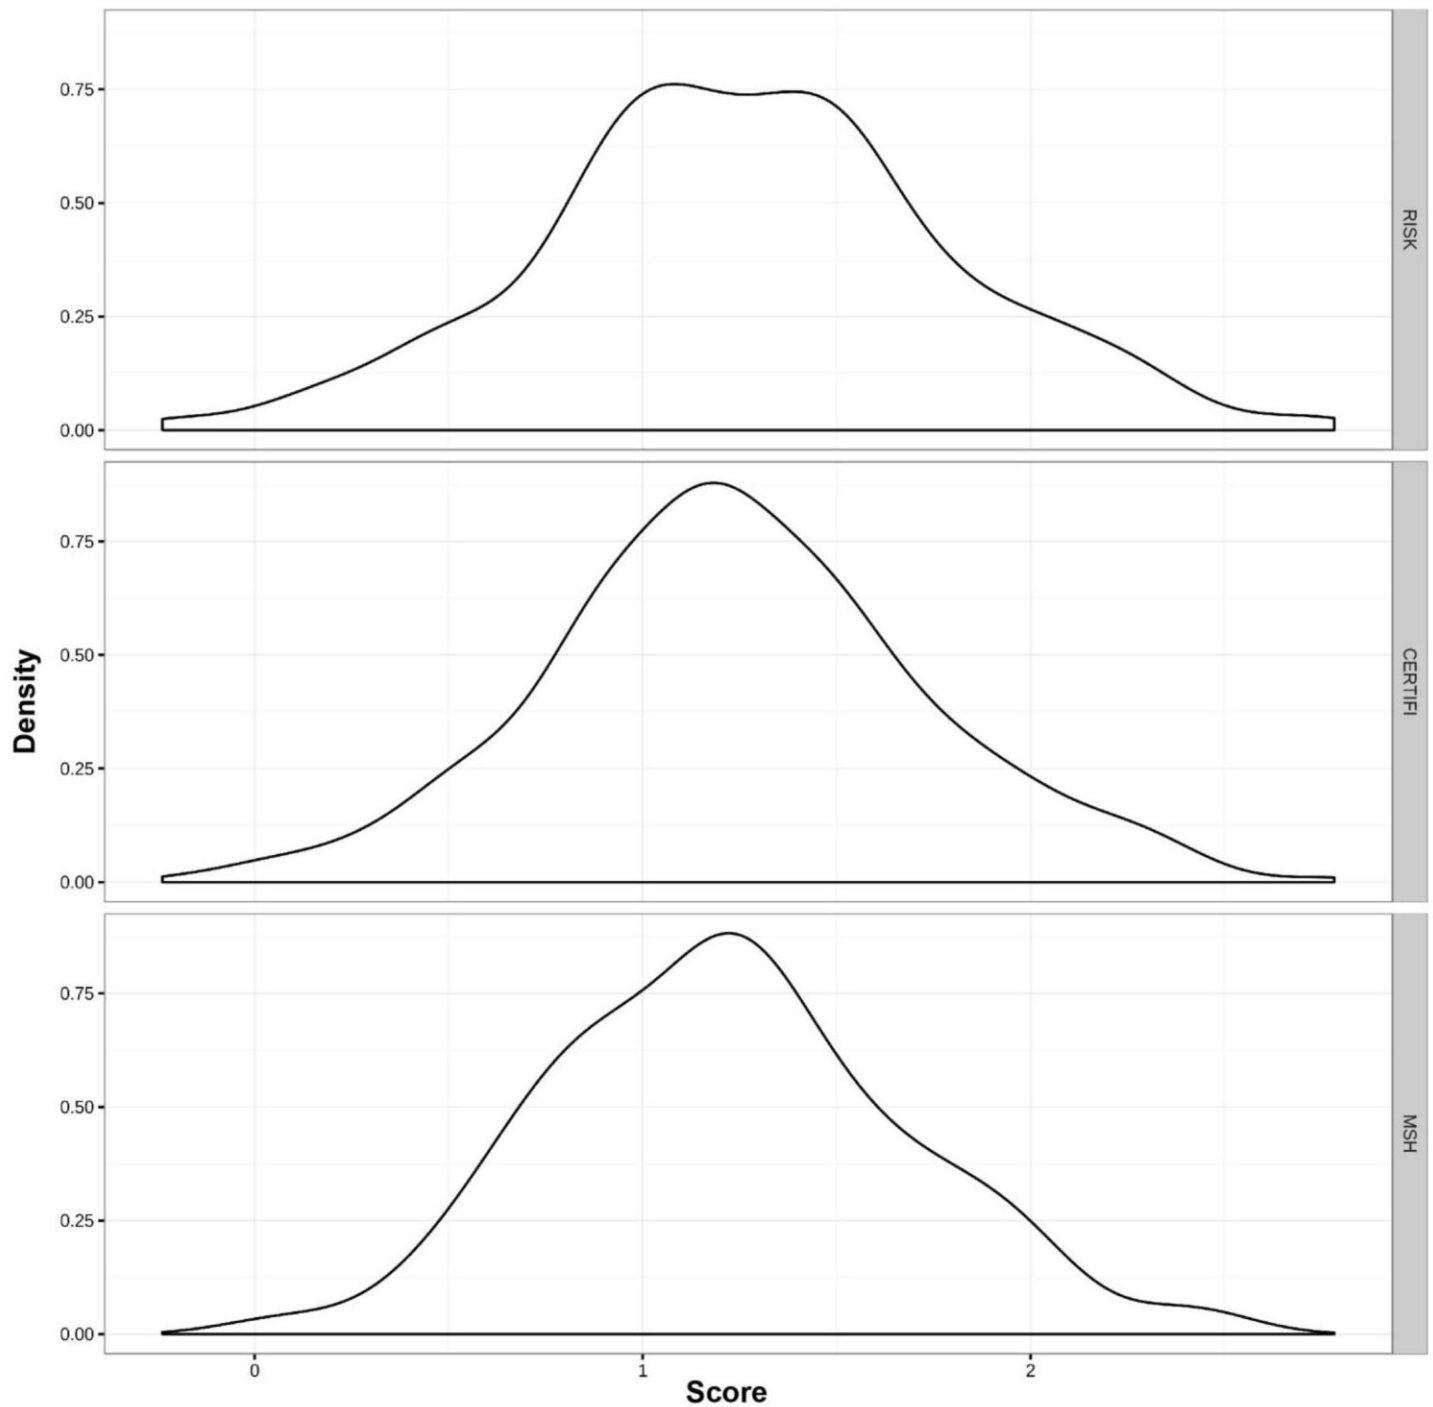

**Supplementary Figure 1**

**Distribution of the IBD polygenic score based on 86 SNPs represented in the three IBD populations (from top to bottom): RISK, CERTIFI, and MSH.**

To assess whether the mean polygenic scores for each pair of populations were significantly different, we employed a pairwise *t* test. None of the tests were significant at a nominal 0.05 *P*-value threshold: the *P* value for CERTIFI versus MSH was 0.71; for RISK versus MSH the *P* value was 0.29; and for RISK versus CERTIFI the *P* value was 0.40.

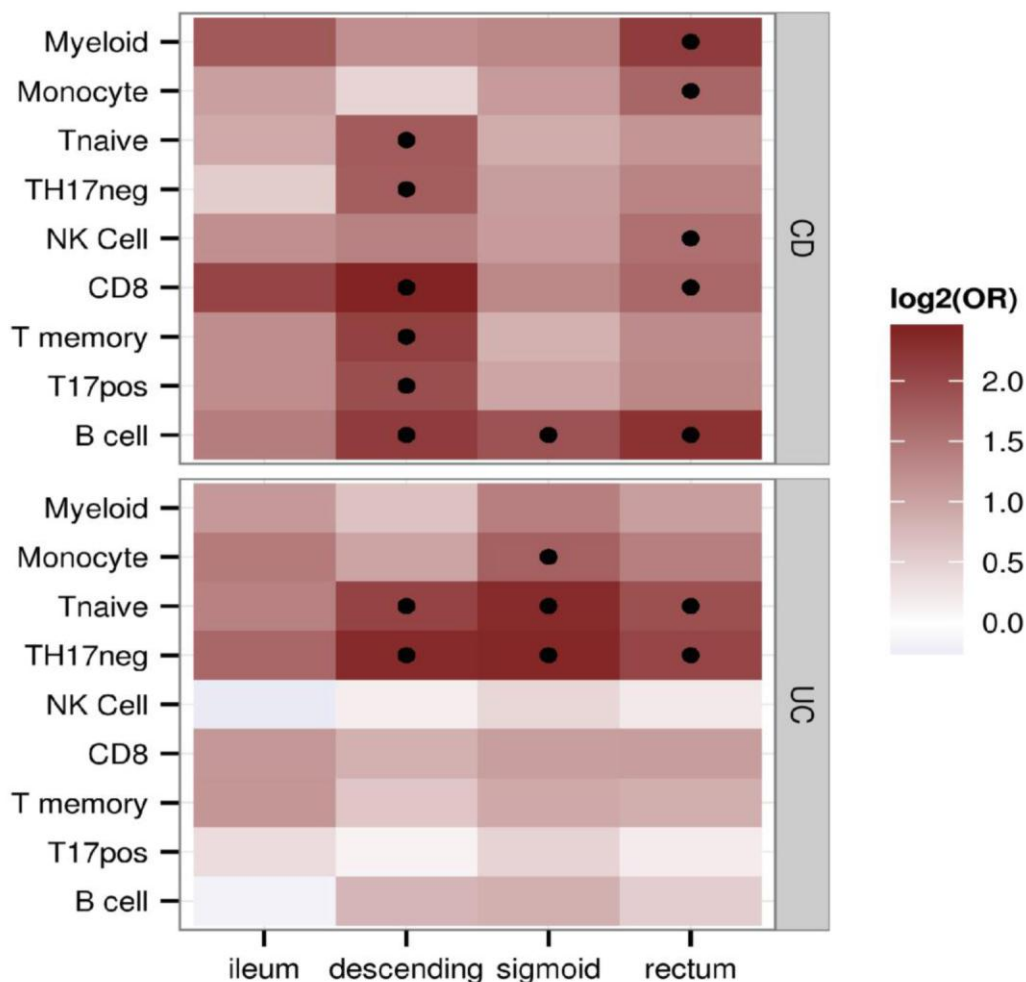

**Supplementary Figure 2**

**Heat map of the odds ratios of overlaps between gene lists by cell type (rows) and inflamed anatomical region (columns) in CD (top) and UC (bottom).**

The full list of genes reported in any cell type and/or region was used as the background. Overlaps with Fisher's test  $P < 0.001$  are marked with a black circle. Log-odds ratios quantify the overlap between different anatomical regions (in columns) and cell types (in rows) within disease conditions (horizontal panels). We observed, for example, a significant overlap between the myeloid and rectum gene lists within patients with CD but not UC. Included in the heat map is ileum, plus any cell type and anatomical region with at least one overlap with significance,  $P < 0.001$ .

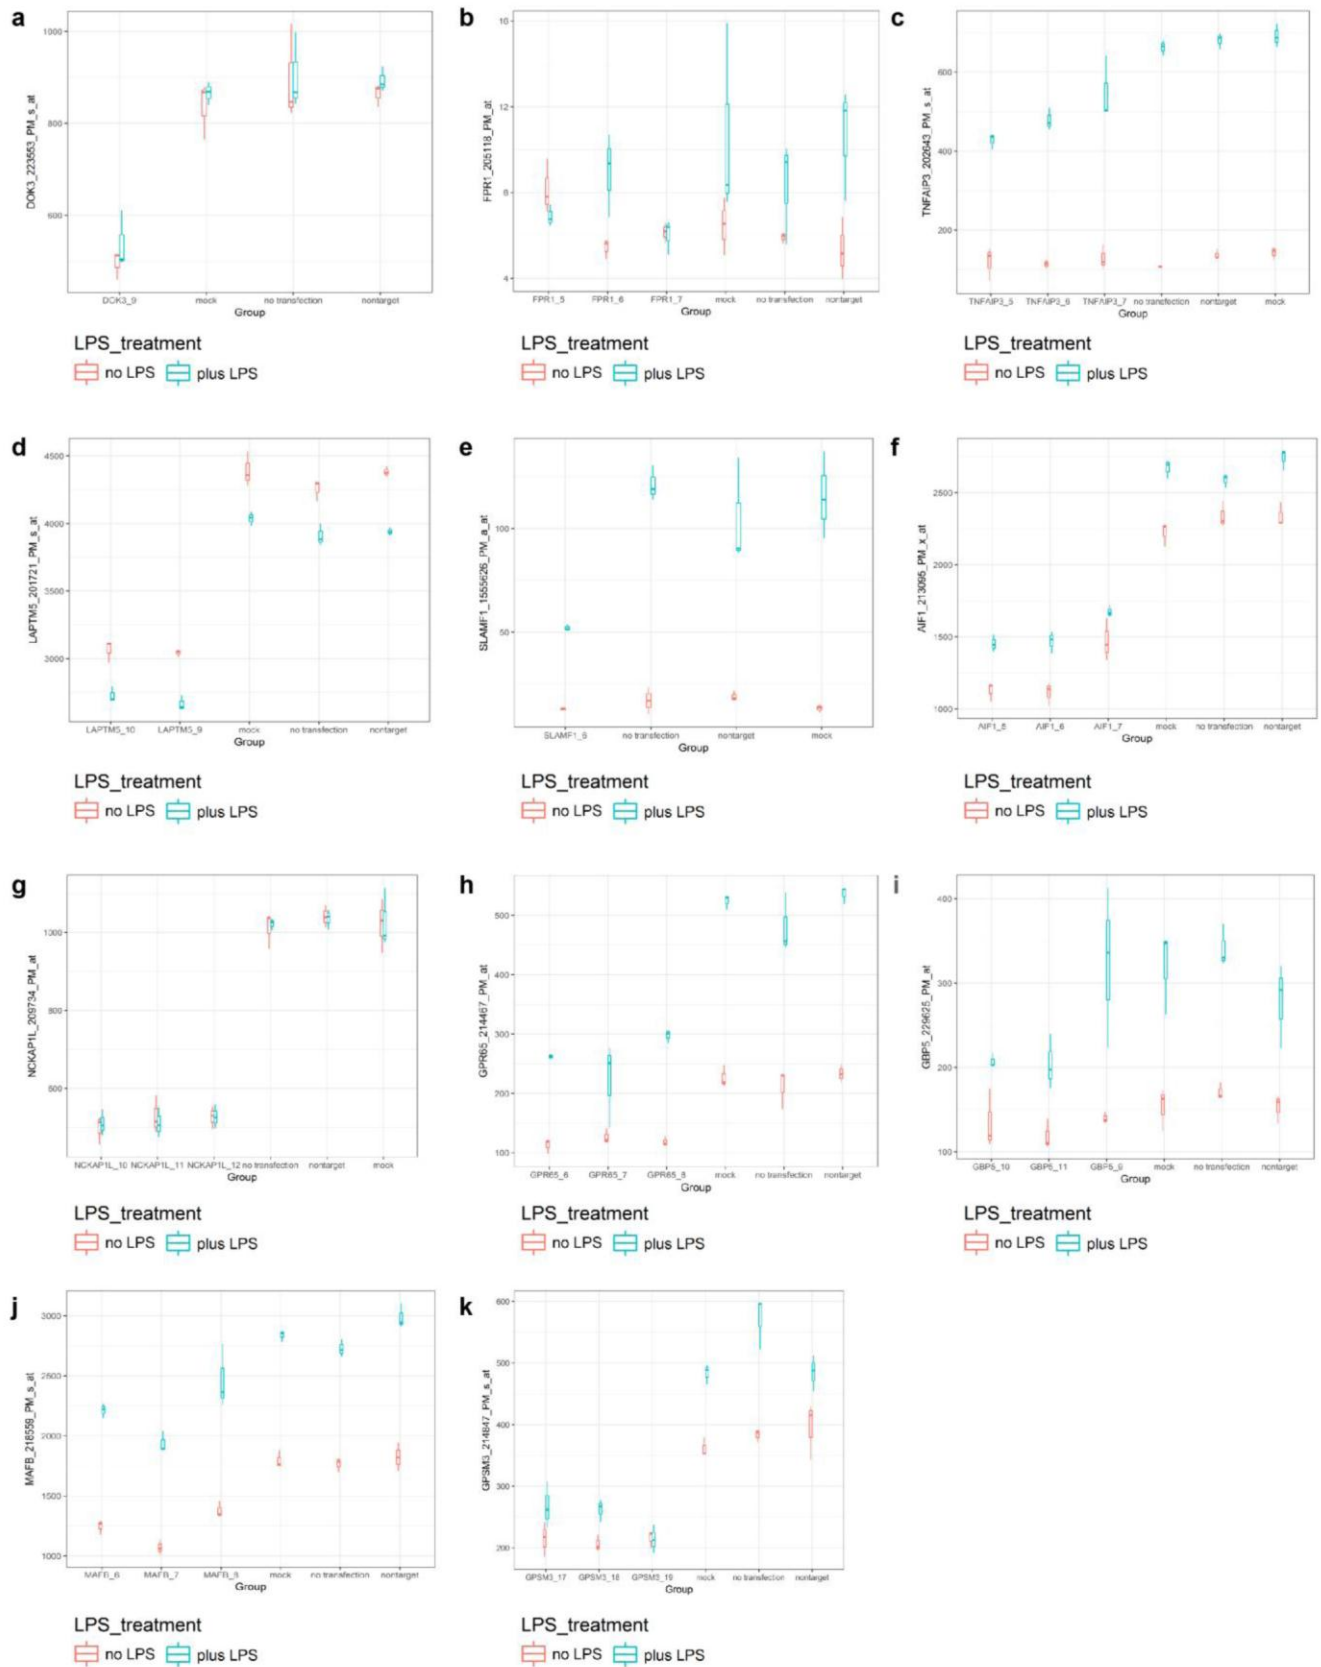

### Supplementary Figure 3

#### Extent of KDG mRNA knockdown.

## Supplementary Figure 4

### Effect of KDG knockdown in macrophages on cytokine expression.

(a–h) Differential production of cytokines following siRNA-mediated knockdown of KDGs: IL-6 (a), IL-10 (b), TNF- $\alpha$  (c), IL-12p40 (d), IL-1RA (ILRN) (e), MCP-3 (CCL7) (f), MIP-1 $\beta$  (CCL4) (g), and IP-10 (CXCL10) (h). Comparisons were between LPS-treated siRNA versus LPS-treated non-targeting control siRNA cells. Three donors were tested for each siRNA in three separate experiments with two or three replicates per experiment.

## Supplementary Figure 5

### The KDG module and network structure are conserved across species.

(**a–c**) Overlap of the mouse brown coexpression module with the CIC subnetwork of the MSH IBD network (184 genes) (**a**), the CERTIFI IBD network (191 genes) (**b**), and the RISK IBD network (308 genes) (**c**). Intestine KDGs are shown as red diamonds. Macrophage KDGs are shown as green triangles.

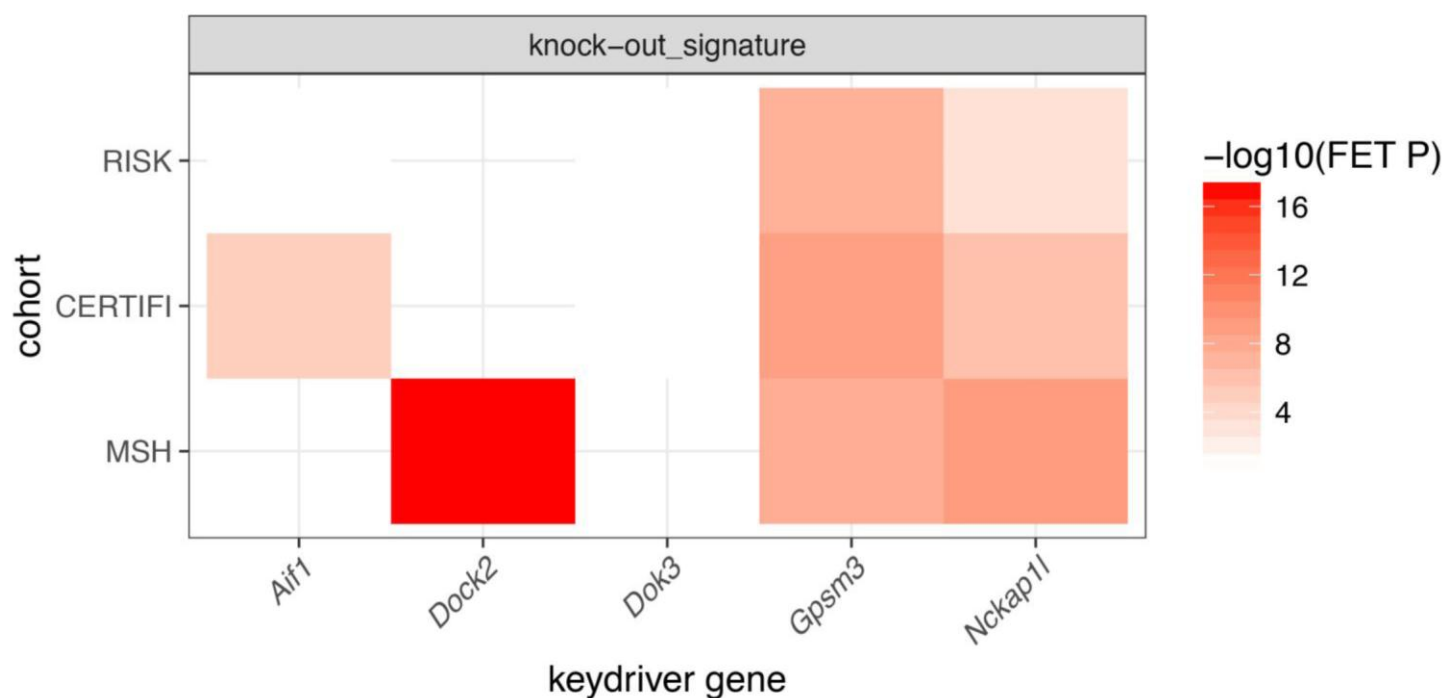

**Supplementary Figure 6**

**Network validation: significant enrichment of KDG perturbation signatures in various IBD Bayesian networks.**

Mouse intestine KDG knockout versus wild-type control interaction with DSS differential expression signature  $-\log_{10}$  Fisher's exact test  $P$ -value enrichment within a two-path-length neighborhood of each mouse experimental KDG in the CERTIFI, MSH, and RISK IBD networks.

## Supplementary Figure 7

### Enrichment of mouse and human transcription factors in KDG subnetworks on each IBD network.

These are transcription factors for regulation of genes in each subnetwork. **(a)** In monocyte results based on DNase I hypersensitivity regions at a significance threshold of  $P = 10^{-4}$ . **(b)** In T cell ENCODE data at a significance threshold of  $P = 10^{-5}$ .

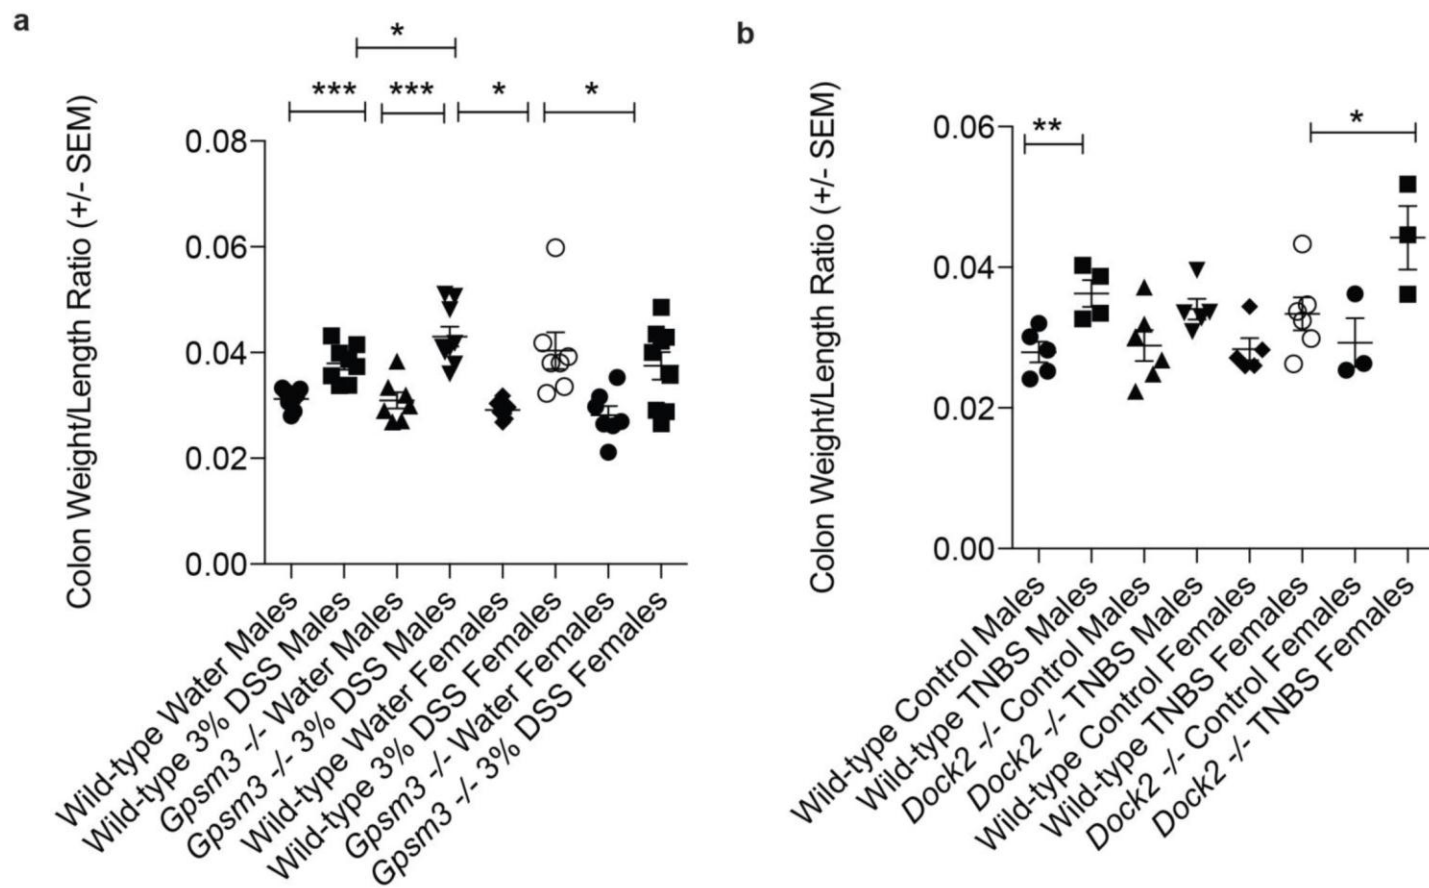

**Supplementary Figure 8**

**Colon weight/length ratio of KDG-knockout mice following treatment.**

(a) *Gpsm3* DSS: 9 *Gpsm3*<sup>-/-</sup> and 8 WT male mice. Pooled data representative of two independent experiments are shown. (b) *Dock2* TNBS: 3 *Dock2*<sup>-/-</sup> and 6 WT and female mice. Data are representative of one of two independent experiments. An unpaired *t* test was performed. Data are expressed as  $\pm$ s.e.m. Statistical significance is indicated: \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001.

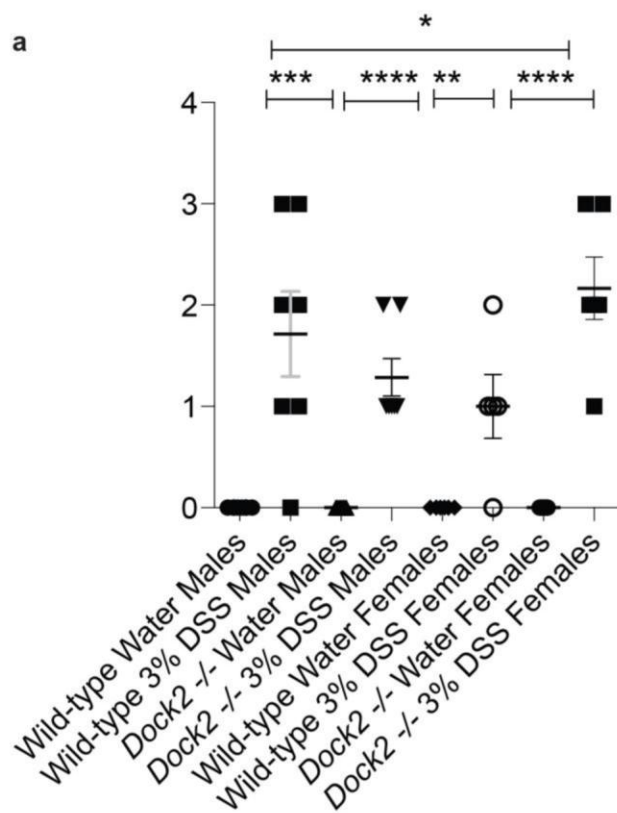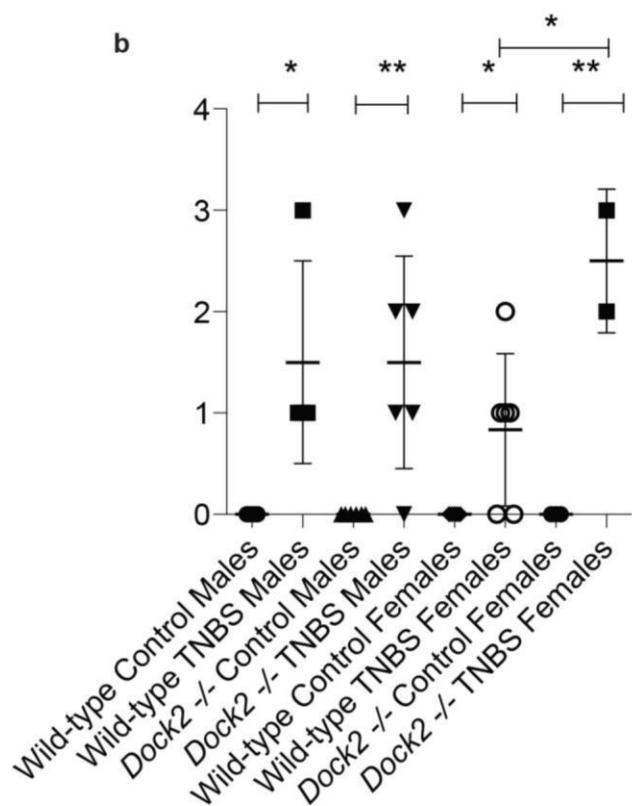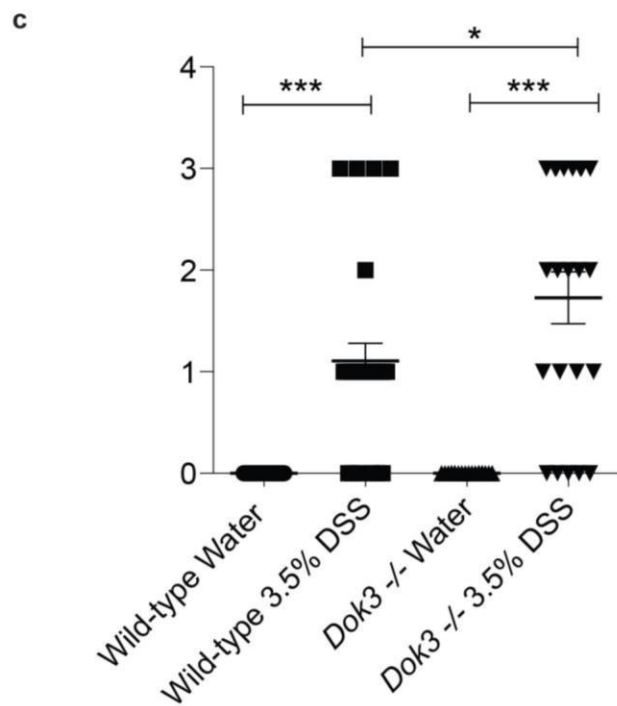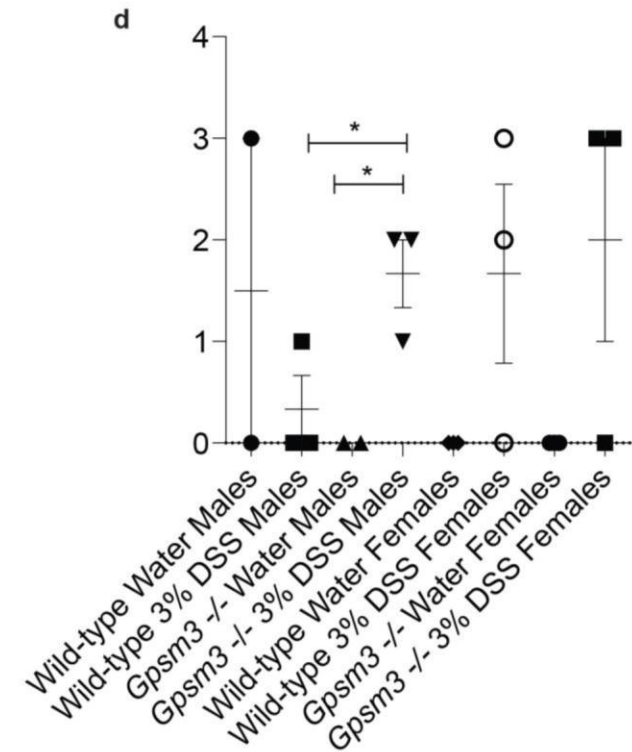

## Supplementary Figure 9

Stool scores from KDG-knockout mice from DSS (day 7) or TNBS.

(a) *Dock2* DSS: 6 *Dock2*<sup>-/-</sup> and 5 WT mice. (b) *Dock2* TNBS: 2 *Dock2*<sup>-/-</sup> and 6 WT mice. The data in a and b are representative of a single experiment. (c) *Dok3* DSS: 20 *Dok3*<sup>-/-</sup> and 20 WT mice per group. Pooled data representative of two independent experiments are shown. (d) *Gpsm3* DSS: 3 *Gpsm3*<sup>-/-</sup> and 3 WT mice per group. Data are representative of one of two independent experiments. An unpaired two-tailed Student's *t* test was performed. Data are expressed as  $\pm$ s.e.m. Statistical significance is indicated: \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001.

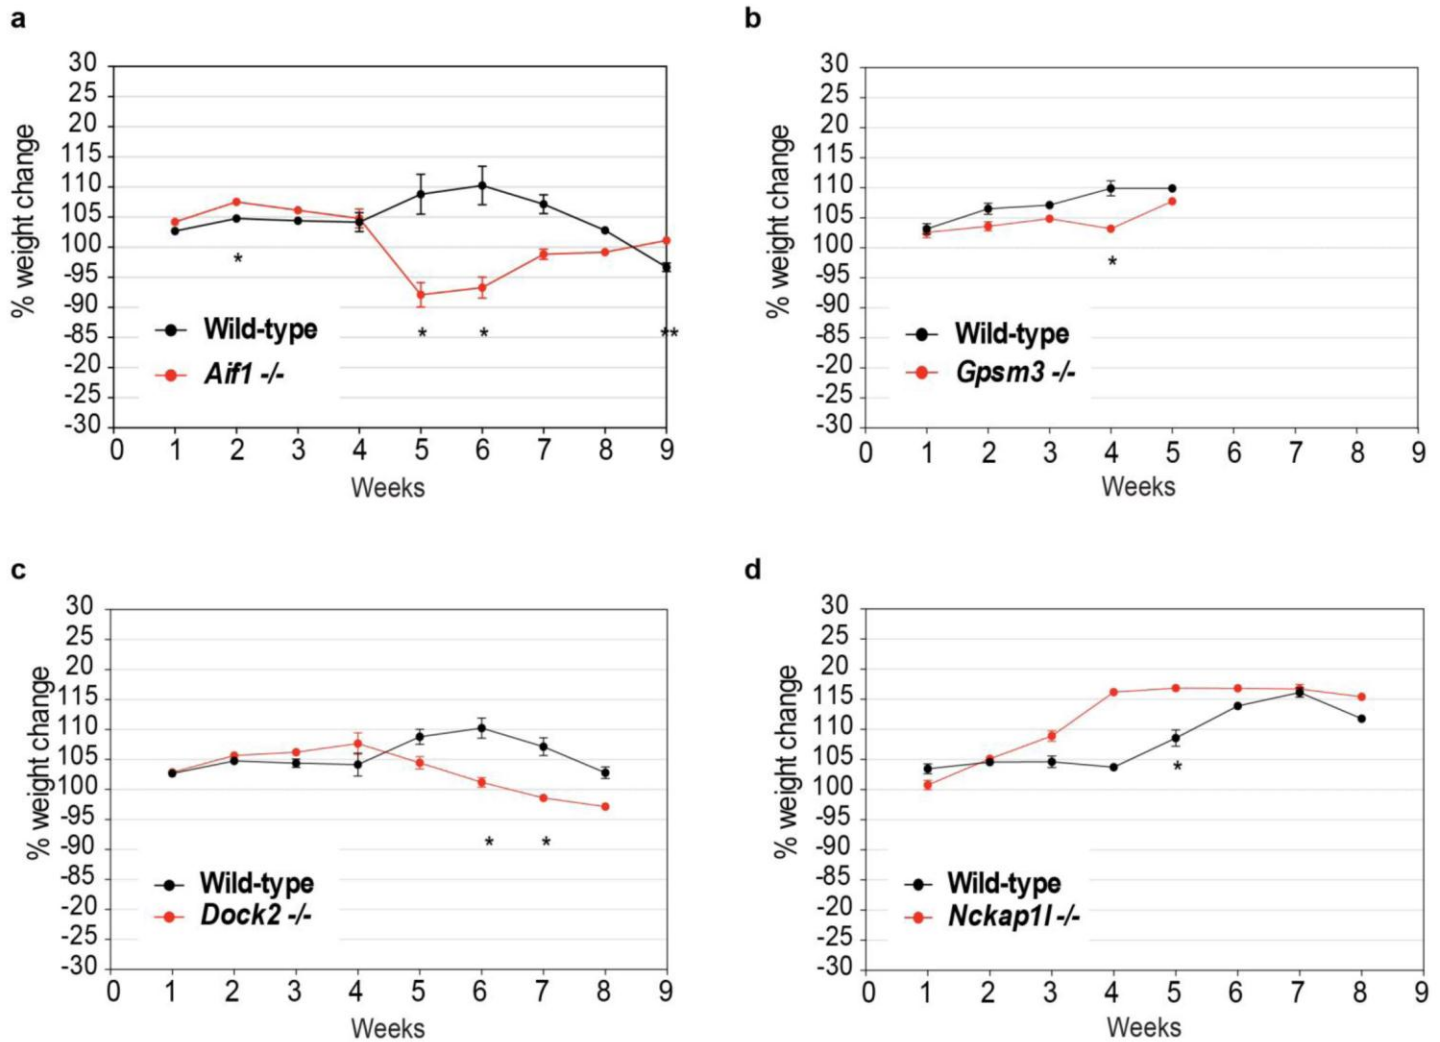

**Supplementary Figure 10**

**Differential weight loss from the T cell adoptive transfer colitis model.**

(a–d) C57BL/6 *Rag*<sup>+/+</sup> mice were transferred with cells from *Aif1*<sup>-/-</sup> (a), *Gpsm3*<sup>-/-</sup> (b), *Dock2*<sup>-/-</sup> (c), *Nckap1l*<sup>-/-</sup> (d), or respective wild-type littermate control mice. Data are expressed as  $\pm$ s.e.m. Comparisons were performed using an autoregressive model to maximize use of the time series data. Data are expressed as mean  $\pm$  s.e.m. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

## Supplementary Note

In order to focus on genes linked to IBD, we intersected our eQTL gene list with the GWAS loci identified in IIBDGC and the Immunochip GWAS (See Methods, Supplementary Note) specific to CD and UC. Blood and intestine tissue eQTL were recently reported as enriched for GWAS loci in the CERTIFI population, with roles in autophagy, oxidative stress, microbial sensing by NLRs, the inflammasome, and T cell signaling, as well as for other immune mediated diseases<sup>139</sup>. In addition, we integrated previously published datasets that include IBD-associated eQTL and immune and digestive-related eQTL (Methods, Supplementary Note). DNA variants from these studies significant at the  $p < 5e-8$  genome-wide level were intersected with the set of cis-eQTL we identified at a 10% false discovery rate (FDR). In eQTL datasets for which DNA genotype and RNA gene expression data were available, we carried out conditional analysis between top eQTL SNPs and GWAS SNPs to assess whether GWAS SNPs that were also eQTL SNPs were supported as being driven by the same underlying causal variant.

To complement the eQTL data, we curated cell type-specific cis regulatory elements (CRE) across cell types involved in immune and digestive processes using large-scale epigenome study data from the ENCODE, REMC and the Roadmap Epigenomics Project<sup>140</sup>, along with other previously published studies<sup>75,141-143</sup>. Given the potential for such regions to modulate the expression of adjacent genes through effects on functional regulatory elements, such as enhancer regions in open chromatin regions<sup>143</sup>, we identified all genes with transcription start sites located within 1MB of UC & CD GWAS variants that were also eQTLs in our curated immune and digestive eQTL database and that localized to cell-specific epigenome regions. In order to enrich this set of potential IBD causal genes, we also considered genes proximal to disease-relevant CREs in the absence of eQTL, given the failure of CREs to associate with eQTL may be due to limited power for eQTL detection in existing datasets, expressivity of eQTL in different tissues to which we did not have access, and expressivity of eQTL in unobserved

relevant states or stages of development. For GWAS variants in CREs not associated with an eQTL, CREs were associated with a gene if they were within 5,000 bases of the transcription start/stop site of the gene.

### **Supplementary Note (Methods)**

To build instances of the causal inflammatory component (CIC) IBD model across different disease stages, we employed an integrative genomics approach using this immune network as a seed, as described in Figure 1. The goals of this integrative genomics approach were to a) construct the CIC IBD model and use the model to predict key drivers of IBD pathogenesis, leveraging extensive human data to drive disease understanding<sup>144</sup>, (b) validate the physiologic relevance of the key driver genes to IBD using *in vitro* and *in vivo* experimental systems, and c) validate the molecular relevance of the key driver genes to the regulatory states of the model associated with IBD.

To construct a predictive model of the CIC of IBD, we sought to leverage existing knowledge as a seed in our construction process. One representation of this existing knowledge was a molecular network that was significantly enriched for IBD susceptibility loci as well as a wide array of immune pathways such as inflammatory response, innate immune response, defense response to bacterium, T cell activation and interferon-gamma-mediated signaling<sup>62</sup>. Our approach consisted of constructing different representations of the CIC IBD model at different stages of disease.

We constructed three independent, but homologous, probabilistic causal gene networks from intestinal tissues of IBD patients at different stages of the disease (Step c in Figure 1). These CIC IBD networks were then integrated with IBD-related datasets derived from IBD patients, including gene expression signatures derived from disease and inflammation-related contexts and genes in adult and very early onset (VEO) IBD genetic susceptibility loci, to extensively annotate the CIC IBD networks and facilitate identification and prioritization of their master regulators (Steps a, b, c in Figure 1). To identify the master regulators of the CIC IBD networks, we identified those nodes in the networks that were predicted to alter the transcriptional state of a significant proportion of other proximal nodes (referred to as key driver genes, or KDGs). Thus, we prioritized the list of KDGs for experimental validation using a number of criteria that

support their relevance to IBD (Step d in Figure 1). In order to validate the network predictions and explore the role of these predicted KDGs in IBD, we selected 5 top KDGs for prospective *in vivo* experimental and molecular validation in a mouse model for IBD and then an additional 7 KDGs from a macrophage-oriented prioritized list of KDGs for *in vitro* molecular validation in a human macrophage cell system (Step e in Figure 1). The predictive nature of the networks with respect to these KDGs was validated at the molecular level (Step f in Figure 1), and then the impact these KDGs have on IBD biology were further validated for their impact on inflammatory phenotypes in our experimental models (Step g in Figure 1).

### **Construction of the eQTL/Epigenome Database.**

We assembled various datasets in order to annotate genes in a genetic and epigenetic context, and then assembled these datasets into a single database to query for our project. For CD, UC and IBD loci identified in genome-wide association studies (GWAS), we retrieved the International Inflammatory Bowel Disease Genetics Consortium (IIBDGC) and Immunochip (~196,806 SNP CHIP of loci associated with immune disease) studies from <http://www.ibdgenetics.org/downloads.html>. A combined GWAS/Immunochip replication meta-analysis analysis was performed using both the GWAS and the Immunochip association results comprising 20,700 Crohn's disease cases, 17,865 ulcerative colitis cases and 37,747 healthy controls<sup>62</sup>. Subsequent IBD GWAS data were reported during the course of this study<sup>61</sup>, and were integrated into our database. We also included very early onset IBD (VEOIBD) loci in our database<sup>145</sup>. In addition to GWAS loci, we leveraged a number of eSNP datasets to functionally annotate genes in a genetics context to link to IBD genes. This includes a *de novo* set of eSNPs identified from intestinal tissues collected from the MSH IBD population (described above); blood and intestinal eSNPs from the CERTIFI clinical trial population<sup>139</sup>; intestinal eSNPs comprised from ileal biopsy samples of 173 patients undergoing ileal anastomosis<sup>146</sup>; liver, stomach subcutaneous and omental fat eSNPs from a cohort of morbidly obese individuals<sup>147</sup>; T regulatory cell eSNPs identified in 168 donors who are healthy or have type-1 diabetes (T1D) or type-2 diabetes (T2D)<sup>148</sup>; monocyte eSNPs from the studies of Fairfax et al., 2012<sup>149</sup> and 461,1490, and 432 healthy individuals, respectively<sup>150,151,152</sup>; dendritic cell eSNPs from 534 healthy individuals<sup>151</sup>; B cell eQTLs<sup>149</sup>, blood eSNPs from the KORAF4 study and a study in 5311 individuals<sup>153,154</sup>; brain eSNPs from multiple brain regions<sup>143,155,156</sup> skin eSNPs from the twins study<sup>157</sup>; and then eSNPs for subcutaneous adipose, tibial artery, left ventricle of the heart, lung, skeletal muscle, tibial nerve, thyroid, whole blood and sun exposed skin- all collected from the GTEX study<sup>158</sup>. To complement the GWAS and eSNP datasets, we also

assembled annotations on cis regulatory elements generated on tissues relevant to IBD. ChIP-seq and DHS data generated as part of the ENCODE<sup>141</sup> and REMC projects for human brain/neuron, T-helper cells, liver, skin, and adipose tissue were downloaded from the National Center for Biotechnology Information repository (see URLs). Epigenome annotations that had been generated on intestine<sup>142</sup>, monocytes<sup>150</sup>, immune cells<sup>140</sup>, 9 different cancer cell lines: Nhek, Nhif, Huvec, K562, Hmec, Hsmm, Hesc, Hep92, 2878<sup>159</sup>, and then from multiple other tissues and immune cell types as previously described<sup>160,161</sup> were included. Annotations for enhancers from FANTOM5 and transcription factors from ENCODE were also included. The assembled datasets described above were transformed and standardized such that gene names, genome coordinates, DNA variant identifiers and descriptions were comparable across the datasets. For SNP-based information, genome coordinates were retrieved from the Ensembl database using Biomart. Genome coordinates for all analyses were standardized to hg19 (GRCh37). Cis regulatory elements were represented in BED file format and converted to hg19 genome coordinates from hg18, hg17 using the UCSC lift-over tool. All SNPs and cis regulatory elements were associated with gene symbols (mapping to ENSEMBL gene identifiers) again using the Ensembl Biomart tool. Once data were appropriately transformed and standardized, the data were loaded into a MySQL database. Only eQTLs at a 10% FDR and within 1MB of the transcription start or stop sites of a gene were included. In addition to the regulatory elements we curated as described above, in order to identify genes linked to CD & UC GWAS variants mapped to macrophage enhancer regulatory elements, we used existing annotated epigenome regions<sup>162</sup> and LPS induced eQTLs<sup>91</sup>.

## **GWAS Variant Mapping to IBD Genes**

### *GWAS Positional Annotation.*

Variant call format (VCF) genotype files for the European reference sample provided by the November 2010 release of Phase 1 of the 1000 Genomes Project (1000G)<sup>163</sup> were obtained from the 1000G website (<http://www.1000genomes.org/>). Additional quality control based on standard GWAS procedures was performed on 1000G data using Plink version 1.07<sup>125</sup>. More specifically, individuals were removed if they had missing SNPs > 10%. SNPs were removed if: missing genotype rate > 5%; Hardy–Weinberg equilibrium P value <10<sup>-6</sup>; minor allele frequency <1%. The identity by state and identity by descent analysis implemented by Plink were used for estimation of relatedness. The individual with the higher missingness from each related pair was removed. For each 1000G SNP, the  $r^2$  pairwise LD was calculated within 1,000,000 base pairs (1MB) on either side of the SNP at a threshold of  $r^2 \geq 0.8$ . We used a mixed approach for

assigning the GWAS SNPs into functional categories similarly to a previous study<sup>143</sup>. For the eSNP functional category, we leveraged the eSNP dataset in the densely mapped 1000G data to identify the GWAS studied SNP that was tagged, as a result of linkage disequilibrium (LD). For generating the CRE or CRESNP functional categories we used a positional approach (ignoring the annotation categories of SNPs in LD with the tag SNP). This mixed model allows us to capture all possible SNPs that affect gene expression (tag or SNPs in LD), followed by positional selection of SNPs that lie within putative regulatory DNA regions.

DNA variants from these studies significant at the  $p < 5e-8$  genome-wide level were intersected with the set of cis-eQTL we identified at a 10% false discovery rate (FDR). In eQTL datasets for which DNA genotype and RNA gene expression data were available, we carried out conditional analysis between top eQTL SNPs and GWAS SNPs to assess whether GWAS SNPs that were also eQTL SNPs were supported as being driven by the same underlying causal variant.

To complement the eQTL data, we curated cell type-specific cis regulatory elements (CRE) across cell types involved in immune and digestive processes using large-scale epigenome study data from the ENCODE, REMC and the Roadmap Epigenomics Project, along with other previously published studies<sup>140,159-161</sup>. Given the potential for such regions to modulate the expression of adjacent genes through effects on functional regulatory elements, such as enhancer regions in open chromatin regions, we identified all genes with transcription start sites located within 1MB of UC & CD GWAS variants that were also eQTLs in our curated immune and digestive eQTL database and that localized to cell-specific epigenome regions. In order to enrich this set of potential IBD causal genes, we also considered genes proximal to disease-relevant CREs in the absence of eQTL, given the failure of CREs to associate with eQTL may be due to limited power for eQTL detection in existing datasets, expressivity of eQTL in different tissues to which we did not have access, and expressivity of eQTL in unobserved relevant states or stages of development. For GWAS variants in CREs not associated with an eQTL, CREs were associated with a gene if they were within 5,000 bases of the transcription start/stop site of the gene.

#### *Quantification of GWAS Enrichment in Regulatory Regions.*

The quantification of enrichment of GWAS variants for each functional category was done using the categorical enrichment score (CES), as described previously<sup>143,164</sup>. The CES provides a summary score of category-specific enrichment where the mean is taken over all SNP z-scores in the given category. It is estimated based on as the mean ( $z^2 - 1$ ) and it is justified as a

measure of enrichment based on a simple Bayesian mixture model framework. The CES is a conservative estimate of the variance attributable to non-null SNPs, given a standard normal null distribution and a non-null distribution symmetric around zero. Each empirical null distribution is corrected by applying a control method leveraging only the SNPs without functional annotations (estimated based on SNPs that do not affect gene expression) that are less enriched for true associations. As shown previously<sup>143,164</sup>, this approach allows correcting for global variance inflation due to effects of cryptic relatedness and population substructure minimizing the deflation due to over-correction of test statistics for polygenic traits by standard genomic control methods. The inflation factor,  $\lambda_{GC}$  was computed as the median z-score squared divided by the expected median of a chi-square distribution with one degree of freedom.

#### *Mapping GWAS Variants to Genes.*

In order to identify putative causal IBD genes involved in the regulation of the IBD networks, we mapped CD & UC variants to genes using CRE and eQTL data. First, to identify IBD GWAS variants that are potentially impacting susceptibility by altering the regulation of genes, we mapped GWAS variants to CREs. Then, to associate the CRE with a specific gene (or genes), in cases where the GWAS SNP was associated with an eQTL, we mapped all genes located within 1 MB of the GWAS index eSNP and tested those genes for association to the expression of each gene identified using the eQTL datasets. Association between gene expression and SNP genotype was carried out using linear regression, after adjusting for age, race, and gender. If the GWAS index SNP was associated with expression of the gene of interest, we identified all eSNPs for the corresponding gene that were in LD with the GWAS index SNP and then carried out conditional analysis on the eSNPs and GWAS index SNP to provide support for the eQTL and IBD locus being driven by the same underlying causal variant. In cases where the CRE-associated GWAS index SNP was not associated with the expression of any proximal gene, we assigned genes based on the proximity of the CRE regions harboring GWAS index SNPs to the structural gene. Specifically, to define the regulatory regions, if a CRE region of interest was overlapping or contained within a gene region (defined by the minimal transcription start and maximal transcription stop site annotated for the gene) or within 5000 bases of the transcription start or stop sites, it was then associated with that gene. We annotated whether the CRE region was: 1) located before the 5' end of gene but within 5000 bases, 2) at the 5' end of gene, spanning transcription start site, 3) within the gene, 4) spanning the entire gene, 5) at the 3' end of gene, spanning transcription stop site 6) after the 3' end of gene but within offset bases.

### *Identification of Causal Variants.*

The functional datasets used herein were divided into three groups: eSNP (eQTL), cis regulatory elements (CREs), and CRE eSNP (eSNPs falling within CREs). For each eSNP dataset, those SNPs within 1MB of the transcriptional start or stop sites of a gene and significantly associated with the expression of that gene ( $p < 10^{-4}$ ) were considered as cis eSNPs. To associate cis eSNPs with GWAS variants, we identified GWAS variants that were significant at a genome-wide significance level of  $10^{-8}$ , and then overlapped these variants with the cis eSNPs. It was our aim to identify cis-eQTL in our curated immune and digestive database that was coincident with the IBD GWAS signal. For those eQTL datasets for which we had both DNA and RNA, we carried out a conditional analysis as previously described<sup>165</sup> to assess whether GWAS variant and top cis eSNPs were independent or likely driven by the same causal variant. This analysis was performed as an annotation and did not affect the mapping to gene results. (1) We looked for interesting cis-eQTL signals (unadjusted P of IBD SNP association with transcript expression  $< 1.0 \times 10^{-4}$ ) for transcripts that mapped within 1 MB of the lead IBD GWAS SNPs and were expressed in  $> 5\%$  of the samples. (2) For each transcript with an interesting cis-eQTL, we checked whether there was a nearby SNP with a more convincing association with expression of that transcript (transcript peak SNP). If the IBD GWAS signal and the cis eQTL were coincident, one would expect the P for the IBD SNP association with the transcript expression to be equally small as the P for the transcript peak SNP. (3) If there was a transcript peak SNP different from the cis eQTL SNP, but in high LD ( $r^2 > 0.7$ ) with the IBD GWAS SNP, this was another indication for the IBD GWAS signal and the cis-eQTL signal being coincident. (4) We performed mutual conditional analyses computing the association of the IBD GWAS SNP adjusted for the transcript peak SNP and vice versa. If the association of the transcript peak SNP disappeared ( $P > 0.05$ ) by adjusting on the IBD GWAS SNP, this was the final indication for the IBD GWAS signal and the cis-eQTL signal being coincident, i.e. that the IBD GWAS SNP signal was mediated through the respective gene and that the transcript was probably implicated in the cis- eQTL modulation.

### **Genetic Signatures.**

Signatures included the following:

Genes established as very early onset IBD genes in genetic studies<sup>145</sup>. A GWAS signature generated by taking the union of all genes associated with CD & UC GWAS variants which are associated with an eQTL and are located in a cis regulatory element (CRE) AND GWAS

variants mapped to genes proximal to location in a CRE. Cell type enrichment in CRE regions annotated in REMC and ENCODE Roadmap include the union of genes mapped to CRE regions in: digestive tissues, CD8 T cells, CD4 T cells, NK cells, B cells and myeloid cells including monocytes, dendritic cells, neutrophils.

#### *Clinical Variable and Pathology Correlation Signatures.*

Spearman correlation analysis was conducted under the R working environment for clinical variables & normalized intestine gene expression at Week 0 at baseline for Fecal Calprotectin Lactoferrin, CRP, and disease duration data collected in the CERTIFI trial. Signatures were generated by identifying all genes expressed in the intestine with a Rho correlation of: +/- 0.3 (since fecal calprotectin (850 genes) and lactoferrin (481 genes) had a stronger correlation with gene expression in the intestine than CRP (695 genes) and disease duration (342 genes), for which a threshold of +/- 0.2 was used in order to capture all relevant genes for network analysis. For the absolute Rho, i.e., the  $|\text{Rho}|$ , criteria as follows: 0.00-0.19 “very weak”, 0.20-0.39 “weak”, 0.40-0.59 “moderate”, 0.60-0.79 “strong” 0.80-1.0 “very strong”. MSH patient intestine samples were scored on a scale of 1 to 3 according to disease severity (1 = non inflamed, 2 = moderate inflammation, and 3 = severe inflammation) according to the pathology report. A gene correlation signature was then generated using this disease severity score and the MSH gene expression data using Kendall's correlation according to a threshold of  $\text{FDR} < 0.02$  and  $P < 0.0005$ .

#### *Differential Expression Signatures.*

A differential expression signature of colonic CL vs CD and CD vs UC and ileal CL vs CD derived from the MSH population restricted to fold change,  $\text{FDR} < 0.05$  and the latter  $P < .05$  as well as differential expression signatures of: CD inflamed vs non inflamed ileum CD inflamed vs non inflamed descending colon, CD inflamed vs non inflamed sigmoid and CD inflamed vs non inflamed rectum from the CERTIFI trial restricted to an  $\text{FDR} < 0.01$ . See Computing IBD Patient Gene Expression Signatures.

#### *Macrophage Signatures.*

The Macrophage Specific Signature (MSS) was generated from deriving the union of the following signatures: 1) Co-expression modules from human macrophages were sourced from the M1, M2 and TPP (TNF $\alpha$ , PGE, and TPP- (TLR2 ligand P3C)) stimulated macrophages<sup>166</sup> 2), a TB infected human DC signature<sup>62</sup>, and 3) human macrophages treated with 100nM of

Dexamethasone<sup>167</sup>. This MSS signature was also used to identify enrichment of macrophage expressed genes in addition to T cell expression<sup>168</sup> in the 11 macrophage Key Driver Gene (KDG) sub network.

We complemented the MSS with an independent macrophage-specific set of genes, macrophage specific genes (MSG), that we identified by carrying out experiments to determine what genes appear to be specific to macrophage expression (across a broad range of macrophage contexts). We isolated monocytes from human blood and transformed them into monocytes from 600 individuals and carried out RNAseq on those samples<sup>169</sup>. In addition, we isolated microglial cells, astrocytes, and neurons from mouse brains and RNA sequenced those individual cell types as well. We then identified genes that were observed as expressed in any of the human macrophages or mouse microglial cells, but not expressed in the astrocytes, neurons, nor in any of the M induce pluripotent stem cell lines we had previously established<sup>170</sup>. This produced a set of 500 genes that were considered as the MSG set.

#### *Computing IBD Patient Gene Expression Signatures.*

The IBD patient signatures include:

- 1) For MSH differential expression analysis, we used SAMseq<sup>171</sup> and DESeq<sup>172</sup> to perform differential expression analysis on read counts of RNA-seq data collected from intestinal biopsy samples. Briefly, raw read counts were normalized to account for differing sequencing depths of each sample, and a non-parametric model was used to identify differential transcripts between two-class comparisons. Permutation testing was performed ( $n = 1000$ ) to identify transcripts with significant expression differences between groups and we corrected for multiple hypothesis testing using q-values, setting the false discovery rate (FDR) at  $FDR < 5\%$ . Most of the differentially expressed transcripts have q-values  $< 1\%$ . To identify a molecular signature for IBD (CD and UC), we performed differential expression analysis on RNAseq data of processed tissue samples collected from cases and controls undergoing surgery. The model to test for transcriptional differences included age and gender as covariates. While we observed thousands of differences between cases and controls or hundreds of differences for the direct comparison between IBD cases (CD vs. UC), almost no differences were seen for age, and only a few dozen sex-specific transcripts differed for gender. We calculated expression-level differences between cases and controls while including age and gender as covariates for ileum CD vs CL, colon CD vs CL, colon UC vs CL, colon CD vs UC. For each tabular file, (provided on Synapse- see URL), we have summary statistics for each mapped transcript (total of 23,228). The baseMean mean transcript expression across all samples was taken and the  $\log_2$  fold-

change (ratio of  $X_{vs\_Y}$ , e.g.  $\log_2(Y=X)$ ) lfcSE standard error estimate for log fold-change. Stat is the statistical score output from negative binomial test.

2) For the CERTIFI trial differential expression analysis, whole-genome transcriptional profiles were measured from biopsy tissue samples collected from individuals with CD who participated in the CERTIFI trial in part as previously published<sup>73</sup>. To ascertain tissue-specific signatures, we examined inflamed versus non-inflamed tissue from various anatomical regions of the small intestine, colon, and rectum. For array processing, a total of 321 biopsy tissue samples were collected from 86 individuals at Week 0 of the study in addition to samples taken at other time points in the study. For each participant, 4 samples were collected on average from different anatomical regions of the terminal ileum, colon, and rectum. Expression profiles were measured on the Affymetrix Human Genome U133 Plus 2.0 Perfect Match platform (GPL570), which contains 54,715 probes that map to 21,095 unique Entrez gene IDs. Pre-processing of expression data included background correction,  $\log_2$  transformation, quantile normalization, and Robust Multi-array Averaging (RMA) to stabilize the variance and rescale the levels across arrays. Array differential expression results summary: normalization was performed with the R package affy. Further quality control measures of clustering and principal component analysis (PCA) were employed to identify potential outliers in the data. Age and gender adjustments to expression levels were performed on each tissue location using robust linear regression with the R package limma<sup>173</sup>. Only samples with valid age and gender data were used for analysis. Expression data was preprocessed using RMA, separately for blood (N=150) and intestine samples. When not available, gender was inferred by information on expression of the Y linked gene RPSY41. Subsequently, gene expression values were adjusted for age, gender, tissue, clinical site and the top 5 principal components (derived from the gene expression data itself) in a robust linear model to accommodate potential outliers for expression level, separately for blood and intestine data to whole-genome expression data collected from biopsy tissue samples and whole blood of individuals in the CERTIFI trial. To identify tissue-specific differences between inflamed and non inflamed biopsies samples, replicate samples from the same individual were removed and two-class unpaired analyses were applied between groups using the Significance Analysis of Microarray (SAM) algorithm<sup>171</sup> implemented by the siggenes package in R. Briefly, SAM calculates a statistic based on the relative difference in gene

expression values between groups, 
$$d(i) = \frac{\bar{x}_I(i) - \bar{x}_U(i)}{s(i) + s_0}$$
 where  $\bar{x}_I(i)$  and  $\bar{x}_U(i)$  are the average expression levels in the inflamed and non-inflamed tissues for the  $i$ th probe. The denominator

reflects the probe-specific standard deviation across all samples  $s(i)$  plus small positive constant chosen to minimize the coefficient of variation and to help ensure the variance of  $d(i)$  is independent of gene expression. P values are estimated by permutating sample labels and calculating an empirical score distribution to compare with the score between the actual groups. The family-wise error rate was controlled by calculating probe-level q-values. To control for multiple hypothesis testing, we used the Benjamini & Hochberg adjustment on the raw P values to control the family-wise error rate and set a false discovery rate threshold of 1% or 5%. All analyses were performed using the R statistical package, version 2.15.24.1.

### **Mouse Colon KDG Knock out Differential Expression Signatures.**

RNA sequencing data was normalized by RNA-seq count data being transformed into  $\log_2$  counts-per-million units and each gene was assigned an observational weight according to the voom-transformation<sup>174,175</sup>. These weights were used to adjust for count heteroscedasticity across the biological replicates by incorporating the mean-variance trend within the R statistical programming package limma pipeline<sup>175</sup> which allowed gene expression to be modeled as a linear function of the experimental design for differential expression. Differential expression analysis was carried out between the control and homozygous knock out mice groups (genotype groups), the DSS and control groups (treatment groups), and the interaction between the genotype and treatment groups (the DSS interaction signature), using the lmFit and eBayes functions in the LIMMA package. 

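These contrasts compare knockout with wild-type mice, DSS-treated with untreated mice, and ask through the interaction whether the effect of the knockout depends on DSS. Only the first can be formed from the files analysed here, because the treatment of each sample is not given. Applied to the deposited counts in this way, limma-voom gave 0 genes at an adjusted p-value under 0.05 in the *Nckap1l*, *Dock2* and *Dok3* lines and 1 gene, *Gpsm3*, in the *Gpsm3* line. As a stand-in, set in advance, for the unlabelled treatment and batch, 2 surrogate variables were added as covariates, and edgeR's quasi-likelihood test gave 93, 94, 1 and 0 genes in the *Nckap1l*, *Dock2*, *Gpsm3* and *Dok3* lines; whether these variables follow the treatment is not known.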

Across each of these contrasts, we computed differential expression at the gene (DEG) level for the mm10 Ensembl build. Multiple testing across all genes identified in the RNAseq data was accounted for by controlling the family-wise error rate using permutation methods to empirically estimate the null distribution of no difference between any of the two groups tested. From the permuted data, a P value threshold was selected to control the false discovery rate<sup>176</sup>. We generated a single signature for each KDG KO, looking for genotypic effect including interaction with the condition (e.g., DSS treated or not), and using condition as the baseline to compare against. A 5% FDR was used to select the genes for each signature.

### **Macrophage siRNA Knock down Differential Expression Signatures.**

We examined a primary human macrophage cell system under different stimulation conditions, including stimulation with TNF $\alpha$ , IL6 and LPS, to identify a stimulus that impacted expression of KDGs and their neighboring genes. Lipopolysaccharide (LPS) was used as a macrophage activation treatment. Eleven key driver genes, including *AIF1*, *DOK3*, *FPR1*, *GBP5*, *GPR65*,

*GPSM3*, *LAPTM5*, *MAFB*, *NCKAPIL*, *SLAMF1* and *TNFAIP3*, were knocked down with siRNA in human primary macrophages. Twenty-eight distinct gene perturbation experiments and three types of controls were performed. The experiments were performed in triplicates totaling 186 samples with gene expression data profiled with the Affymetrix HT HG-U133\_Plus\_PM Plate array (Supplementary Table 35) (GEO platform, GPL13158). Microarray raw data were normalized with “rma” of the “affy” BioC package<sup>177</sup>. To remove non-expressed genes, probes were filtered with the threshold of 50, resulting 27803 probes. Differential gene expression analysis was carried out with the “limma” package<sup>172,173</sup>. Due to relative small sample sizes per group (n=3), FDR criteria were not applied. Instead, three thresholds were employed for identification of differential expression genes, including 1.2, 1.5, and 2.0 fold change compared to the non-target controls ( $P < 0.05$ ). Given each gene targeted by a few distinct siRNAs in these experiments, in order to increase the statistical power, further analyses were also carried out, in which transcriptomic data from siRNA with similar efficiency were combined. Putative statistically significant probes were mapped to HGNC symbol based on the latest annotation of GPL13158 platform for the downstream gene signature analysis.

### **Signature Enrichment in Bayesian Networks**

In order to identify gene perturbation signatures, we identified up-regulated (denoted as UP) and down-regulated (denoted as DN) genes by applying a composite threshold requiring expression fold change  $> 1.2$  and nominal t-test P value  $< 0.05$  for macrophage knock-down experiments. The UP and DN signatures were combined to further generate “ALL” signatures to account for simultaneous positive and negative regulations in gene regulatory networks. For the mouse intestine perturbation signatures, we looked for genotypic effect including interaction with the condition (e.g., DSS treated or not), and using condition as the baseline to compare against and then a 5% FDR was used to select the genes for each signature. These signatures were then subject to enrichment analysis in l-layer network neighborhoods ( $l = 1, \dots, l_{\max}$ , where  $l_{\max} = 2$ ) expanding from the key driver gene perturbed in the respective experiment in each full Bayesian Network (BN) signature and macrophage specific component of the CERTIFI network depending on how the KDG was identified. The enrichment statistics were evaluated via Fisher’s Exact Test (FET) within each BN, by taking the vertex set of global BN as the background genes. The sub network in Figure 3c is defined by projecting the cytokines differentially expressed in the knockdown of key driver *TNFAIP3* in the macrophage onto the CERTIFI IBD network and extending out two path lengths of nodes to identify the largest connected sub graph.

### **Cell enrichments from co-expression networks.**

Cell Expression Enrichment Mapping of GPL570 probesets to cell types was downloaded from The Gene Expression Barcode 3.0<sup>178</sup>. Enrichment analysis was performed to retrieve the cell types most strongly associated with a queried list of genes using the SaddleSum tool<sup>179</sup>.

### **Co-expression Network Module Enrichment.**

To determine the enrichment of a gene set from a module or differential expression signature in the network, we calculated the fold-change and P value. Fold-change enrichment (E) was calculated as a ratio of ratios  $E = (a/b)/(c/d)$  where a is the number of IBD-associated genes in the module of interest, b is the number of IBD-associated genes, c is the total number of genes in the module of interest, and d is the total number of genes in the full co-expression network. This can also be applied to enrichment in Bayesian sub networks of interest as compared to the full Bayesian network. We used the hypergeometric distribution to calculate the P value and assess the significance of each enrichment calculation. For the IBD CRE SNP union signature enrichment in the RISK, CERTIFI, and MSH modules as well as the enrichment of the RISK, CERTIFI and MSH modules in the immune activation network modules, enrichment was ranked by P value and a P value threshold of <0.01 was applied.

### **Pathway Enrichment.**

Pathway enrichment using KEGG and GO was performed on the RISK, CERTIFI, MSH and KDG mouse co-expression modules using the Molecular Signatures Database. We tested each of these co-expression modules for enrichment of Gene Ontology (GO) categories, KEGG, Panther, and GeneGo pathways through Fisher's exact test corrected for multiple testing.

### **Construction and Analysis of Co-expression Networks.**

Weighted gene co-expression network analysis begins with a matrix of Pearson correlations between all gene pairs in the dataset of interest, then converts the correlation matrix into an adjacency matrix using a power function  $f(x)=x^\beta$ . The parameter  $\beta$  of the power function is determined in such a way that the resulting adjacency matrix (i.e., the weighted co-expression network) is approximately scale-free. To measure how well a network satisfies a scale-free topology, we use the fitting index<sup>180</sup> (i.e., the model fitting index  $R^2$  of the linear model that regresses  $\log(p(k))$  on  $\log(k)$  where k is connectivity and  $p(k)$  is the frequency distribution of

connectivity). The fitting index of a perfect scale-free network is 1. For this dataset, we select the smallest  $\beta$  which leads to an approximately scale free network. The distribution of the resulting network approximates a power law:  $p(k) \sim k^{-\gamma}$ . To explore the modular structures of the co-expression network, the adjacency matrix is further transformed into a topological overlap matrix<sup>180</sup>. As the topological overlap between two genes reflects not only their direct interaction, but also their indirect interactions through all the other genes in the network, previous studies<sup>180,181</sup> have shown that topological overlap leads to more cohesive and biologically meaningful modules. To identify modules of highly co-regulated genes, we used average linkage hierarchical clustering to group genes based on the topological overlap of their connectivity, followed by a dynamic cut-tree algorithm to dynamically cut clustering dendrogram branches into gene modules<sup>182</sup>. To distinguish between modules, each module was assigned a unique color identifier, with the remaining, poorly connected genes colored grey.

### Reconstruction of the Bayesian Networks.

In brief: Bayesian networks are directed acyclic graphs in which the edges of the graph are defined by conditional probabilities that characterize the distribution of states of each node given the state of its parents. The network topology defines a partitioned joint probability distribution over all nodes in a network, such that the probability distribution of states of a node depends only on the states of its parent nodes: formally, a joint probability distribution  $p(X) = \prod_i p(X^i | \text{Pa}(X^i))$  on a set of nodes  $X$  can be decomposed as  $p(X) = \prod_i p(X^i | \text{Pa}(X^i))$ , where  $\text{Pa}(X^i)$  represents the parent set of  $X^i$ . In our networks, each node represents transcription expression of a gene. These conditional probabilities reflect not only relationships between genes, but also the stochastic nature of these relationships, as well as noise in the data used to reconstruct the network.

Bayes formula allows us to determine the likelihood of a network model  $M$  given observed data  $D$  as a function of our prior belief that the model is correct and the probability of the observed data given the model:  $P(M|D) = P(D|M) * P(M)$ . The number of possible network structures grows super-exponentially with the number of nodes, so an exhaustive search of all possible structures to find the one best supported by the data is not feasible, even for a relatively small number of nodes. We employed Monte Carlo Markov Chain (MCMC) simulation to identify potentially thousands of different plausible networks, which are then combined to obtain a consensus

network (see below). Each reconstruction begins with a null network. Small random changes are then made to the network by flipping, adding, or deleting individual edges, ultimately accepting those changes that lead to an overall improvement in the fit of the network to the data. We assess whether a change improves the network model using the Bayesian Information Criterion (BIC)(Schwartz), which avoids over-fitting by imposing a cost on the addition of new parameters. This is equivalent to imposing a lower prior probability  $P(M)$  on models with larger numbers of parameters.

Even though edges in Bayesian networks are directed, we can't infer causal relationships from the structure directly in general. For example, in a network with two nodes,  $X^1$  and  $X^2$ , the two models  $X^1 \rightarrow X^2$  and  $X^2 \rightarrow X^1$  have equal probability distributions as

$$p(X^1, X^2) = p(X^2 | X^1)p(X^1) = p(X^1 | X^2)p(X^2).$$

Thus, by data itself, we can't infer whether  $X^1$  is causal to  $X^2$ , or vice versa. In a more general case, a network with three nodes  $X^1, X^2$ , and  $X^3$ , there are multiple groups of structures that are mathematically equivalent. For example, the following three different models,  $M1: X^1 \rightarrow X^2, X^2 \rightarrow X^3$ ,  $M2: X^2 \rightarrow X^1, X^2 \rightarrow X^3$  and  $M3: X^2 \rightarrow X^1, X^3 \rightarrow X^2$ , are Markov equivalent (which means that they all encode for the same conditional independent relationships). In the above case, all three structures encode the same conditional independent relationship,  $X^1 \wedge X^3 \mid X^2$ ,  $X^1$  and  $X^3$  are independent conditioning on  $X^2$ , and they are mathematically equal

$$\begin{aligned} p(X) &= p(M1|D) = p(X^2 | X^1)p(X^1)p(X^3 | X^2) \\ &= p(M2|D) = p(X^1 | X^2)p(X^2)p(X^3 | X^2) \\ &= p(M3|D) = p(X^2 | X^3)p(X^3)p(X^1 | X^2) \end{aligned}$$

Thus, we can't infer whether  $X^1$  is causal to  $X^2$  or vice versa from these types of structures. However, there is a class of structures, V-shape structure (e.g.

$$Mv: X^1 \rightarrow X^2, X^3 \rightarrow X^2),$$

which has no Markov equivalent structure. In this case, we can infer causal relationships. There are more parameters to estimate in the Mv model than M1, M2, or M3, which means a large penalty in BIC score for the Mv model. In practice, a large sample size is needed to differentiate the Mv model from the M1, M2, or M3 models.

Incorporating genetic data as a structure prior in the Bayesian network reconstruction process. In general, Bayesian networks can only be solved to Markov equivalent structures, so that it is often not possible to determine the causal direction of a link between two nodes even through Bayesian networks are directed graphs. However, the Bayesian network reconstruction algorithm can take advantage of the experimental design by incorporating genetic data to break the symmetry among nodes in the network that lead to Markov equivalent structures, thereby providing a way to infer causal directions in the network in an unambiguous fashion<sup>126</sup>. We modified the reconstruction algorithm to incorporate eSNP data as prior as following: genes with cis-eSNP<sup>183</sup> are allowed to be parent nodes of genes without cis-eSNPs, but genes without cis-eSNPs are not allowed to be parents of genes with cis-eSNPs,  $p(trans \rightarrow cis) = 0$ . We have shown that integrating genetic data such as cis-acting eSNP or eQTLs (excluding edges into certain nodes) improves the quality of the network reconstruction by simulations<sup>127</sup> and by experimental validations<sup>127,128</sup>. We note that in applying this particular version of the Bayesian network reconstruction algorithm (incorporating genetic information as a prior), if genetic information is not available or is ignored, the population is simply treated as a population with random genetic perturbations.

*Averaging network models.* Searching optimal BN structures given a dataset is an NP-hard problem. We employed an MCMC method to do local search of optimal structures as described above. As the method is stochastic, the resulting structure will be different for each run. In our process, 1,000 BNs were reconstructed using different random seeds to start the stochastic reconstruction process. From the resulting set of 1,000 networks generated by this process, edges that appeared in greater than 30% of the networks were used to define a consensus network. A 30% cutoff threshold for edge inclusion was based on our simulation study<sup>127</sup>, where a 30% cutoff yields the best tradeoff between recall rate and precision. The consensus network resulting from the averaging process may not be a BN (a directed acyclic graph). To ensure the consensus network structure is a directed acyclic graph, edges in this consensus network were removed if and only if (1) the edge was involved in a loop, and (2) the edge was the most weakly supported of all edges making up the loop.

The computational complexity of our MCMC method for described above is,  $O(N^4)$  where  $N$  is the number of nodes included in the network reconstruction process. It is practically impossible to construct a global Bayesian network including all 39,000 genes. Therefore we used variance

of gene expression as a threshold, taking the top 25% of most expressed genes in the tissue. Following the procedure described above, 1,000 BNs were reconstructed using different random seeds to start the reconstruction process. From the resulting set of 1,000 networks generated by this process, edges that appeared in greater than 30% of the networks were used to define a consensus network. Our previous simulation study shows that the 30% inclusion threshold results in a stable structure and achieves the best tradeoff between precision and recall<sup>127</sup>. The histogram of percentage of occurrences of all potential edges shows that 30% is a reasonable cutoff threshold for inclusion.

### **Intestine KDG Ranking**

For the first ranking approach, we ranked the KDGs with respect to genes associated with IBD GWAS, VEOIBD, CRP, CD vs. CL ileum, disease duration, CD vs. CL colon, CD vs. UC colon, CD UC gwas/eqt/epigenome consensus, and the original immune IBD network. For each KDG the signature of that KDG was computed by identifying all genes that are predicted to be altered by that gene within a path length of 2. This KDG signature is computed with respect to each CIC network. The KDG signature was then intersected with each of the trait signatures (trait gene sets) and a Fisher exact test was applied to assess whether the overlap was more than would be expected by chance. Thus, for each KDG a P value (or alternatively considered, a fold-enrichment) is derived that can then be used to rank order each KDG from most significant to least for each given trait in each CIC network. Thus for each trait and each CIC IBD network, you get a ranking from 1 to N for the N KDGs under consideration. Given the number of KDG varies between networks, the ranks are normalized by dividing through by N. The median across all traits was then computed. After rank ordering the KDGs for each trait in each network, the mean of the ranks across all of the lists across all networks was computed, collapsing all of the trait-associated lists down to one rank ordered list of KDGs (column C in the supplementary table 16, where the ranks were normalized by dividing through by the highest rank).

The second ranking approach involved ordering the KDGs across the CIC IBD networks by counting the number of times a KDG signature (as defined above) was enriched for the different trait signatures (as defined above). The KDGs were rank ordered based on this count, the motivation being that KDGs that were more consistently observed as having the potential to alter genes associated with different IBD traits, were more likely to be common across the networks. The normalized ranks from this process are provided in column D of supplementary table 15. For the two rank-ordered lists constructed, the mean of the ranks was computed and

these mean rank values were in turn rank-ordered to produce the final ranking used to prioritize KDGs for experimental validation (column A). Thus the score we constructed was based on the significance of the impact the KDG was predicted to have on its local network neighborhood within the CIC IBD network across all trait signatures considered, as well as the number of times the KDG signature was significantly enriched in the IBD disease trait signatures (see Figure 2 and Supplementary Table 16 for the rankings based on each trait considered).

#### *Visualization for Key Driver Gene Ranking.*

The pipeline for plotting circular track diagram is now implemented as a R package NetWeaver. You can find a brief description and example usage about this package from Synapse (see URLs).

A login (free registration if you don't have an account) is required to see the example image in this link.

*TF binding affinity profiles.* We used the *convert2psam* utility from REDUCE Suite version 2.0 software package (bussemakerlab.org) to convert each PWM from JASPAR to a position-specific affinity matrix or PSAM<sup>184,185</sup>; pseudo-counts equal to one were added to the PWM at each position, and the resulting base counts were divided by that of the most frequent base at each position to get an estimate for the relative affinity associated with each point mutation away from the optimal binding sequence. The resulting PSAM collection was used to compute a promoter affinity for each gene. All putative individual binding sites in the genomic region from 10kb upstream to 10kb downstream of the TSS of each gene with a predicted relative affinity of at least 0.1 were identified and scored using the *AffinityProfile* utility in the REDUCE Suite. The individual binding sites are summed to calculate total binding affinity of TF  $f$  binding to a gene  $g$

as follows:  $K_{fg} = \sum_{i \in U_g} K_{fgi}$ , where  $K_{fgi}$  represents the binding affinity between TF  $f$  and the DNA at position  $i$  within cis-regulatory sequence  $U_g$ . We obtained genome sequence for *Homo sapiens* from R Bioconductor package BSgenome.Hsapiens.UCSC.hg19. We further consider tissue specific accessible DNA for TF binding. In particular, we used DNase I hypersensitivity regions, which correspond to tissue-specific accessible DNA for TF binding<sup>185</sup>. We calculate TF

binding affinities by:  $K_{fg} = \sum_{i \in U_g^{DnaseI}} K_{fgi}$ , where  $U_g^{DnaseI}$  represents DNase I hypersensitive regions

$U_g^{DnaseI}$  among the cis-regulatory sequence

$U_g$ .

**Inferring TF activity.** The TF binding affinities can be used to infer sample specific TF regulatory activity by performing genome-wide linear regression with genome-wide mRNA expression profile<sup>186,187</sup>. For each sample, linear regression of the genomewide mRNA expression on the

total promoter affinity for each TF was performed as follows:  $y^s = b_0^s + \sum_f b_f^s K_f + e$ , where  $y^s$  represents mRNA expression of sample  $s$ , a

$K_f$  !

represents a total promoter affinity for one of TF  $f$ . The regression coefficients of the total

promoter affinity  $b_f^s$  were interpreted as sample-specific TF activities. We performed this procedure with different sizes of cis-regulatory sequence, 1kb through 10kb of upstream and downstream sequences, then selected optimal sizes of cis-regulatory sequence by enrichment between genes with high total binding affinity and genes whose expression level is correlated with TF activities. The inferred TF activity with the selected optimal sizes of cis-regulatory sequence was used further analysis.

## Mice in colitis experiments

Mice were delivered from Charles River Labs and acclimatized 1-2 weeks before experimentation. The study was performed in animal rooms provided with HEPA filtered air at a temperature of  $70 \pm 5^\circ\text{F}$  and  $50\% \pm 20\%$  relative humidity. Animal rooms were set to maintain a minimum of 12 to 15 air changes per hour. The room was on an automatic timer for a light/dark cycle of 12 hours on and 12 hours off with no twilight. Animals were fed with a sterile Purina Labdiet® 5053 rodent diet and sterilized water was provided *ad libitum*. In each cohort, male or female mice of the same strain were randomized into twelve (12) total groups of six to ten (6-10) animals unless numbers were otherwise stated. Each animal was identified by an ear punch corresponding to an individual number.

## Statistical Analyses for Weight Differences in the Murine Colitis Experiments

In particular, if we let  $y_{it}$  represent the weight change measure for animal  $l$  at time point  $t$ , then our autoregressive model of interest is:

$$y_{it} = g_{0t} + g_{it}Q_l + \sum_{j=1}^t \hat{a}_{ij}f_{ij}(y_{t-j,l} - \hat{y}_{t-j,l}) + w_{it} \text{ for } t = 1, 2, \dots, k \text{ (the } k \text{ time points over which weight measures were taken), where } \text{var}(w_{it}) = S_t^2 \text{ for } l = 1, \dots, n \text{ and } n \text{ is the number of animals in the study. Here } Q_l \text{, is the genotype indicator for the gene of interest, taking the value 0 for wild type animals and 1 for KO animals. } y_{t-j,l} - \hat{y}_{t-j,l} \text{ represents the weight measures at time point } t - j + 1 \text{ , where } \hat{y}_{t-j,l} \text{ is the prediction of } y_{t-j,l} \text{ from the previous model. In taking this difference as the weight measure for a time point of interest, the effect of genotype on weight at previous time points is effectively removed. After fitting the model at the desired time point, the parameter } g_{it} \text{ can be tested for significance using a standard t test. Therefore, the null hypothesis for the test is that there is no difference in weight between the KO and WT groups, conditional on genotypic effects from the previous time points.}$$

### Scoring of Phenotypes from Colitis Experiments.

Colitis was scored visually on a 5 point scale that ranges from 0 for normal, to 4 for severe ulceration. Each mouse was assigned a single score that corresponded to the most severe damage observed throughout the entire length of the colon according to 1) the Endoscopy Crohn's Scoring Scale for DSS and TNBS and the 2) Stool Consistency Scoring Scale for DSS & TNBS (Supplementary Table 38).

3) Histology Scoring for DSS & TNBS: Slides were scored in a blinded manner by a gastrointestinal pathologist according to the severity of colitis using the following histological parameters: mucosal involvement- normal (0) 3-10 mucosal neutrophils/ hpf (1), more than 10 mucosal neutrophils or rare crypt abscesses (2), multiple crypt abscesses or erosion (3); submucosal involvement- normal (0), focal aggregates of neutrophils (1), neutrophil infiltration with expansion of submucosa (2), diffuse neutrophil infiltration (3); muscularis- normal (0), scattered neutrophils within the muscularis (1), neutrophil infiltration with focal effacement of the muscularis (2), extensive neutrophil infiltration with transmural effacement of the muscularis (3).

In addition, we scored crypt damage as follows: normal (0), loss of the basal one third (1), loss of the basal two thirds (2), entire crypt loss (3), crypt loss with surface erosion (4) and confluent, extensive erosion (5). For evaluation of ulcers, the absence of ulceration was scored (0), one to two ulcer foci (1), three to four ulcers foci (2), confluent extensive ulceration (3). The total score per mouse was evaluated for statistical significance<sup>188</sup>.

### **Collection of Biological Material from the Colitis Experiments and Profiling**

1) Stool was collected and evaluated directly from colon at sacrifice. The presence of diarrhea and/or blood in the stool were assessed visually and scored. Upon sacrifice, the colon was excised, the contents were removed and collected, and its length and weight were measured. The colon was then trimmed to a length of 5 cm and divided into three pieces. The distal 2 cm were placed in RNA Later (Ambion) for subsequent isolation of RNA, while the middle 1 cm portion was placed in formalin for subsequent histopathology examination. Samples stored in RNA Later were stored at 4°C for 24 hours and then transferred to -20°C for long-term storage. The 1 cm piece of transverse colon isolated from each mouse in the DSS experiments for histology was placed between two sponges in a cassette and fixed in 10% phosphate-buffered formalin before processing in paraffin-embedded blocks. Four-micrometer sections were cut at the mucosa level and stained with hematoxylin and eosin. Slides were viewed using an Olympus BX43 microscope and images were captured with an Olympus DP26 camera and Olympus cellSens image acquisition software.

2) RNAseq of the mouse colon: The miRNEasy 96 kit was used for isolation of the mouse distal colon samples. DSS treated and untreated homozygote and wild type distal colon samples from the DSS experiment with RIN>6 were included for further study with at least 8-10 samples per group for expression analysis. RNA sequencing libraries were prepared using the KAPA Stranded RNA-Seq with RiboErase sample preparation kit (kapabiosystems) in accordance with the manufacturer's instructions. Briefly, 500ng of total RNA was ribo depleted, fragmented and went under first and second strand synthesis, A tailing, adapter ligation and PCR amplification (using 11 cycles). Final libraries were quantified using the KAPA Library Quantification Kit (KAPA Biosystems), Qubit Fluorometer (Life Technologies) and Agilent 2100 BioAnalyzer, and were sequenced on an Illumina HiSeq2500 sequencer (v4 chemistry) using 1 x 100bp cycles generating 25-30 million reads.

### **Flow Cytometry antibodies used in LPL staining**

Antibodies CD3e (clone 145-2C11, Biolegend), CD4 (clone L3T4, Biolegend), CD11b (clone M1/70, Biolegend), CD11c (clone N418, Biolegend), CD45 (clone 30F11, Biolegend), CD64 (clone X54-5/7.1, BD), CD103 (clone 2E7, eBioscience), F4/80 (clone CI: A3-1, Biolegend), IFN- $\gamma$  (clone XMG1.2, eBioscience), IL-17A (clone eBio17B7, eBioscience). ALDEFLUOR staining kit (Stem cell technologies) was used according to the manufacturer instructions (Supplementary Table 36).

#### Supplementary References

- 139 Di Narzo, A. F. *et al.* Blood and Intestine eQTLs from an Anti-TNF-Resistant Crohn's Disease Cohort Inform IBD Genetic Association Loci. *Clinical and translational gastroenterology* **7**, e177, doi:10.1038/ctg.2016.34 (2016).
- 140 Kundaje, A. *et al.* Integrative analysis of 111 reference human epigenomes. *Nature* **518**, 317-330, doi:10.1038/nature14248 (2015).
- 141 Maurano, M. T. *et al.* Systematic localization of common disease-associated variation in regulatory DNA. *Science (New York, N. Y.)* **337**, 1190-1195, doi:10.1126/science.1222794 (2012).
- 142 Mokry, M. *et al.* Many inflammatory bowel disease risk loci include regions that regulate gene expression in immune cells and the intestinal epithelium. *Gastroenterology* **146**, 1040-1047, doi:10.1053/j.gastro.2013.12.003 (2014).
- 143 Roussos, P. *et al.* A role for noncoding variation in schizophrenia. *Cell reports* **9**, 1417-1429, doi:10.1016/j.celrep.2014.10.015 (2014).
- 144 Yang, X. *et al.* Validation of candidate causal genes for obesity that affect shared metabolic pathways and networks. *Nature genetics* **41**, 415-423, doi:10.1038/ng.325 (2009).
- 145 Uhlig, H. H. *et al.* The diagnostic approach to monogenic very early onset inflammatory bowel disease. *Gastroenterology* **147**, 990-1007.e1003, doi:10.1053/j.gastro.2014.07.023 (2014).
- 146 Kabakchiev, B. & Silverberg, M. S. Expression quantitative trait loci analysis identifies associations between genotype and gene expression in human intestine. *Gastroenterology* **144**, 1488-1496, 1496.e1481-1483, doi:10.1053/j.gastro.2013.03.001 (2013).
- 147 Greenawalt, D. M. *et al.* A survey of the genetics of stomach, liver, and adipose gene expression from a morbidly obese cohort. *Genome research* **21**, 1008-1016, doi:10.1101/gr.112821.110 (2011).
- 148 Ferraro, A. *et al.* Interindividual variation in human T regulatory cells. *Proceedings of the National Academy of Sciences of the United States of America* **111**, E1111-1120, doi:10.1073/pnas.1401343111 (2014).
- 149 Fairfax, B. P. *et al.* Genetics of gene expression in primary immune cells identifies cell type-specific master regulators and roles of HLA alleles. *Nature genetics* **44**, 502-510, doi:10.1038/ng.2205 (2012).
- 150 Fairfax, B. P. *et al.* Innate immune activity conditions the effect of regulatory variants upon monocyte gene expression. *Science (New York, N. Y.)* **343**, 1246949, doi:10.1126/science.1246949 (2014).
- 151 Lee, M. N. *et al.* Common genetic variants modulate pathogen-sensing responses in human dendritic cells. *Science (New York, N. Y.)* **343**, 1246980, doi:10.1126/science.1246980 (2014).

- 152 Raj, T. *et al.* Polarization of the effects of autoimmune and neurodegenerative risk alleles in leukocytes. *Science (New York, N. Y.)* **344**, 519-523, doi:10.1126/science.1249547 (2014).
- 153 Schramm, K. *et al.* Mapping the genetic architecture of gene regulation in whole blood. *PLoS one* **9**, e93844, doi:10.1371/journal.pone.0093844 (2014).
- 154 Westra, H. J. *et al.* Systematic identification of trans eQTLs as putative drivers of known disease associations. *Nature genetics* **45**, 1238-1243, doi:10.1038/ng.2756 (2013).
- 155 Colantuoni, C. *et al.* Temporal dynamics and genetic control of transcription in the human prefrontal cortex. *Nature* **478**, 519-523, doi:10.1038/nature10524 (2011).
- 156 Gibbs, J. R. *et al.* Abundant quantitative trait loci exist for DNA methylation and gene expression in human brain. *PLoS genetics* **6**, e1000952, doi:10.1371/journal.pgen.1000952 (2010).
- 157 Grundberg, E. *et al.* Mapping cis- and trans-regulatory effects across multiple tissues in twins. *Nature genetics* **44**, 1084-1089, doi:10.1038/ng.2394 (2012).
- 158 Human genomics. The Genotype-Tissue Expression (GTEx) pilot analysis: multitissue gene regulation in humans. *Science (New York, N. Y.)* **348**, 648-660, doi:10.1126/science.1262110 (2015).
- 159 Rosenbloom, K. R. *et al.* ENCODE whole-genome data in the UCSC Genome Browser: update 2012. *Nucleic acids research* **40**, D912-917, doi:10.1093/nar/gkr1012 (2012).
- 160 Andersson, R. *et al.* An atlas of active enhancers across human cell types and tissues. *Nature* **507**, 455-461, doi:10.1038/nature12787 (2014).
- 161 Hnisz, D. *et al.* Super-enhancers in the control of cell identity and disease. *Cell* **155**, 934-947, doi:10.1016/j.cell.2013.09.053 (2013).
- 162 Schmidt, S. V. *et al.* The transcriptional regulator network of human inflammatory macrophages is defined by open chromatin. *Cell research* **26**, 151-170, doi:10.1038/cr.2016.1 (2016).
- 163 Abecasis, G. R. *et al.* An integrated map of genetic variation from 1,092 human genomes. *Nature* **491**, 56-65, doi:10.1038/nature11632 (2012).
- 164 Schork, A. J. *et al.* All SNPs are not created equal: genome-wide association studies reveal a consistent pattern of enrichment among functionally annotated SNPs. *PLoS genetics* **9**, e1003449, doi:10.1371/journal.pgen.1003449 (2013).
- 165 Lango Allen, H. *et al.* Hundreds of variants clustered in genomic loci and biological pathways affect human height. *Nature* **467**, 832-838, doi:10.1038/nature09410 (2010).
- 166 Xue, J. *et al.* Transcriptome-based network analysis reveals a spectrum model of human macrophage activation. *Immunity* **40**, 274-288, doi:10.1016/j.immuni.2014.01.006 (2014).
- 167 Jubb, A. W., Young, R. S., Hume, D. A. & Bickmore, W. A. Enhancer Turnover Is Associated with a Divergent Transcriptional Response to Glucocorticoid in Mouse and Human Macrophages. *Journal of immunology (Baltimore, Md. : 1950)* **196**, 813-822, doi:10.4049/jimmunol.1502009 (2016).
- 168 McKinney, E. F., Lee, J. C., Jayne, D. R., Lyons, P. A. & Smith, K. G. T-cell exhaustion, co-stimulation and clinical outcome in autoimmunity and infection. *Nature* **523**, 612-616, doi:10.1038/nature14468 (2015).
- 169 Franzen, O. *et al.* Cardiometabolic risk loci share downstream cis- and trans-gene regulation across tissues and diseases.
- 170 Carcamo-Orive, I. *et al.* Analysis of Transcriptional Variability in a Large Human iPSC Library Reveals Genetic and Non-genetic Determinants of Heterogeneity. LID - S1934-5909(16)30401-5 [pii] LID - 10.1016/j.stem.2016.11.005 [doi].
- 171 Tusher, V. G., Tibshirani, R. & Chu, G. Significance analysis of microarrays applied to the ionizing radiation response. *Proceedings of the National Academy of Sciences of the United States of America* **98**, 5116-5121, doi:10.1073/pnas.091062498 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

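RNA was sequenced from the distal colon of 160 mice in 4 knockout lines, *Nckap1l*, *Dock2*, *Gpsm3* and *Dok3*, each with wild-type controls. The authors mapped the reads to mm10 with STAR and counted them on genes with featureCounts within their RAPiD pipeline, and the files they deposited hold the raw count of each of 39179 Ensembl genes per sample, without normalization. The files list genes of an Ensembl build of mm10. Gene names and positions were taken from the GENCODE annotation of GRCm38, the same build, which covered 37607 genes (96.0%) and 99.67% of all counts.

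Samples were grouped by line and genotype as the labels give them. Which samples received DSS is given neither in the labels nor in the paper, so the treatment and interaction contrasts of the paper could not be fitted, and knockout and wild type were compared over treated and untreated mice together. Sample-number blocks are runs of the numbers in the labels within a line. They were used as a covariate, to recompute tests and correlations within blocks, and to form the groups searched for outlying samples.

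The counts of each line were normalized by TMM, filtered with filterByExpr and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with sex as a covariate in the *Nckap1l* and *Dock2* lines. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Alternatives set before the files arrived were DESeq2 1.42.0, limma-voom (limma 3.58.1, the method of the paper), no filter beyond at least 1 count, at least 10 counts in every sample, 2 surrogate variables from sva 3.50.0, a threshold of 0.01, no sex covariate, males only and the sample-number block as a covariate. Added after seeing the data were the following: leaving out samples whose sex markers differ from their label, limma's camera for the nodes and pathway lists, an unadjusted p threshold of 0.05, sample-by-sample tests of list means, cuts of the coexpression tree into 100 and 300 clusters, an unsigned network with the power chosen by scale-free fit, KDG correlation within sample-number blocks, the permutation test of the knocked-out gene within sex or sample-number block, and marker lists for striated muscle, skin and inflammation. For the nodes and pathway lists, therefore, 3 kinds of test were tried: Fisher's exact test as planned, then camera, then the list means. Camera with its preset inter-gene correlation gave far smaller p-values than the list means, which use the samples as the units and are the ones given beside the claims.

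Tested on simulated counts with 200 genes changed by 1.5 on the log2 scale, the main fit recovered from 90.5% to 98.5% of them. From 1.6% to 6.2% of its calls were false, against 6.6% to 15.2% for DESeq2. The simulated genes varied independently, unlike those of the samples, and smaller changes were not simulated. The recovered share therefore does not apply to changes such as the median of -0.347 of the green Fig. 4c nodes. Nor does the false share carry over to the samples, where relabelled genotypes gave up to 783 genes in the *Dok3* line. For the count of genes in each line, the fit was repeated on 100 splits of the samples, the real one included, and on 40 for the fits with surrogate variables to limit their running time. Single values were compared by permutation with 100000 resamples, or exactly where a group was small.

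Named genes followed a rule written in advance: every KDG, the 5 genes raised most and the 5 lowered most in each signature with an average log2 CPM of at least 1, and the 3 genes with the smallest adjusted p in each pathway list, of which the first is printed. Single-gene results of 2 genes selected by this rule are not reported here, and these genes remain in the counts over whole lists. Per-sample values are TMM-normalized CPM, or log2 CPM with a prior count of 2. Total counts ranged from 4344988 to 19993833 per sample, so 3 counts corresponded to between 0.15 and 0.69 CPM. No sample was left out of the main results. The gene lists for the pathways were written by hand and differ from those of the paper, and nodes of Fig. 4b,c were read from the figure. Enrichments in predicted network sets, clinical trait signatures and susceptibility genes were not analysed here, since their gene lists are not in the files analysed here. The plan for the coexpression network was written without regard to the procedure in the supplement, which chooses the power by scale-free fit and cuts the tree dynamically; the planned network is reported as the main one, and the power rule was run as an added alternative with the 20 planned clusters, because no dynamic tree cut was at hand. Computations other than the model fits used Python 3.11.15 with scipy 1.17.1.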

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

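The genotype-by-sex interaction in the *Dock2* line flagged 35 genes at an adjusted p-value under 0.05 (edgeR quasi-likelihood test), all with a knockout effect that was lower in males than in females. Relabelling the sexes within genotype gave at least 35 genes in 11 of 100 splits, the real one included, so the count is no larger than random relabelling often gives. Striated muscle and skin genes made up 12 of the 35 (Fisher's exact test, p = 2.7e-30, a test devised after seeing the genes), and limma-voom found 0 genes. A candidate explanation is therefore a few samples that carry muscle RNA, and no difference between the sexes is claimed. In the *Nckap1l* line the interaction gave 0 genes; any of the 100 splits reaches a count of 0, so splits say nothing about it.

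Genes of tissues the paper does not discuss were abundant in some colon samples. *Krt1*, a keratin of the epidermis, reached 4989.94 CPM, and *Acta1*, the actin of skeletal muscle, 3342.01 CPM, although the median of *Krt1* was at most 2.06 CPM in every group but *Nckap1l* wild type, where it was 147.83 CPM. In each line the first principal component, with 44.8% to 67.0% of the variance, had the muscle and skin lists among its 100 genes of largest weight, from 17 to 23 of the 25 listed genes (largest Fisher p of the 4 lines 1.51e-17). The lists and this prediction were written after the components had been seen. Genotype explained at most 2.3% of this component. RNA of skin and striated muscle taken along with the most distal colon is a candidate source, and no biological explanation was tested. That source leaves open why *Ctrb1* reached 1204.63 CPM in a *Nckap1l* knockout sample and *Pbsn* 1285.91 CPM in a *Gpsm3* wild-type sample.

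Of the 128 samples labelled male, 5, all in the *Dok3* line (3 knockout, 2 wild type), had Xist and Y-gene counts of females: their Xist was at least 2496.15 CPM, against at most 14.31 CPM in the other 123, and their Y genes summed to at most 1.37 CPM, against at least 161.83 CPM. The prediction, written after the values were seen, was that they would lie inside the ranges of the females; they lay slightly past them, with Xist up to 3381.63 CPM against 3113.94 CPM and Y genes up to 1.37 CPM against 0.87 CPM, so the prediction was not met as written. All 32 samples labelled female had female counts. The 5 samples are numbered from 8006577760 to 8006577764, all in the first sample-number block. Since no sample labelled female had male counts, an exchange with a female among the samples analysed here is ruled out. A wrong sex label, or a swap with a mouse outside these samples, could give this pattern, and these cannot be told apart. Leaving the 5 samples out still gave 0 genes in the *Dok3* line.

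Groups of 4 to 10 samples were searched for a sample far from the rest, by the CPM of the knocked-out gene and by total counts. Of these 24 tests, 7 flagged a group, where chance alone would flag about 1 in 20. For the CPM of the knocked-out gene these were *Dock2* knockout males (48.635), *Dok3* wild type in the second sample-number block (26.782), and *Gpsm3* knockouts in the first (2.742) and second block (3.548). For total counts they were *Gpsm3* knockouts in the first block (14629933), *Gpsm3* wild type in the second (4344988) and *Nckap1l* wild-type females in the first (17730680). The 2 *Gpsm3* knockout samples lie within the wild-type range. In that line 6 of 20 knockout samples were at or above the lowest wild type, but this count rests on a single wild-type sample at 0.725 CPM (8006577665): the next lowest had 1.998 CPM, which only the 2 knockout samples exceeded. The sample at 0.725 CPM is numbered next to the knockout sample at 3.548 CPM (8006577664), so a swap of these 2 samples could produce both values. In the other lines 8 of 16 knockout samples for *Nckap1l*, 15 of 18 for *Dock2* and 22 of 26 for *Dok3* were at or above the lowest wild type. Mislabelled genotypes could contribute there too, and whether transcripts persist from the mutant alleles was not tested. The labels were kept, and no biological explanation was tested.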

How the results depend on the processing

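The alternatives from the planned list were fixed before the processed files arrived; those named below as added were chosen after seeing the data. The replicate block was not run because the replicate numbers in the labels identify single mice and are not shared between the groups compared; the sample-number block took its place and left every count of genes unchanged.

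Counts of differentially expressed genes (main: 0 in *Nckap1l*, 6 in *Dock2*, 1 in *Gpsm3*, 0 in *Dok3*) changed as follows. DESeq2 gave 23, 52, 5 and 5 genes, and its false share on simulated counts was higher. Without a low-count filter they were 27, 31, 32 and 15. With 2 surrogate variables they were 93 in *Nckap1l* and 94 in *Dock2*. In *Dock2*, limma-voom gave 0 and the threshold of 0.01, males only and at least 10 counts in every sample gave 1 each; the last removed *Gpsm3* itself and gave 0 in its line. Surrogate variables take up variance that genotype does not explain, such as the muscle, skin and inflammation genes, which may be why the counts rose to 93 and 94. With them the log2 fold change of *Nckap1l* was -0.958 and that of *Dock2* -0.703, both now past the threshold.

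Overlaps rose under looser signatures. For Fig. 4b in *Gpsm3*, the added unadjusted p gave 24 nodes and 17 green nodes, but also 29 of 97 nodes and 10 of 24 green nodes of Fig. 4c, so the overlap of all nodes is not particular to the *GPSM3* subnetwork; for Fig. 4c in *Dock2*, 2 surrogate variables gave 10 and 9, and the unadjusted p 22 and 17. The unadjusted p also gave 20 interferon-γ, 11 TNF, 1 adenylate cyclase and 2 retinoic acid receptor genes, and 1 KDG each in *Dock2* and *Gpsm3*. Camera with preset correlation, also added, gave adjusted p-values of 4.73e-14 and 1.26e-09 for the nodes of Fig. 4b and of Fig. 4c and of 5.6e-17 and 5.77e-08 for the interferon-γ and TNF lists, and with 2 surrogate variables 1.31e-05, 3.93e-22, 1.3e-12 and 7.07e-06. With the correlation estimated from the data none of the 4 passed, so the small values likely rest on treating genes that vary together as independent.

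With 2 surrogate variables, 3 genes near *Nckap1l* and 1 near *Dock2* entered the signatures, and 1 gene (*Ang4*) was shared by these lines, a comparison added after seeing the data. The KDG module shrank from 3484 genes to 2211 with the 3000 most variable genes and to 1329 with the added cut into 300 clusters. The *Dock2* interaction fell from 35 to 0 genes with limma-voom, and marker list shifts from 12 to 2 of 24 with estimated correlation.

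Of 327 rows for single named genes, 299 kept their sign and side of the threshold, 12 were weaker and 16 reversed, none past the threshold. In *Nckap1l*, *Aif1* became 0.095, 0.214 and 0.0577, *Gpr65* 0.0707, 0.234 and 0.0383, and *Fpr1* 1.08, 1.18 and 0.959 with limma-voom, surrogate variables and the block, respectively, and *Laptm5* 0.0405 and 0.0739 with the last 2. In *Dock2*, *Tnfaip3* became -0.0279 with surrogate variables. In *Dok3*, limma-voom gave -0.0331 for *Nckap1l*, -0.0975 for *Slamf1* and -0.104 for *Laptm5*, which was -0.00292 with surrogate variables. The direction of the other KDGs in the *Nckap1l* line thus depends on the model. The *Gpsm3* and *Dok3* flanking counts were unchanged. The KDG module held 3495, 3434 and 3468 genes in the planned 10-cluster, Spearman and genotype-adjusted networks, with all 11 KDGs in each. The KDG correlations stayed positive. In block 3 of the *Nckap1l* line, however, the Pearson value was 0.437 and fell to 0.049 without the 2 farthest samples. In the added test of the knocked-out gene within sexes and blocks, the difference in log2(CPM + 1) was -1.348 in females, -1.049 in males and -0.715 and -0.952 in the first 2 blocks of *Nckap1l*. Each of these had fewer samples and was no longer under a p of 0.05. For *Dok3* the difference was 0.237 in the first block, a change of sign, and -1.702 in the second, now under 0.05. The first-block value includes 1 knockout sample at 40.253 CPM, and no other knockout sample of that block exceeded 7.539 CPM.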

Differences from the paper's values

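In the *Dock2* line, the fold enrichment of adenylate cyclase activation genes was 0.0, against the paper's 9.7. With 6 genes in the signature and 28 listed genes tested, even 1 shared gene would give a fold far above 9.7. A value near the paper's was therefore not possible in the main fit. With 2 surrogate variables and with a threshold of 0.01 the fold was also 0.0, and with limma-voom the signature was empty. None of these settings, all set before the files arrived, closed the gap. The fold was not computed for the other planned settings, such as DESeq2. The added threshold of an unadjusted p under 0.05, chosen after seeing the values, gave 0.701. The gene list was written by hand and is not the paper's.

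For genes of the *DOCK2* subnetwork in the *Dock2* signature, the fold was 0.0, against the paper's 4.59, with the readable nodes of Fig. 4c standing in for the network's set. With 6 signature genes, even 1 shared node would give a fold far above 4.59, so here too a near value was not possible. The fold was 19.8 with 2 surrogate variables and 0.0 with a threshold of 0.01. Neither of these settings, both set before the files arrived, came near the paper's value. The fold was not computed for the other planned settings, such as DESeq2. An unadjusted p under 0.05, chosen after seeing the values, gave 4.5, with 22 of 96 Fig. 4c nodes and also 16 of 95 Fig. 4b nodes in the *Dock2* line. All these folds use the tested genes as background, whereas the paper used the genes of the network, so a near value is not a match.

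No fold could be computed for the *Gpsm3* and *Dok3* lines, whose signatures were empty apart from *Gpsm3* itself. Under the unadjusted p, chosen after seeing the values, folds were 10.0 for interferon-γ response genes, 9.06 for TNF response genes and 5.31 for the Fig. 4b nodes in the *Gpsm3* line, and 10.1 for retinoic acid receptor genes in the *Dok3* line. The last 2 lie within 1.5 times of the folds the paper states. This is not a like comparison: the paper selected genes at a false discovery rate and, for subnetworks, used the genes of the network as background. The folds here use all tested genes as background and the unadjusted p. The *Dok3* fold rests on only 2 of 9 genes, 1 of them raised (Fisher's exact test, adjusted p = 0.0623). At that threshold the *Gpsm3* line included 24 of 93 Fig. 4b nodes and 29 of 97 Fig. 4c nodes, so this overlap is not particular to the *GPSM3* subnetwork. Nor were the interferon-γ response genes particular to the *Gpsm3* line, with 20 of 41 included there and 22 of 40 in the *Dock2* line. In the *Nckap1l* and *Dok3* lines only 2 of 41 and 0 of 40 were included.

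The supplement states a depth of 25000000 to 30000000 reads, against a median of 15989625 counts on genes per sample here. Reads sequenced and reads counted on genes are different quantities, and no alternative bears on the gap.

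The legend of Fig. 4c describes the green nodes as upregulated in the *Dock2* perturbation. Here 22 of 23 green nodes were lowered in the knockout, with a median log2 fold change of -0.347, over treated and untreated mice together. The paper's signature includes the interaction with DSS, which could not be fitted here. The directions therefore need not describe the same effect. The paper reports signatures in each line; here the main fit gave 0, 6, 1 and 0 genes in the *Nckap1l*, *Dock2*, *Gpsm3* and *Dok3* lines, over treated and untreated mice together. The paper also states that many KDGs were altered by perturbation of others. Its perturbations include knockdowns in human macrophages, judged at an unadjusted p and not analysed here. In the mouse lines analysed here, 0 KDGs other than the knocked-out gene were past the adjusted threshold, which does not test the macrophage part.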

Other observations

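How far the counts of differentially expressed genes stand out was tested by other splits of the same samples. In the *Dock2* line 9 of 100 splits, the real one included, gave at least 6 genes, and in the *Gpsm3* line 24 of 100 gave at least 1, so these counts are no larger than random splits often give. Any of the 100 splits reaches a count of 0, so for the *Nckap1l* and *Dok3* lines the splits say nothing. With 2 surrogate variables, the real split was the only 1 of 40 to reach 93 genes in the *Nckap1l* line and the only 1 of 40 to reach 94 in the *Dock2* line; the largest count among the other 39 was 0 and 1, respectively. The predictions for the main splits were written before any fit, and those for the surrogate-variable splits after the counts of 93 and 94 had been seen but before any of these splits had been counted.

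Several explanations were weighed for the counts of differentially expressed genes, with predictions written before the fits. DNA of another strain near the knocked-out gene, or a change in cell composition between genotypes, would add such genes. Neither can therefore explain why the signatures are small. Library size did not differ between genotypes (permutation p = 0.702 in *Nckap1l*, 0.748 in *Dock2*, 0.922 in *Gpsm3*, 0.822 in *Dok3*). Genes within 10 Mb of the knocked-out gene made up 0 of the 5 *Dock2* signature genes with a position. This bears only on whether DNA of another strain added to that signature. In the other lines the signature held no other gene, so DNA of another strain could not be tested. Unlabelled treatment or batch may hide changes in the *Nckap1l* and *Dock2* lines, where 2 surrogate variables raised the count to 93 and 94. The counts of *Gpsm3* (1 gene) and *Dok3* (0 genes) did not change with them, which does not show that treatment hides nothing there: whether the surrogate variables follow DSS is not known, and in the *Gpsm3* line they lowered the median log2 fold change of the green Fig. 4b nodes from 0.413 to 0.168, so they may also remove signal. A change in cell composition was tested with 6 marker lists per line: the smallest camera adjusted p was 1.75e-24 in *Nckap1l*, 3.89e-23 in *Dock2*, 0.00229 in *Gpsm3* and 0.00128 in *Dok3*. With the correlation between genes estimated from the data only the B and plasma cell lists of *Nckap1l* and *Dock2* passed (adjusted p = 0.0255 in both), so the values in *Gpsm3* and *Dok3* rest on the preset correlation. Mislabelled genotypes cannot be excluded, since knockout and wild-type ranges of the knocked-out gene overlap in every line (8, 15, 6 and 22 knockout samples at or above the lowest wild type in *Nckap1l*, *Dock2*, *Gpsm3* and *Dok3*), and *Dok3* was not lowered in the first sample-number block of its line.

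Whether a change in immune cells shared by the lines explains the Fig. 4b and Fig. 4c nodes could not be told from the main signatures, which were empty or nearly so (smallest Fisher p in the other lines 1.0 for both panels). Looser signatures do bear on it. The *Dock2* signature obtained with 2 surrogate variables held 9 of 95 Fig. 4b nodes (adjusted p = 9.13e-09). At an unadjusted p under 0.05, chosen after seeing the data, 29 of 97 Fig. 4c nodes were included in the *Gpsm3* line (adjusted p = 6.39e-15) and 15 of 97 in the *Nckap1l* line (adjusted p = 5.33e-05), and 16 of 95 Fig. 4b nodes in the *Dock2* line (adjusted p = 5.15e-05) and 11 of 94 in the *Nckap1l* line (adjusted p = 0.00518), but 0 in the *Dok3* line for either panel. Of the Fig. 4c nodes so included, 28 of 29 were raised in the *Gpsm3* line and 0 of 15 in the *Nckap1l* line. Overlap in lines other than that of the subnetwork is what a change in immune cells common to 3 lines would give, though it would differ in direction between them, and Fisher's exact test treats nodes that vary together as independent.

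The mean of the interferon-γ response genes was also higher in the *Nckap1l* knockout, by 0.556 (permutation p = 0.0928), and in the *Dock2* knockout, by 0.249 (permutation p = 0.149), with an adjusted p of 0.554 over 16 tests in each. In the *Nckap1l* line the difference was 0.542 in females (exact permutation p = 0.291) and 0.505 in males (exact permutation p = 0.299), and by block 0.806, -0.229 and 0.796 (exact permutation p = 0.0696, 0.746 and 0.304), so the direction did not hold in every block. In the *Dock2* line it was 0.137 in females (exact permutation p = 0.369) and 0.319 in males (permutation p = 0.309). For the green nodes of Fig. 4c in the *Dock2* line, the camera test with estimated correlation gave an adjusted p of 0.0335, while the sample-by-sample difference of -0.322 had an adjusted p of 0.0645.

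The nodes that Fig. 4b colours as differentially expressed in the *Gpsm3* knockout were read from the figure. From 104 readable labels, 29 green and 64 other nodes had a mouse gene that was tested in the *Gpsm3* line, over DSS-treated and untreated samples together. At an adjusted p-value under 0.05, 0 green and 0 other nodes were in the signature. By direction, 28 of the 29 green nodes were raised in the knockout, with a median log2 fold change of 0.413 and a range from -0.028 to 0.885. At an unadjusted p under 0.05, a threshold chosen after seeing the data and the alternative that moved the count most, 17 of 29 green and 7 of 64 other nodes were included (Fisher's exact test, p = 3.21e-06). The green nodes were selected by the paper for differing in these mice, so they are not an independent set. Their mean log2 CPM was 3.504 ± 0.666 in 20 knockout and 3.249 ± 0.297 in 20 wild-type samples (SD), a difference of 0.255 over 30 nodes that did not exceed the spread between samples (permutation p = 0.127, adjusted p = 0.335 over 16 tests). Within the sample-number blocks the difference was 0.122 (permutation p = 0.56) and 0.388 (permutation p = 0.139). Which of these samples received DSS is not known, so they cannot be set beside the DSS signature of the figure.

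Markers of B and plasma cells were lower in the *Nckap1l* and *Dock2* knockouts, a result the paper does not report. The mean log2 CPM of 14 marker genes was -0.259 ± 1.599 in 16 *Nckap1l* knockout and 1.893 ± 1.844 in 15 wild-type samples (SD), a difference of -2.152 (permutation p = 0.00223, adjusted p = 0.0401 over 36 tests). In the *Dock2* line it was 1.466 ± 0.583 in 18 knockout and 2.367 ± 0.927 in 24 wild-type samples (SD), a difference of -0.901 (permutation p = 0.00083, adjusted p = 0.0299). The corresponding differences of 0.282 in *Gpsm3* (permutation p = 0.41) and -0.058 in *Dok3* (permutation p = 0.857) were within the spread between samples; the difference between lines was not tested. The direction held in 5 of 5 sex and sample-number strata of the *Nckap1l* line and in 2 of 2 sexes of the *Dock2* line. By sex, the *Nckap1l* difference was -3.089 in females (exact permutation p = 0.0141) and -1.731 in males (exact permutation p = 0.0613); by block it was -2.169, -1.004 and -4.35 (exact permutation p = 0.0127, 0.381 and 0.0179). In *Dock2* it was -1.155 in females (exact permutation p = 0.00325) and -0.643 in males (permutation p = 0.0935). The marker list was written before the files arrived, but the sample-by-sample test and the predictions for the following checks came after the result. Total counts did not differ (permutation p = 0.702 and 0.748). With the muscle and skin lists regressed out, the differences were -2.276 (permutation p = 0.00039) and -1.027 (permutation p = 1e-05, the smallest the test can give), and with the inflammation list regressed out -2.113 (permutation p = 0.00122) and -0.902 (permutation p = 0.00072). An uneven share of DSS-treated mice between genotypes could still contribute, because the treatment of each sample is unknown. So could the number of lymphoid follicles in each piece of tissue. Wrong genotype labels cannot be excluded either, but samples exchanged between genotypes at random would shrink the difference. A loss of B-lineage cells in these knockouts is a hypothesis that the data cannot tell apart from uneven treatment or follicle numbers.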
